# CDK4/6 inhibitors induce breast cancer senescence with enhanced anti‐tumor immunogenic properties compared with DNA‐damaging agents

**DOI:** 10.1002/1878-0261.13541

**Published:** 2023-11-02

**Authors:** Dong Hyun Lee, Muhammad Imran, Jae Ho Choi, Yoo Jung Park, Young Hwa Kim, Sunwoo Min, Tae Jun Park, Yong Won Choi

**Keywords:** CDK4/6 inhibitors, DNA‐damaging agents, SASP, therapy‐induced senescence, tumor microenvironment

## Abstract

Since therapy‐induced senescence (TIS) can either support or inhibit cancer progression, identifying which types of chemotherapeutic agents can produce the strongest anti‐tumor TIS is an important issue. Here, cyclin‐dependent kinase4/6 inhibitors (CDK4/6i)‐induced senescence was compared to the TIS induced by conventional DNA‐damaging agents. Despite both types of agents eliciting a similar degree of senescence, we observed increased expression of the senescence‐associated secretory phenotype (SASP) and ligands related to pro‐tumor immunity (*IL6*, *CXCL8*, *TGFβ*, *CD274*, and *CEACAM1*) and angiogenesis (*VEGFA*) mainly in TIS induced by DNA‐damaging agents rather than by CDK4/6i. Additionally, although all agents increased the expression of anti‐tumor immunomodulatory proteins related to antigen presentation (*MHC‐I*, *B2M*) and T cell chemokines (*CXCL9*, *10*, *11*), CDK4/6i‐induced senescent cells still maintained this expression at a similar or even higher intensity than cells treated with DNA‐damaging agents, despite the absence of nuclear factor‐kappa‐B (NF‐κB) and p53 activation. These data suggest that in contrast with DNA‐damaging agents, which augment the pro‐tumorigenic microenvironment via pro‐inflammatory SASP, CDK4/6i can generate TIS only with antitumor immunomodulatory proteins.

**Abbreviations**
AI: aromatase inhibitors
APCs: antigen‐presenting cells
BP: biological process
CC: cellular component
CDK: cyclin‐dependent kinase
CDK4/6i: cyclin‐dependent kinase inhibitors
Cis: cisplatin
DDR: DNA damage and repair
DEGs: differentially expressed genes
Doxo: doxorubicin
ELISA: enzyme‐linked immunosorbent assay
ET: endocrine therapy
GO: Gene ontology
GOBP: Gene ontology biological process
GOMF: Gene ontology molecular function
GSEA: Gene set enrichment analysis
IFN: interferons
IPA: ingenuity pathway analysis
ISG: interferon‐stimulated genes
Max: maximum
MDSC: myeloid‐derived suppressor cell
MEF: mouse embryonic fibroblast
MHC: major histocompatibility complex
Min: minimum
MMC: mitomycin
NES: normalized enrichment score
NF‐κB: nuclear factor‐kappa‐B
NK cells: natural killer cells
NKG2D: natural killer cells group 2 member D
Palbo: Palbociclib
PCR: polymerase chain reaction
PDAC: pancreatic ductal adenocarcinoma
PIDD: p53‐inducible death‐domain containing protein
RB: retinoblastoma protein
SAHF: senescence‐associated heterochromatin foci
SASP: senescence‐associated secretory phenotypes
SA‐β‐gal: senescence‐associated beta galactosidase
TGF‐β: transforming growth factor‐beta
TIS: therapy‐induced senescence
TME: tumor microenvironment
TNBC: triple‐negative breast cancer
TNFα: tumor necrosis factor‐alpha

## 1 Introduction

Therapy‐induced senescence (TIS), elicited by various chemotherapeutic agents and radiotherapy, has been regarded as one of the essential tumor suppressive mechanisms of current therapeutics [1, 2, 3]. However, the accumulation of senescent cells both in tumor and normal tissues can be detrimental by promoting tumor relapse, metastasis, and resistance to therapy by facilitating proliferation [4], angiogenesis [5], epithelial–mesenchymal transition [6], cell survival [7], and immune escape [8]. Moreover, senescent cells in normal tissue can contribute to therapy‐induced adverse effects [9]. The potential detrimental effects of TIS are mediated by the release of senescence‐associated inflammatory phenotype (SASP) that can modulate the tumor microenvironment (TME). Pro‐inflammatory SASP (IL‐1, IL‐6, CXCL8, TNFα) [10] and expression of pro‐angiogenic factors (VGEFA, GDF15) [11, 12] suppress anti‐tumor immunity, whereas some types of SASP can activate anti‐tumor immunity by augmenting tumor antigen presentation (Interferon family; IFN), cytotoxic T cell infiltration (CXCL9, CXCL10, CXCL11) [13], and activation of NK cells and T cells (IL‐2, MICB) [14, 15]. Moreover, senescent cells present in the TME can either facilitate or impede angiogenesis by releasing pro‐angiogenic (VEGFA) or anti‐angiogenic (MMRN2) factors [12, 16, 17], respectively. Therefore, it is of utmost importance to maximize the secretion of SASP linked to anti‐tumorigenic immunity and to minimize those that instigate pro‐tumorigenic immune responses. Hence, by better understanding the mechanisms that regulate pro‐ and anti‐tumorigenic SASP independently, it may be possible to develop more effective senescence inducers that preserve the ability to arrest the cell cycle and release SASP associated with the anti‐tumorigenic activity.

Since a prior study demonstrated that fibroblasts overexpressing p16^INK4A^ exhibit all the features of senescence but lack SASP [18], CDK4/6 inhibitors (CDK4/6i), as a mimic of p16^INK4A^ activation, can be a proper candidate of an ideal senescence inducer. However, unlike senescent fibroblasts overexpressing p16 ^INK4A^, CDK4/6i‐induced senescent cells excrete a range of SASP factors [19, 20]. Nevertheless, recent studies reveal that CDK4/6i treatment can elicit anti‐tumor immunity by targeting tumor cells and regulatory T cells and can also synergize with immune checkpoint inhibitors [21, 22, 23]. It is, therefore, still interesting to investigate whether senescent cancer cells induced by CDK4/6i treatment have a stronger ability to create the anti‐tumor immune microenvironment compared to other conventional chemotherapeutic DNA‐damaging agents. However, to the best of our knowledge, no systematic comparative study of the characteristics of DNA‐damaging agent‐induced and CDK4/6i‐induced senescent cancer cells, particularly in terms of the expression patterns of SASP and ligands that modulate the TME, has been conducted. Therefore, we examined the effects of representative DNA‐damaging agents (Cisplatin, Doxorubicin, Etoposide, and Carboplatin) and a CDK4/6i (Palbociclib, Abemaciclib) on the senescence of CDK4/6i‐sensitive breast cancer cells. We found that CDK4/6i‐induced senescent cancer cells induced strong expression of SASP and ligands related to an anti‐tumorigenic immunity, which was comparable with that induced by DNA‐damaging agent‐induced senescence. Furthermore, CDK4/6i led to significantly lower expression of SASP and ligands related to angiogenesis and pro‐tumorigenic immunomodulation.

## 2 Materials and methods

### 2.1 Cell culture and reagents

The breast cancer MCF‐7 (RRID: CVCL_0031, KCLB No. 30022, Korean Cell Line Bank, Seoul, Korea) and HCC1428 (RRID: CVCL_1253, KCLB No. 9S1428, Korean Cell Line Bank, Seoul, Korea) cells were cultured (1 × 10^5^ cells/60 mm culture dish) in RPMI 1640 (WELGENE, Gyeongsan, Korea) supplemented with 10% heat‐inactivated fetal bovine serum (FBS, GIBCO‐BRL, Grand Island, NY), 1% penicillin and streptomycin and maintained at 37 °C under 5% CO2 in a humidified atmosphere. The cell lines used in this study were authenticated by short‐tandem‐repeat profiling and were tested negative for mycoplasma contamination (е‐Myco™M plus Mycoplasma PCR Detection Kit, Cat. No 25237, Seongnam, Korea). DNA‐damaging agents including Doxorubicin, Cisplatin, Etoposide, and Carboplatin, CDK4/6i including Palbociclib, Abemaciclib, and Ribociclib, and aromatase inhibitors (AI) including Anastrozole, Letrozole (Selleck, Houston, TX) were treated to the cells. Antibodies purchased from Cell Signaling Technology (CST, Danvers, MA) include pRb (#9308), pAKT (#3787S), AKT (#9272), pErk1/2 (#9106S), Erk1/2 (#9107S), p‐p65 (#3031S), c‐Jun (#9165), p‐c‐Jun (#2361S), and p‐STAT3 (#4113S), Santa Cruz Biotechnology (SC, Dallas, TX); Rb (SC‐50), STAT3 (SC‐482), p53 (SC‐126), p21^Waf1/Cip1^ (SC‐6246), IκBα (SC‐1643), α‐Tubulin (SC‐32293), and β‐Actin (SC‐4778), Merck Millipore (Burlington, MA); anti‐γH2AX (05–636), Abcam (Cambridge, UK); anti‐Lamin B1 (ab16048).

### 2.2 Induction of cancer cell senescence

For the induction of senescence, MCF‐7 and HCC1428 cells were cultured and treated with DNA‐damaging agents (Cisplatin, Doxorubicin, Etoposide, and Carboplatin) and CDK4/6i (Palbociclib, Abemaciclib, and Ribociclib) for 2 days. The media were changed after every 2 days and cells were harvested following 5 days of exposure to DNA‐damaging agents and CDK4/6i.

### 2.3 Cell viability assay

MCF‐7 cells were exposed to various concentrations of Anastrozole and Letrozole (2.5, 5, 10, 20, and 30 μm). After 5 days of incubation with AI, cell viability assay was conducted using Cell Counting Kit‐8 (D‐Plus™ CCK cell viability assay kit, Cat. No. CCK‐3000, Donginbiotech Co., Ltd, Seoul, Korea) according to the manufacturer's instructions. Briefly, cells were treated with WST in fresh cultured medium and incubated for 1 h at 37 °C under 5% CO_2_ in a humidified atmosphere. Optical density was measured at 450 nm using an Eon™ microplate spectrophotometer (BioTEK, Winooski, VT). Cell viability was calculated in comparison with control MCF‐7.

### 2.4 SA‐β‐galactosidase staining

For SA‐β‐galactosidase staining, the control and drug‐treated MCF‐7 cells were washed twice with PBS, and then fixed with 4% paraformaldehyde for 5 min at room temperature in the dark. Cells were then washed three times with PBS and incubated with SA‐β‐gal staining solution (40 mm, pH 6 citrate/phosphate buffer, 5 mm each Ferro‐ and Ferricyanide, 150 mm NaCl, 2 mm MgCl_2_ and 1 mg·mL^−1^ X‐gal) for 15 h at 37 °C in the dark. After the incubation, cells were washed again with PBS and observed under a bright field microscope (OLYMPUS IX71, Tokyo, Japan).

### 2.5 Cell cycle analysis

The control and drug‐treated cells were harvested after 5 days of treatment, washed with PBS, and fixed in ice‐cold 70% (vol/vol) ethanol. Cells were treated with RNAase A and stained with propidium iodide. The distribution of the cell cycle was then analyzed using flow cytometry (BD FACSAria™ III, Franklin Lakes, NJ).

### 2.6 RNA extraction and qPCR

Total RNA was extracted from control and senescent MCF‐7 cells using the QIAGEN (Hilden, Germany) RNA extraction kit and reverse transcribed using a cDNA synthesis kit (Invitrogen, Waltham, MA). qPCR was performed using iQ SYBR® Green Supermix qPCR Kit (Bio‐Rad, Hercules, CA) on‐a CFX96™ Real‐Time System (Bio‐Rad, Hercules). Data were analyzed using the 2^(−ΔΔ*C*t)^ method. β‐actin was used as a control to normalize the expression of target genes. The primer sequences are given in Table S1.

### 2.7 Immunoblotting

The control and drug‐treated MCF‐7 cells were harvested after 5 days of treatment and lysed with RIPA buffer (50 mm Tris–HCl pH 7.5, 150 mm sodium chloride, 1 mm EDTA, 1% Nonidet P‐40, 1% sodium deoxycholic acid, 0.1% SDS along with protease and phosphatase inhibitors). Proteins were quantified and subjected to SDS/PAGE. Immunoblotting was performed on nitrocellulose membrane and proteins were detected using the immunoblotting detection kit WESTA SAVE^UP^™ (Seoul, Republic of Korea). The phosphorylated form and the total form of proteins on the same membrane were detected by stripping and reprobing the membrane. β‐actin and α‐tubulin were used as a loading control.

### 2.8 Enzyme‐linked immunosorbent assay (ELISA)

MCF‐7 cells (4 × 10^5^ cells/100 mm dish) were cultured and treated with DNA‐damaging agents and CDK4/6i for senescence induction, and the media were harvested after 5 days. Subsequently, the conditioned media were centrifuged and filtered through a 0.2‐μm pore size syringe filter. The secretions of VEGF, IL‐6, and CXCL8 were assessed in the conditioned media using a human DuoSet ELISA kit (R&D Systems, Minneapolis, MN) according to the manufacturer's instructions. The levels of VEGF, IL‐6, and CXCL8 in the conditioned media were quantified using Eon™ microplate spectrophotometer (BioTEK, Winooski, VT).

### 2.9 RNA sequencing and transcriptome analysis

RNA was isolated from control and senescent MCF‐7 cells using a QIAGEN extraction kit. RNA sequencing was carried out by Life & Science (LAS, Gimpo, South Korea). There were 60 million read‐pairs per sample, and gene mapping was performed using the altanalyze (version 2.0) alignment tool. Extracted fastq files were aligned with reference genome version hg38. The total RNA transcriptomes of 15 290 genes were normalized by the “EdgeR” package (version 3.40.2) in R studio. Before transcriptome analysis, read counts of 0 or < 10 in all 12 samples were considered pseudogenes and were filtered out. Trimmed mean of M values (TMM) was used as normalized values to analyze differentially expressed genes (DEGs).

### 2.10 Data processing and visualization

To illustrate gene expression patterns, we calculated *z*‐scores for 8832 DEGs. Sample correlations were evaluated using Spearman's rank correlation coefficient. To compare gene expression profiles across all samples, we visualized a similarity index heatmap based on *z*‐scores. These values were then input into Spearman's rank correlation analysis. For normalized enrichment score (NES) analysis, we utilized the R package “Fgsea” with 1000 permutations. Reference gene sets for various gene set enrichment analysis (GSEA) categories were obtained from Msigdbr in r. GSEA was performed both using the desktop application (GSEA 4.2.3) and TMM normalized values calculated through the “EdgeR” package. The following settings were used: collapse/Remap to gene symbols: collapse; permutation type: phenotype; chip platform: Human Ensemble Transcript ID MSigDB.vs.2023.1.Hs.Chip; enrichment statistic: weighted; metric for ranking genes: Signal2Noise; gene list sorting mode: real; gene list ordering mode: descending; maximum size of gene sets, 500; and minimum size of gene sets: 15. To compare overlapping signature gene sets between the control and drug‐induced senescence groups, cnetplots were generated using the “enrichplot” package and the “clusterprofiler” package. Ingenuity pathway analysis (IPA) was performed using qiagen IPA (version 42012434, Ingenuity Systems; Qiagen China Co., Ltd.) to identify pathways, top regulator effect networks, and gene signatures based on TMM values for drug‐treated MCF‐7 cells. All IPA analyses were conducted using a cutoff of *P* ≤ 0.05 and log 2‐fold change of ≥ 0.5.

### 2.11 Statistical analysis

All experiments were repeated at least three times and the data were presented as mean + SD. Statistical significance was calculated using one‐way ANOVA. *P* ≤ 0.05 was regarded as statistically significant. The Spearman and Pearson correlation coefficients were applied to assess the correlation between samples.

## 3 Results

### 3.1 A similar extent of breast cancer cell senescence is induced by DNA‐damaging agents and CDK4/6i

To characterize and compare senescence induced by treatment with DNA‐damaging agents (Cisplatin and Doxorubicin) and CDK4/6i, we screened various breast cancer cell lines to find out which could achieve stable senescent status for analysis post‐drug treatment. We selected MCF‐7 (hormone receptor (HR): positive/human epidermal growth factor receptor 2 (HER2): negative) breast cancer cells harboring wild‐type TP53 as a suitable model for studying the characteristics of TIS induced by different agents. In addition, since CDK4/6i are typically prescribed in conjunction with non‐steroidal AI for the treatment of HR‐positive and HER2‐negative breast cancer patients, we conducted an analysis to determine whether AI could influence the process of CDK4/6i‐induced senescence. Single treatments with AI at concentrations up to 30 μm demonstrated a slight but biologically insignificant compromise of cell viability (Fig. S1A), and combined treatment with AI and CDK4/6i revealed no additional effects on CDK4/6i‐induced senescence (Fig. S1B). Therefore, CDK4/6i were applied alone in subsequent experiments. Since various types of agents, and even various concentrations of the same agent, can induce a significantly different senescent status in the same cancer cell line, it is important to identify the optimal concentrations and treatment conditions for each drug to induce similar levels of TIS. After treatment with the indicated concentrations of drugs for the indicated times, we detected comparable levels of SA‐β‐gal activity induced by DNA‐damaging agents and CDK4/6i (Fig. 1A); however, the stage of cell cycle arrest was different; G2/M phase for DNA‐damaging agents and G0/G1 phase for CDK4/6i (Fig. 1B). All therapeutic agents reduced the expression of the E2F family and their well‐known target genes to a similar extent (Fig. 1C), along with phosphorylated retinoblastoma (RB) (Fig. 1D). In addition, reduced expression of Lamin B1, widely recognized as a biomarker of senescence, was observed to a similar degree after treatment with different agents, while increased phosphorylation of γH2AX was observed only in senescent cells induced by DNA‐damaging agents. This suggests that a meaningful DNA damage response was not activated in CDK4/6i‐induced senescent cancer cells (Fig. 1D). In addition, to investigate the possibility that DNA‐damaging agent‐ and CDK4/6i‐induced senescence activate distinct pathways, we analyzed other important signaling pathways activation. Regardless of TIS type, increased phosphorylation of JNK, Erk1/2, STAT3, and AKT suggested that the JNK, MAPK, JAK/STAT, and AKT pathways were commonly activated by TIS, although phosphorylation of STAT3 in CDK4/6i‐induced senescent cells was slightly stronger than in DNA‐damaging agent‐induced senescent cells (Fig. 1E). Overall, our data suggest that DNA‐damaging agents and CDK4/6i induce senescence in breast cancer cells to a similar extent.

**Fig. 1:**
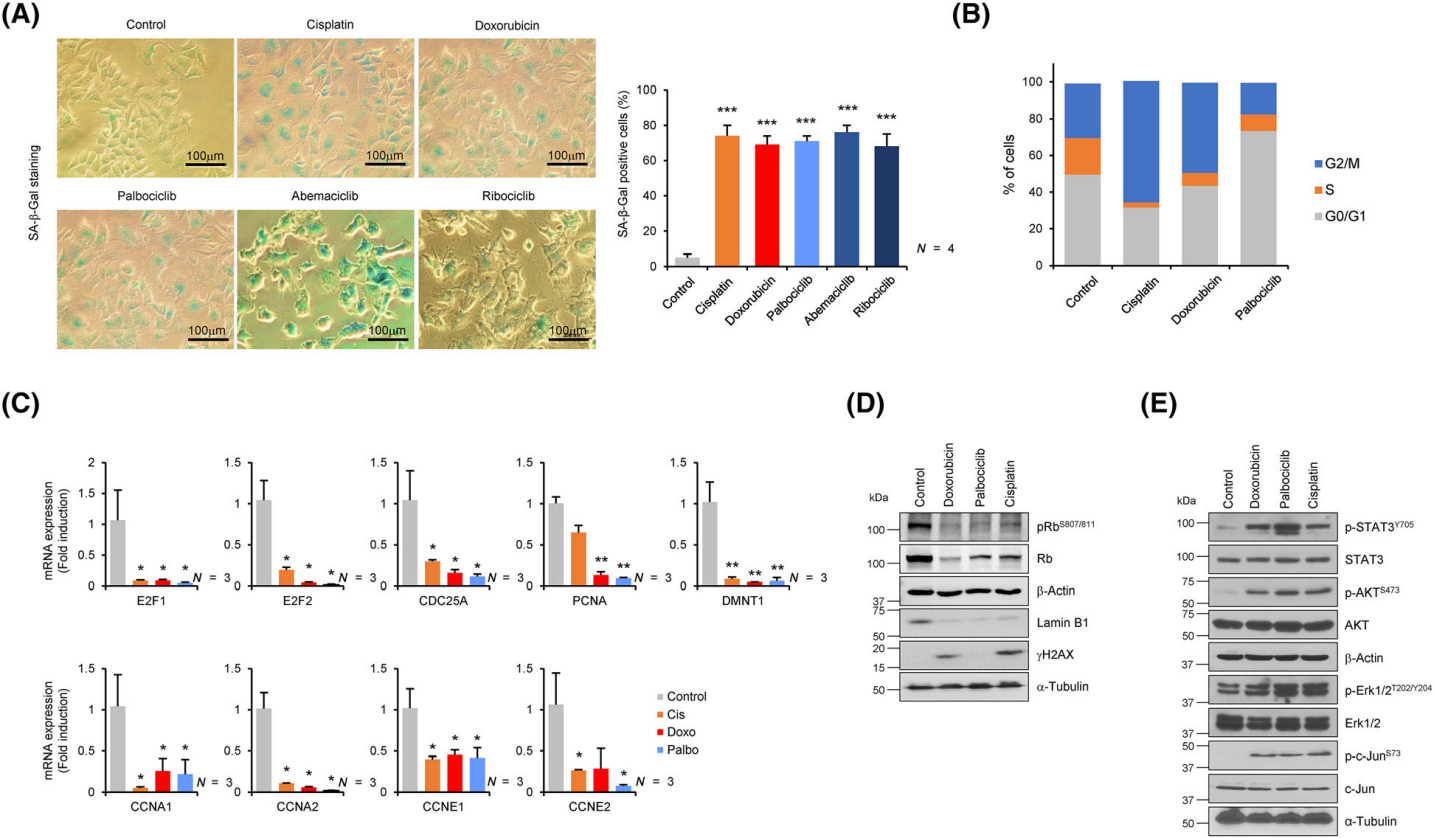
A similar extent of senescence induction by DNA‐damaging agents and CDK4/6i. (A) MCF‐7 cells were treated with DNA‐damaging agents (Cisplatin 5 μm and Doxorubicin 100 nm) and CDK4/6i (Palbociclib 2 μm, Abemaciclib 1 μm, and Ribociclib 5 μm) for 5 days and then SA‐β gal staining was performed. Representative images of SA‐β gal‐positive cells are shown. Scale bar, 100 μm. The percentage of stained cells was quantified and presented as a bar graph. Data are mean ± SD of four (*N* = 4) independent experiments. The *P*‐value was calculated using one‐way ANOVA. ***P < 0.001. (B) Cell cycle analysis of control, DNA‐damaging agents, and CDK4/6i‐treated senescent cells was performed by FACS. A representative bar graph shows the percentage of cells in each cell cycle phase. (C) The mRNA expression of genes was measured using RT‐qPCR in control, DNA‐damaging agents, and CDK4/6i‐induced senescent cells. The *P*‐value was calculated by the one‐way ANOVA. Data are mean ± SD of three (*N* = 3) independent experiments. *P < 0.05 and **P < 0.01. (D, E) The cells were harvested after 5 days of drug treatment and subjected to immunoblotting for protein expression analysis. β‐actin and α‐tubulin were used as loading controls. Data are representative of three (*N* = 3) independent experiments.

### 3.2 Genes related to pro‐inflammatory response, anti‐tumor immunity, and angiogenesis are regulated differently in TIS by DNA‐damaging agents and CDK4/6i

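MCF-7 is an established line of estrogen receptor-positive breast cancer cells. Doxorubicin and cisplatin damage DNA, whereas palbociclib inhibits CDK4 and CDK6 (CDK4/6i), and each can drive such cells into lasting growth arrest, called therapy-induced senescence (TIS). RNA of control cells and of cells treated with each agent was sequenced from 3 libraries per group. The paper gives 100 nM doxorubicin, 5 µM cisplatin and 2 µM palbociclib for 5 days, whereas the sample labels give 1 µM palbociclib and 4 days for every agent. The legend of the paper's Fig. 2A speaks of independent experiments, and the labels do not say whether the 3 libraries of a group are separate cultures. The authors deposited FPKM for each gene and library, which the labels describe as made with STAR 2.5 and Cufflinks 2.2.1 on hg38. FPKM carry no read depth. Their sum over genes was 181316 to 571437 (median 522768) in control libraries, 575603 to 596370 (median 589808) after doxorubicin, 554004 to 662548 (median 661383) after cisplatin and 503005 to 766616 (median 581674) after palbociclib. Values were taken as log2(FPKM + 1) for the 11996 genes with at least 1 FPKM in at least 3 libraries. The 4 groups entered 1 limma fit with a mean-variance trend, from which 6 comparisons between groups were drawn, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. These choices, the gene lists and the alternatives to them were fixed before the data were examined, apart from a few named in the closing section. Apart from genes that the paper names, the lists were written from textbook knowledge and are not the paper's gene sets. Control replicate 3 differed from the other 2 control libraries. Its FPKM sum was 181316, and 8363 genes reached 1 FPKM in it, against 11097 to 11720 in the other libraries. Relative to the mean of the other 2 controls its log2 values had a median difference of -0.47 in the fifth of genes with the lowest transcript GC content and of -2.54 in the fifth with the highest, so counts and calls that change are also given without it. Fold changes against control that keep their call are mostly given with it only. In GC-rich genes its low values shift these fold changes upward. The median log2 fold change over all genes was 0.58, 0.61 and 0.49 for doxorubicin, cisplatin and palbociclib against control, 0.063, 0.086 and -0.016 without control replicate 3, and -0.074, -0.070 and -0.076 when each library was centred on its median. MTRNR2L12, a nuclear gene resembling mitochondrial ribosomal RNA, took 0.003% to 0.13% of the FPKM sum in control libraries and 2.58% to 27.5% in treated ones.

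**Figure D1:**
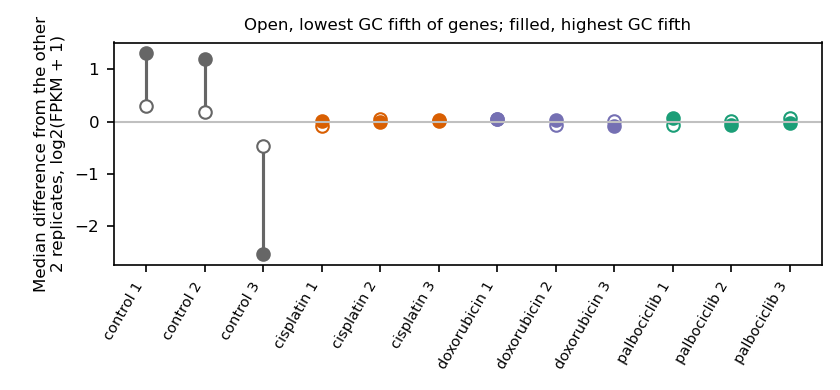
Median difference in log2(FPKM + 1) of each of the 12 libraries from the mean of the other 2 libraries of its group (y axis), for the genes with the lowest (open points) and the highest (filled points) transcript GC content. Control replicate 3 lies at -0.47 and -2.54.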

To clarify even slight differences in the expression of genes involved in not only SASP but also modulation of the TME, we examined changes in the whole transcriptome after TIS by using an RNA‐sequence alignment tool. The expression pattern of 8832 genes arranged by hierarchical clustering was displayed as a heatmap. Comparison of TIS samples with parental control cells revealed definitive changes in the transcriptome (Fig. 2A). 

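Most of the measured secreted factors passed as higher, and most of the measured histone genes as lower, after each of the 3 agents. The stress cytokine GDF15 rose after both DNA-damaging agents, and the cell-surface protein podocalyxin (PODXL) after every agent. Against control cells, 2498 genes were higher and 499 lower after doxorubicin, 2672 higher and 558 lower after cisplatin, and 915 higher and 90 lower after palbociclib in limma. Without control replicate 3 these counts were 3501 and 2749, 3623 and 2681, and 1982 and 2099. Centred on each library's median, all 12 libraries gave 2188 and 2316, 2183 and 2337, and 1105 and 949. Leaving out control replicate 1 instead gave 4701, 4946 and 2286 changed genes, and leaving out 1 library of the treated group itself gave 1710 to 1828, 1907 to 1965 and 441 to 612. GDF15 (ENSG00000130513, chromosome 19 of GRCh38 from 18374731 to 18389176) had 37.7 ± 42.9 FPKM in control cells, 1716 ± 210.5 after doxorubicin, 1479.8 ± 26.2 after cisplatin and 64.4 ± 12.6 after palbociclib (SD, n = 3). Its log2 fold change was 6.47 (standard error 0.85, limma adjusted p = 2.4e-04) after doxorubicin, 6.26 (limma adjusted p = 2.7e-04) after cisplatin and 1.74 (limma adjusted p = 0.218) after palbociclib. The metalloproteinase inhibitor TIMP3 had log2 fold changes of 5.98 (limma adjusted p = 5.8e-07) after doxorubicin and 6.22 (limma adjusted p = 2.7e-07) after cisplatin, and keratin 17 (KRT17) of 5.89 (limma adjusted p = 1.6e-06) and 5.66 (limma adjusted p = 1.9e-06). After palbociclib, PODXL had a log2 fold change of 5.27 (standard error 0.47, limma adjusted p = 4.3e-05), from 3.01 ± 2.37 FPKM in control cells to 134 ± 41.6 (SD, n = 3). The chemokine gene CCL5 had 4.77 (limma adjusted p = 7.4e-05), the adenosine receptor gene ADORA1 4.29 (limma adjusted p = 1.2e-05) and the protease inhibitor gene SERPINA3 4.12 (limma adjusted p = 1.2e-05). MTRNR2L12 and MTRNR2L8, which may share reads with mitochondrial ribosomal RNA, had the largest increases, of 9.70 (limma adjusted p = 2.4e-04) and 8.04 (limma adjusted p = 2.0e-04) after doxorubicin. Among the genes that fell, the histone gene HIST1H4A had log2 fold changes of -4.80 (limma adjusted p = 1.2e-05), -5.10 (limma adjusted p = 7.2e-06) and -3.34 (limma adjusted p = 4.7e-04) after doxorubicin, cisplatin and palbociclib. Palbociclib also lowered CHAC1, at -2.82 (limma adjusted p = 0.0074), and ASNS, which makes asparagine, at -2.71 (limma adjusted p = 5.6e-04). Doxorubicin and cisplatin shared 2137 higher and 411 lower genes, where simulated unchanged groups compared with the same controls share a mean of 1149.6 and 2.41. They shared 3044 and 2299 without control replicate 3, against 24.1 and 8.00 simulated. Their fold changes correlated across genes with r = 0.954 (covariance 0.909). The simulated groups gave r = 0.810 ± 0.194 (mean and SD, highest 0.995) and a covariance of 0.142 ± 0.107. Palbociclib gave r = 0.854 (covariance 0.574) with doxorubicin and 0.856 (covariance 0.596) with cisplatin. Simulated groups gave r = 0.744 ± 0.220 (highest 0.983, covariance 0.138 ± 0.105) and 0.757 ± 0.216 (highest 0.987, covariance 0.142 ± 0.107). Over all 12 libraries each of these r thus lies within the simulated range for unchanged groups that share controls. Leaving out control replicate 3 gave r = 0.951 for doxorubicin and cisplatin, above the highest simulated r of 0.926, and 0.840 and 0.846 for palbociclib with each, below the highest simulated r of 0.978 and 0.947. The covariances of palbociclib were then 0.525 with doxorubicin (simulated 0.0313 ± 0.0203) and 0.553 with cisplatin (0.0349 ± 0.0202). It shared 1751 higher and 1618 lower genes with doxorubicin (25.25 and 9.80 simulated), and 30 were opposite. With cisplatin it shared 1771 and 1628 (33.91 and 10.47 simulated), and 29 were opposite. With all 12 libraries it shared 845 and 75 (1108.7 and 2.26 simulated) and 848 and 79 (1128.4 and 2.58). Genes are not independent replicates, and part of the agreement may come from the shared controls.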

The transcriptome analysis and GSEA of representative gene sets associated with general senescence showed that DNA‐damaging agents‐ and CDK4/6i‐induced senescence to a similar degree [24] (Fig. 2B). 

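Most genes of mitosis fell after doxorubicin and cisplatin. At the threshold over all genes, no majority of DNA replication genes passed as lower after these agents with all 12 libraries. Without control replicate 3 a majority did, and the same held for both lists after palbociclib. Several genes associated with senescence rose. As lists, genes of mitosis and replication were lower after the DNA-damaging agents than after palbociclib, and CDKN1A, which encodes p21 and stops the cell cycle, was higher. Lamin B1, lost in many senescent cells, was lower after all 3 agents when control replicate 3 was left out. Of 39 genes of G2/M and mitosis, 28 (31 adjusted over the list alone, 39 without control replicate 3) were lower after doxorubicin in limma, 34 (36 and 38) after cisplatin and 2 (2 and 26) after palbociclib, and none was higher. Compared with palbociclib, 13 (30 and 38) of them were lower after doxorubicin and 26 (37 and 38) after cisplatin. The list as a whole was lower after doxorubicin (median log2 fold change -1.27, camera adjusted p = 5.3e-35, or 0.0977 with an estimated correlation) and after cisplatin (-1.73, camera adjusted p = 1.6e-51, or 0.0977 with an estimated correlation) than after palbociclib. Of 43 genes of S phase, 17 (21 adjusted over the list alone, 42 without control replicate 3) were lower after doxorubicin, 19 (24 and 42) after cisplatin and 1 (0 and 27) after palbociclib, with 1 higher after cisplatin, and 4 (18 and 41) and 7 (19 and 39) were lower after doxorubicin and cisplatin than after palbociclib (median -1.05, camera adjusted p = 3.3e-22, or 0.208 with an estimated correlation for doxorubicin, and -1.08, camera adjusted p = 1.6e-24, or 0.186 with an estimated correlation for cisplatin). Of 29 DNA repair genes, 13 (18 adjusted over the list alone, 27 without control replicate 3), 18 (18 and 27) and 3 (3 and 13) were lower after doxorubicin, cisplatin and palbociclib. Of 14 measured senescence-associated genes, 11 (14 adjusted over the list alone, 14 without control replicate 3) were higher after doxorubicin, 10 (12 and 11) after cisplatin and 7 (12 and 10) after palbociclib. Of these, 3 (5 and 8) were higher after doxorubicin and 2 (4 and 8) after cisplatin than after palbociclib (medians 0.71 and 0.57, camera adjusted p = 3.6e-05, or 0.353 with an estimated correlation for doxorubicin). CDKN1A (ENSG00000124762, chromosome 6 of GRCh38 from 36676460 to 36687337) had 42.5 ± 34.1 FPKM in control cells, 825 ± 48.5 after doxorubicin, 1138 ± 57.1 after cisplatin and 73.6 ± 7.08 after palbociclib (SD, n = 3). Its log2 fold change was 4.80 (standard error 0.65, limma adjusted p = 2.9e-04) after doxorubicin, 5.26 (limma adjusted p = 1.3e-04) after cisplatin and 1.33 (limma adjusted p = 0.218) after palbociclib. Between agents it was 3.47 (limma adjusted p = 0.0170) for doxorubicin and 3.94 (limma adjusted p = 0.0059) for cisplatin against palbociclib. LMNB1, for lamin B1, changed by -1.40 (limma adjusted p = 0.202, or 2.8e-07 at -2.68 without control replicate 3) after doxorubicin, -1.65 (limma adjusted p = 0.134, or 1.1e-07 at -2.92 without control replicate 3) after cisplatin and 0.20 (limma adjusted p = 0.877, or 8.0e-04 at -1.07 without control replicate 3) after palbociclib. The cyclin gene CCNA2 changed by -1.83 (limma adjusted p = 0.0382), -2.54 (limma adjusted p = 0.0078) and -0.22 (limma adjusted p = 0.813, or 0.0011 at -1.11 without control replicate 3) in the same order, and CDK1 by -2.99 (limma adjusted p = 5.2e-05), -3.32 (limma adjusted p = 2.0e-05) and -1.87 (limma adjusted p = 0.0036). The replication gene PCNA changed by -1.98 (limma adjusted p = 0.0013) after doxorubicin and -0.72 (limma adjusted p = 0.200, or 3.4e-04 at -1.09 without control replicate 3) after palbociclib. The lysosomal protease gene CTSD rose by 4.69 (limma adjusted p = 8.9e-04), 4.48 (limma adjusted p = 0.0011) and 3.58 (limma adjusted p = 0.0126). The autophagy gene OPTN rose by 4.63 (limma adjusted p = 7.6e-07), 4.59 (limma adjusted p = 7.5e-07) and 3.81 (limma adjusted p = 1.2e-05). IGFBP5 did not pass between agents, at -0.35 (limma adjusted p = 1.00, or 0.0307 without control replicate 3) for doxorubicin and 0.44 (limma adjusted p = 0.999, or 0.0101 without control replicate 3) for cisplatin against palbociclib.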

Despite the fact that all of the therapeutic agents altered expression of genes associated with TIS, we found differences in the expression patterns of genes induced by DNA‐damaging agents and CDK4/6i (Fig. 2A). 

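Compared directly, the DNA-damaging agents raised several genes of the p53 and stress responses above their level after palbociclib. The heme oxygenase gene HMOX1 and the cornified envelope gene SPRR1A were among the genes that differed most after doxorubicin, and the smooth muscle actin gene ACTA2 and the retinoic acid enzyme gene ALDH1A3 among those that differed most after cisplatin. The metallothionein gene MT1F and the condensin gene NCAPG were lower after DNA damage. GDF15 was higher than after palbociclib by a log2 fold change of 4.72 (standard error 0.85, limma adjusted p = 0.0140) after doxorubicin and of 4.52 (standard error 0.85, limma adjusted p = 0.0129) after cisplatin. SPRR1A (ENSG00000169474, chromosome 1 of GRCh38 from 152984081 to 152985814) had 68.7 ± 15.6 FPKM after doxorubicin, 41.7 ± 13.6 after cisplatin and 2.35 ± 2.11 after palbociclib (SD, n = 3). SPRR1A changed against palbociclib by 4.66 (limma adjusted p = 0.0011) and 3.92 (limma adjusted p = 0.0016). HMOX1 had 347 ± 14.4 FPKM after doxorubicin, 121 ± 7.56 after cisplatin and 14.7 ± 3.33 after palbociclib (SD, n = 3). HMOX1 changed by 4.49 (limma adjusted p = 0.0029) and 2.97 (limma adjusted p = 0.0178). RASD1, a Ras-like gene, differed by 2.99 (limma adjusted p = 7.5e-04) after doxorubicin and 2.62 (limma adjusted p = 6.9e-04) after cisplatin. ACTA2 differed by 3.56 (limma adjusted p = 6.3e-04) after cisplatin and 2.84 (limma adjusted p = 0.0032) after doxorubicin. ALDH1A3 had 9.30 ± 0.311 FPKM after doxorubicin, 38.3 ± 2.62 after cisplatin and 3.76 ± 0.565 after palbociclib (SD, n = 3). ALDH1A3 differed by 3.05 (limma adjusted p = 9.2e-05) after cisplatin and 1.12 (limma adjusted p = 0.0266) after doxorubicin. The stress transcription factors DDIT3 and ATF3 were also higher after doxorubicin, by 3.31 (limma adjusted p = 0.0055) and 3.14 (limma adjusted p = 0.0046). In the other direction, MT1F had 17.4 ± 4.43 FPKM after doxorubicin, 5.26 ± 0.914 after cisplatin and 61.5 ± 11.5 after palbociclib (SD, n = 3). MT1F changed by -1.77 (standard error 0.38, limma adjusted p = 0.0278) after doxorubicin and -3.32 (standard error 0.38, limma adjusted p = 6.4e-04) after cisplatin against palbociclib. The zinc finger gene ZNF385B was lower, at -2.21 (limma adjusted p = 0.0032) and -2.73 (limma adjusted p = 6.4e-04), NCAPG, of the condensin complex, at -2.24 (limma adjusted p = 0.0104) and -2.07 (limma adjusted p = 0.0122), and the mitotic gene DEPDC1 at -1.95 (limma adjusted p = 0.0049) and -2.43 (limma adjusted p = 8.8e-04). CENPE, a kinetochore motor, was lower, at -1.86 (limma adjusted p = 0.0076) after doxorubicin and KIF20A, another mitotic kinesin, at -2.93 (limma adjusted p = 0.0021) after cisplatin.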

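The transcriptomes of cells treated with doxorubicin and cisplatin resembled each other more than either resembled cells treated with palbociclib. Control cells were nearer to palbociclib-treated cells than to the other 2 groups. Pearson's r of log2(FPKM + 1) over 11996 genes was 0.978 ± 0.00280 (mean and SD of 9 pairs of libraries) between cisplatin and doxorubicin, 0.944 ± 0.00856 between cisplatin and palbociclib, and 0.948 ± 0.0135 between doxorubicin and palbociclib. The first mean exceeds the average of the other 2 by 0.0319. Replicates gave 0.888 ± 0.0849 within control cells (lowest 0.838), 0.986 ± 5.2e-04 within cisplatin, 0.987 ± 4.5e-04 within doxorubicin and 0.971 ± 0.0163 within palbociclib (3 pairs each). Control libraries gave 0.883 ± 0.0658 with palbociclib, 0.824 ± 0.0768 with doxorubicin and 0.816 ± 0.0723 with cisplatin, and 0.926, 0.875 and 0.865 without control replicate 3. When each gene was scaled to a z-score over the 12 libraries, r was 0.328 ± 0.0751 between cisplatin and doxorubicin, -0.225 ± 0.105 between cisplatin and palbociclib and -0.209 ± 0.0991 between doxorubicin and palbociclib. Genes that set palbociclib apart from both other agents include ACTA2, with mean FPKM of 28.3 after doxorubicin, 47.3 after cisplatin and 3.12 after palbociclib. ZMAT3, which p53 induces, had 44.7, 61.8 and 11.6 FPKM in the same order, and the mitotic gene ASPM had 4.89, 3.34 and 18.9. Library pairs share libraries and genes are not replicates, so no test was made.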

Pearson's correlation similarity matrix analysis showed highly similar transcriptome patterns in senescent cells induced by DNA‐damaging agents, but global differences were observed between DNA‐damaging agent‐ and CDK4/6i‐induced senescence (Fig. 2C). 

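Far fewer genes differed between the pair of DNA-damaging agents than between either of them and palbociclib. The tubulin gene TUBB2B, the microtubule gene MAP2 and the cytokine gene IL32 were higher after doxorubicin, and ALDH1A3, the amino acid transporter SLC6A14 and the GABA receptor subunit gene GABRP after cisplatin. In limma, 235 genes were higher and 72 lower after doxorubicin than after palbociclib, 245 higher and 141 lower after cisplatin than after palbociclib, and 13 higher and 14 lower after doxorubicin than after cisplatin. Without control replicate 3, whose spread enters every comparison, these counts were 2253 and 1174, 2305 and 1139, and 173 and 179. In fits of the 6 libraries compared alone they were 1761 and 903, 1709 and 858, and 418 and 458. Centred on each library's median, all 12 libraries gave 442 and 335, 462 and 473, and 10 and 14. Of the 27 genes called between doxorubicin and cisplatin, TUBB2B and ALDH1A3 alone kept their call under this centring. Leaving out 1 library of the 2 groups compared gave 110 to 131 changed genes between doxorubicin and palbociclib, 161 to 217 between cisplatin and palbociclib, and 1 to 7 between doxorubicin and cisplatin, where leaving out control or palbociclib replicate 1 or 2 gave 13 to 17. TUBB2B (ENSG00000137285, chromosome 6 of GRCh38 from 3223324 to 3231730), a neuronal tubulin, had 6.54 ± 0.769 FPKM after doxorubicin, 1.16 ± 0.406 after cisplatin and 2.13 ± 0.670 after palbociclib (SD, n = 3). TUBB2B was higher after doxorubicin than after cisplatin by a log2 fold change of 1.81 (standard error 0.25, limma adjusted p = 0.0180). The microtubule gene MAP2 was higher by 1.55 (limma adjusted p = 0.0180), with 11.8 ± 0.523 FPKM after doxorubicin, 3.37 ± 0.298 after cisplatin and 2.07 ± 0.237 after palbociclib (SD, n = 3). IL32 was higher by 1.56 (limma adjusted p = 0.0362), with 22.4 ± 1.11 FPKM after doxorubicin, 7.19 ± 2.71 after cisplatin and 2.89 ± 0.418 after palbociclib (SD, n = 3). ALDH1A3 was lower after doxorubicin than after cisplatin, at -1.93 (standard error 0.23, limma adjusted p = 0.0092). SLC6A14, with 8.72 ± 1.14 FPKM after doxorubicin, 33.8 ± 4.42 after cisplatin and 13.5 ± 2.70 after palbociclib (SD, n = 3), was lower, at -1.84 (limma adjusted p = 0.0180), and GABRP at -1.73 (limma adjusted p = 0.0056). The TNF family ligand TNFSF15 was lower, at -1.60 (limma adjusted p = 0.0092) and the interferon-induced gene XAF1 at -1.46 (limma adjusted p = 0.0180). Doxorubicin and cisplatin shared 132 genes higher and 64 lower than after palbociclib, where simulated unchanged groups compared with the same palbociclib libraries share a mean of 0.0500 and 0.0100. They shared 1617 and 794 without control replicate 3, against 41.8 and 41.2 in simulation. Their fold changes against palbociclib correlated across genes with r = 0.837 (covariance 0.230), and those of the simulated groups with r = 0.642 ± 0.210 (mean and SD, highest 0.907, covariance 0.0351 ± 0.0236). The r thus lies within the simulated range, and part of the agreement may come from the shared palbociclib libraries.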

Consistent with these results, the number of DEG between TIS by DNA‐damage agents and CDK4/6i were significantly higher than that of DEG between TIS by DNA damage agents (Fig. 2D). To identify cellular processes related to the, respectively, distinct patterns of gene expression in the senescence induced by different therapeutic agents, GSEA was performed with 33 591 gene sets (hallmark gene sets, curated gene sets, and ontology gene sets) as TIS vs. Control (Fig. S2). The gene ontology analysis with the comparison of TIS groups revealed that significantly distinctive cellular processes related to chemokines, angiogenesis, extracellular matrix structure, and cytokine activity were enriched in DNA‐damaging agent‐induced senescence (Fig. 2E). 

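Several chemokine and cytokine genes were higher after the DNA-damaging agents than after palbociclib, among them CCL22, which attracts regulatory T cells, and LIF of the IL-6 family. IL11, of the same family, passed only after doxorubicin. Chemokines of T cells did not follow 1 direction. Some genes of the extracellular matrix rose after each agent, with members that differed between agents in opposite directions. CCL22 (ENSG00000102962, chromosome 16 of GRCh38 from 57358783 to 57366189) had 0.554 ± 0.443 FPKM in control cells, 68.7 ± 8.89 after doxorubicin, 46.5 ± 1.09 after cisplatin and 17.7 ± 0.583 after palbociclib (SD, n = 3). CCL22 was higher than after palbociclib by log2 fold changes of 1.89 (standard error 0.27, limma adjusted p = 0.0035) after doxorubicin and 1.35 (standard error 0.27, limma adjusted p = 0.0167) after cisplatin. LIF had 22.1 ± 1.41 FPKM after doxorubicin, 20.8 ± 4.24 after cisplatin and 3.62 ± 1.36 after palbociclib (SD, n = 3). LIF changed against palbociclib by 2.36 (limma adjusted p = 0.0019) and 2.26 (limma adjusted p = 0.0013). IL11 differed by 1.24 (limma adjusted p = 0.0441) and 0.66 (limma adjusted p = 0.379). CCL5 differed by 0.54 (limma adjusted p = 0.869, or 0.0180 without control replicate 3) after doxorubicin and -0.62 (limma adjusted p = 0.810, or 0.0086 without control replicate 3) after cisplatin, and CXCL12 by 0.65 (limma adjusted p = 0.877, or 0.0037 without control replicate 3) and 0.30 (limma adjusted p = 0.999). Of 15 measured genes of the extracellular matrix, 9 (13 adjusted over the list alone, 13 without control replicate 3) were higher after doxorubicin than in control cells, 11 (11 and 11) after cisplatin and 7 (10 and 10) after palbociclib. Compared with palbociclib, 0 (2 adjusted over the list alone, 7 without control replicate 3) were higher after doxorubicin and 1 lower in limma, and 4 were higher at an unadjusted p under 0.05. After cisplatin 1 (1 and 3) was higher and 1 lower. The list did not pass as a whole against palbociclib (median log2 fold change 0.14, camera adjusted p = 0.449 for doxorubicin, and 0.21, camera adjusted p = 0.907 for cisplatin). The collagen gene COL12A1 was the member lower in both, with 7.81 ± 2.21 FPKM after doxorubicin, 6.32 ± 0.305 after cisplatin and 20.3 ± 6.35 after palbociclib (SD, n = 3) and log2 fold changes of -1.26 (limma adjusted p = 0.0365) and -1.50 (limma adjusted p = 0.0127). TGFBI was the member higher after cisplatin, by 1.58 (limma adjusted p = 0.0014), with 0.84 (limma adjusted p = 0.0591, or 0.0108 without control replicate 3) after doxorubicin. COL5A1 rose against control cells by 1.77 (limma adjusted p = 3.6e-05), 2.07 (limma adjusted p = 9.8e-06) and 2.02 (limma adjusted p = 3.7e-05) after doxorubicin, cisplatin and palbociclib, and agrin (AGRN) by 2.14 (limma adjusted p = 0.0721, or 5.1e-04 at 0.81 without control replicate 3), 2.48 (limma adjusted p = 0.0415) and 2.05 (limma adjusted p = 0.143, or 0.0021 at 0.72 without control replicate 3).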

A 50 HALLMARK gene sets analysis revealed that gene sets potentially related to modulation of a pro‐tumorigenic microenvironment (e.g., TNF/NF‐κB signaling, hypoxia, inflammatory responses, and angiogenesis) was significantly enriched in TIS with DNA‐damaging agents compared to CDK4/6i. However, interestingly, NES of gene sets related to anti‐tumorigenic immunity (e.g., allograft rejection, interferon‐gamma responses, and interferon‐alpha responses) revealed no statistically significant difference between cells exposed to DNA‐damaging agents and CDK4/6i (Fig. 2F). 

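Most measured targets of NF-κB, the transcription factor behind much of the inflammatory response, rose after every agent. As a list the targets were higher after the DNA-damaging agents than after palbociclib. They included the adhesion molecule gene ICAM1 and TNFAIP3, which feeds back on the pathway. Hypoxia genes had smaller medians against palbociclib than these targets, which was not tested between lists. Most hypoxia genes did not pass between agents. Of 26 measured NF-κB targets, 24 (25 adjusted over the list alone, 25 without control replicate 3) were higher than in control cells after doxorubicin in limma, 25 (25 and 25) after cisplatin and 17 (20 and 19) after palbociclib, and none was lower. Compared with palbociclib, 10 (17 and 23) were higher after doxorubicin and 4 (12 and 20) after cisplatin. As a list they were higher than after palbociclib (median log2 fold change 1.07, camera adjusted p = 4.5e-20, or 0.0977 with an estimated correlation for doxorubicin, and 0.80, camera adjusted p = 1.2e-10, or 0.150 with an estimated correlation for cisplatin), and higher after doxorubicin than after cisplatin (median 0.21, camera adjusted p = 7.9e-09, or 0.191 with an estimated correlation). TNFAIP3 (ENSG00000118503, chromosome 6 of GRCh38 from 137867214 to 137883314) had 0.691 ± 0.492 FPKM in control cells, 23.1 ± 0.676 after doxorubicin, 13.9 ± 0.572 after cisplatin and 7.05 ± 0.873 after palbociclib (SD, n = 3). It was higher than after palbociclib by a log2 fold change of 1.59 (standard error 0.27, limma adjusted p = 0.0087) after doxorubicin and 0.89 (standard error 0.27, limma adjusted p = 0.120, or 2.1e-04 without control replicate 3) after cisplatin. ICAM1 had 1.68 ± 1.18 FPKM in control cells, 34.1 ± 2.21 after doxorubicin, 18.4 ± 0.944 after cisplatin and 9.78 ± 2.49 after palbociclib (SD, n = 3). ICAM1 changed against palbociclib by 1.73 (limma adjusted p = 0.0266) and 0.87 (limma adjusted p = 0.348, or 0.0019 without control replicate 3). IL32 differed from palbociclib by 2.59 (limma adjusted p = 7.5e-04) after doxorubicin and 1.03 (limma adjusted p = 0.0569, or 0.0022 without control replicate 3) after cisplatin. The inhibitor gene NFKBIA rose against control cells by 3.77 (limma adjusted p = 0.0041), 3.73 (limma adjusted p = 0.0043) and 2.94 (limma adjusted p = 0.0367). IER3 did not pass between agents, at 0.47 (limma adjusted p = 0.998, or 0.0429 without control replicate 3) for doxorubicin and 0.86 (limma adjusted p = 0.938, or 0.0020 without control replicate 3) for cisplatin. Of 26 hypoxia genes, 1 (1 and 9) was higher after doxorubicin and 1 (1 and 7) after cisplatin than after palbociclib, none was lower in limma, and 7 and 4 were higher at an unadjusted p under 0.05. The list had medians of 0.36 (camera adjusted p = 0.0060, or 0.672 with an estimated correlation) and 0.13 (camera adjusted p = 0.246). The member called after cisplatin was the oxygen sensor gene EGLN3, at 1.08 (limma adjusted p = 0.0167).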

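Interferon-stimulated genes rose strongly after all 3 agents. Between agents they did not move as 1 group. The type I interferon response was highest after cisplatin, and as a list genes of the interferon-γ response were somewhat higher after doxorubicin than after palbociclib. Of 42 genes of the type I interferon response, 36 (40 adjusted over the list alone, 38 without control replicate 3) were higher than in control cells after doxorubicin in limma, 42 (42 and 42) after cisplatin and 37 (41 and 39) after palbociclib. Doxorubicin compared with palbociclib gave 3 (4 adjusted over the list alone, 8 without control replicate 3) higher and 1 (2 and 10) lower, and the list as a whole did not pass (median log2 fold change -0.13, camera adjusted p = 0.274). Cisplatin compared with palbociclib gave 1 (9 and 31) higher and a higher list (median 0.61, camera adjusted p = 2.3e-10, or 0.257 with an estimated correlation). Doxorubicin compared with cisplatin gave 2 (19 and 25) lower, 0 (3 and 4) higher and a lower list (median -0.77, camera adjusted p = 2.1e-24, or 0.105 with an estimated correlation). Of 16 measured genes of the interferon-γ response, 2 (5 adjusted over the list alone, 9 without control replicate 3) were higher after doxorubicin than after palbociclib (median 0.59, camera adjusted p = 3.7e-04, or 0.219 with an estimated correlation), and 2 (2 and 6) higher and 1 (2 and 2) lower after cisplatin (median 0.34, camera adjusted p = 0.123). IFI6 (ENSG00000126709, chromosome 1 of GRCh38 from 27666064 to 27672212), a type I interferon-induced gene, had 34.8 ± 25.4 FPKM in control cells, 315 ± 1.74 after doxorubicin, 760.0 ± 48.5 after cisplatin and 371 ± 56.3 after palbociclib (SD, n = 3). Its log2 fold change was 4.90 (standard error 0.63, limma adjusted p = 1.7e-04) after cisplatin against control and 1.04 (limma adjusted p = 0.661, or 8.2e-05 without control replicate 3) against palbociclib, and -1.27 (limma adjusted p = 1.00, or 4.2e-04 without control replicate 3) for doxorubicin against cisplatin. OAS1 had 34.1 ± 0.311 FPKM after doxorubicin, 82.0 ± 9.56 after cisplatin and 32.0 ± 7.48 after palbociclib (SD, n = 3). OAS1 differed by 1.35 (limma adjusted p = 0.0203) for cisplatin against palbociclib. The antiviral gene IFI27 was -1.53 (limma adjusted p = 0.0944, or 4.5e-04 without control replicate 3) for doxorubicin against cisplatin and MX2 -1.33 (limma adjusted p = 0.0473). IFIT2 went the other way, with 289 ± 5.64 FPKM after doxorubicin, 163 ± 6.68 after cisplatin and 119 ± 8.05 after palbociclib (SD, n = 3) and 1.28 (limma adjusted p = 0.0286) for doxorubicin against palbociclib. GBP2, of the interferon-γ list, was higher than after palbociclib by 1.17 (limma adjusted p = 0.0068) after doxorubicin and 1.21 (limma adjusted p = 0.0038) after cisplatin, and IRF1 by 1.26 (limma adjusted p = 0.200, or 6.5e-05 without control replicate 3) and 0.80 (limma adjusted p = 0.555, or 0.0012 without control replicate 3).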

Heatmaps of the leading edge in the HALLMARK gene sets; TNF/NF‐κB signaling, hypoxia, inflammatory responses, and IL‐6‐JAK‐STAT3 signaling, including well‐known pro‐inflammatory SASP (*CXCL1*, *CXCL2*, *CXCL3*, *CXCL8*, *CSF1*, *IL‐6*, *PLAUR*, *TNFα*, and *VEGFA*), clearly showed a significant difference in gene expression profiles between cells in which senescence was induced by DNA‐ damaging agents and CDK4/6i (Fig. 2G). These findings suggest that although the two different groups of therapeutic agents induce senescence to a similar extent, they regulate genes associated with inflammatory response and angiogenesis in different ways. Therefore, DNA‐damaging agent‐ and CDK4/6i‐induced senescence has the potential to modulate the TME differently. 

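The chemokines CXCL1, CXCL2, CXCL3 and CXCL8 recruit neutrophils, and CSF1 sustains macrophages. All 9 genes rose after DNA damage, from levels near 0 in control cells for most, and were higher after doxorubicin and cisplatin than after palbociclib by fold change. Palbociclib raised CXCL8, TNF and IL6 as well. Against palbociclib, 6 of the 9 genes passed as higher after doxorubicin in limma and 3 after cisplatin, none was lower, and 9 and 8 passed without control replicate 3. The paper names them among leading-edge genes of the same libraries, so their number is not independent evidence. CXCL8 (ENSG00000169429, chromosome 4 of GRCh38 from 73740519 to 73743716) had 0.214 ± 0.0626 FPKM in control cells, 19.2 ± 1.53 after doxorubicin, 13.1 ± 1.97 after cisplatin and 4.80 ± 1.45 after palbociclib (SD, n = 3). It was higher than after palbociclib by a log2 fold change of 1.83 (standard error 0.25, limma adjusted p = 0.0029) after doxorubicin and 1.30 (standard error 0.25, limma adjusted p = 0.0129) after cisplatin. TNF had 0.161 ± 0.123 FPKM in control cells, 28.7 ± 5.00 after doxorubicin, 17.5 ± 2.50 after cisplatin and 7.20 ± 1.73 after palbociclib (SD, n = 3). TNF changed against palbociclib by 1.87 (limma adjusted p = 0.0033) and 1.19 (limma adjusted p = 0.0290). IL6 had 0.215 ± 0.202 FPKM in control cells, 8.83 ± 1.04 after doxorubicin, 5.33 ± 1.86 after cisplatin and 3.08 ± 0.433 after palbociclib (SD, n = 3). IL6 changed by 1.27 (limma adjusted p = 0.0258) and 0.59 (limma adjusted p = 0.393). CXCL1 differed by 1.54 (limma adjusted p = 0.0033) and 1.50 (limma adjusted p = 0.0026), and CXCL2 by 0.91 (limma adjusted p = 0.0376) and 0.78 (limma adjusted p = 0.0691, or 0.0154 without control replicate 3). CXCL3 was listed at 0 in every control library and had 2.46 ± 0.422 FPKM after doxorubicin, 2.55 ± 0.802 after cisplatin and 1.22 ± 0.515 after palbociclib (SD, n = 3). It differed from palbociclib by 0.66 (limma adjusted p = 0.192, or 0.0340 without control replicate 3) and 0.68 (limma adjusted p = 0.160, or 0.0301 without control replicate 3), and these 3 CXCL genes resemble each other and may share reads. CSF1 differed by 0.82 (limma adjusted p = 0.0607, or 0.0011 without control replicate 3) and 0.39 (limma adjusted p = 0.537, or 0.0475 without control replicate 3). The urokinase receptor gene PLAUR differed by 1.16 (limma adjusted p = 0.286, or 3.5e-04 without control replicate 3) and 0.51 (limma adjusted p = 0.879, or 0.0356 without control replicate 3). VEGFA had 32.1 ± 18.0 FPKM in control cells, 120.5 ± 6.16 after doxorubicin, 80.6 ± 9.22 after cisplatin and 34.9 ± 2.59 after palbociclib (SD, n = 3). VEGFA differed from palbociclib by 1.76 (limma adjusted p = 0.0452) and 1.18 (limma adjusted p = 0.202, or 3.8e-05 without control replicate 3). Against control cells palbociclib raised CXCL8 by 2.23 (limma adjusted p = 2.1e-04), TNF by 2.80 (limma adjusted p = 6.1e-05) and IL6 by 1.76 (limma adjusted p = 0.0016). The paper judges the extent of senescence similar for both kinds of agent, also from its staining, cell cycle, RT-qPCR and immunoblot assays. From these data and its gene set tests it proposes that the agents regulate genes of inflammation and angiogenesis differently.

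**Figure D2:**
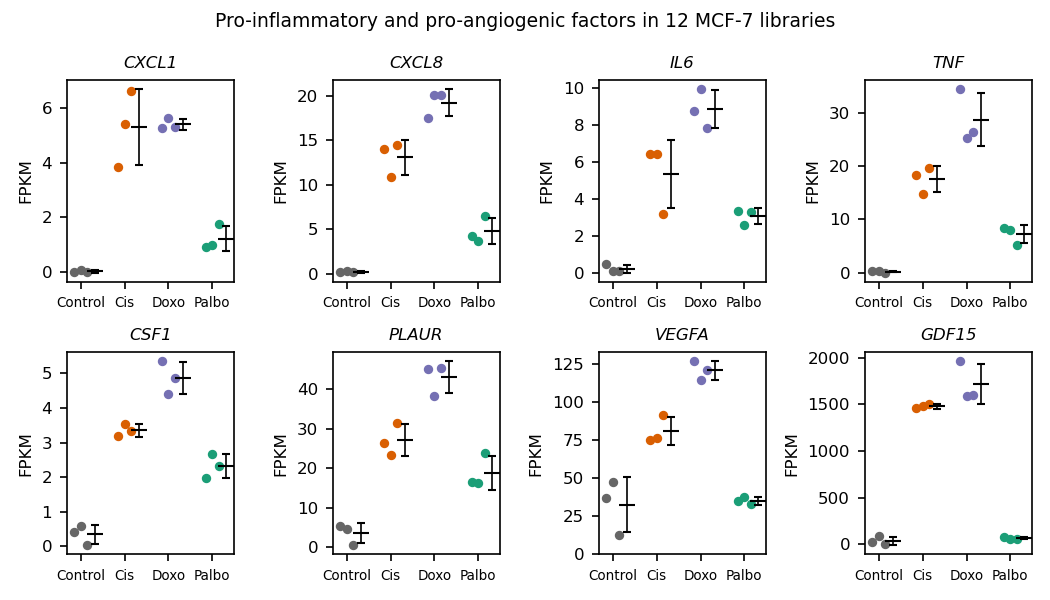
FPKM (y axis) of CXCL1, CXCL8, IL6, TNF, CSF1, PLAUR, VEGFA and GDF15 in control cells and after cisplatin, doxorubicin and palbociclib. Coloured points are the 3 libraries of each group and black bars the mean ± SD, which for CXCL1 are 5.40 ± 0.202 after doxorubicin and 1.23 ± 0.455 after palbociclib.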

To support our hypothesis, we conducted a comprehensive analysis of three types of modulators of the TME: SASP and ligands related to pro‐ and anti‐tumorigenic immunity, and angiogenesis.

**Fig. 2:**
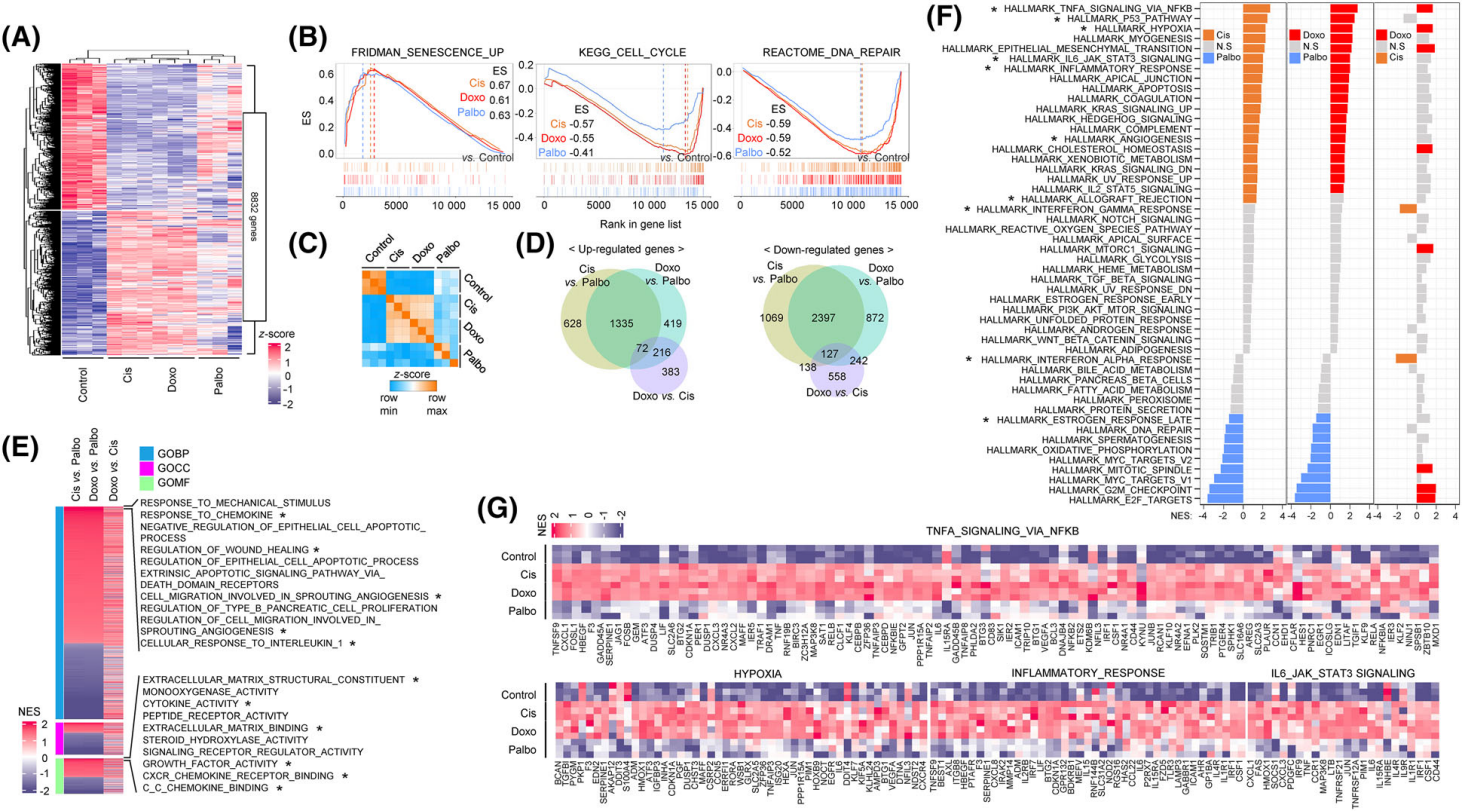
Differential expression of genes related to pro‐inflammatory response, anti‐tumor immunity, and angiogenesis induced by DNA‐damaging agents or CDK4/6i. (A) MCF‐7 cells were treated with DNA‐damaging agents (Cisplatin 5 μm and Doxorubicin 100 nm) and CDK4/6i (Palbociclib 2 μm) and RNA‐seq analysis was performed after 5 days. A heatmap was generated from the whole transcriptome of control and senescent cells, showing a hierarchical clustering correlation with a *z*‐score between the samples. Data are mean ± SD of three (*N* = 3) independent experiments. (B) Overlapping GSEA plots showing representative senescent gene sets including senescence, cell cycle, and DNA repair, with ES, in TIS compared to the control. (C) A similarity index matrix of the whole transcriptome comparing TIS and control. The color bar indicates the *z*‐score range, from the row min value to the row max value. (D) A Venn diagram showing significantly up‐ and downregulated genes between TIS groups. Light green: Cis vs. Palbo; sky blue: Doxo vs. Palbo; and purple: Doxo vs. Cis. (E) GO analysis of the whole transcriptome in TIS, presented as a heatmap. Significantly enriched top 10 gene sets indicated with an asterisk. (F) NES of HALLMARK gene sets in TIS are shown as a bar graph. Significantly enriched top 10 gene sets are indicated with an asterisk. (G) Heatmaps showing the leading edge of HALLMARK gene sets with *z*‐score in the whole transcriptome. Cis, Cisplatin; Doxo, Doxorubicin, Palbo, Palbociclib.

### 3.3 The pro‐tumorigenic secretome and associated ligands are expressed at higher levels by DNA‐damaging agent‐induced senescent cancer cells than CDK4/6i‐induced senescent cancer cells

To investigate the possibility of differential expression of secretome and ligands associated with pro‐tumorigenic immune modulation by DNA‐damaging agent‐ and CDK4/6i‐induced senescent cancer cells, we performed GSEA using gene sets related to IL‐6, TNFα, cytokines, and inflammation and showed that enrichment score (ES) of gene sets was significantly higher in the DNA‐damaging agent‐ than in the CDK4/6i‐induced senescent cells (Fig. 3A and Fig. S2A). 

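Most measured genes of secreted factors of the senescence-associated secretory phenotype rose after each agent. As a list these factors were higher after the DNA-damaging agents than after palbociclib. In this list GDF15 and LIF had the largest fold changes against palbociclib after both agents, and the protease inhibitor gene SERPINE1 was also higher. The insulin-like growth factor binding protein gene IGFBP5 did not follow this order. Of 22 measured secreted factors, 21 (22 adjusted over the list alone, 22 without control replicate 3) were higher than in control cells after doxorubicin in limma, 21 (22 and 22) after cisplatin and 14 (17 and 15) after palbociclib, and none was lower. Compared with palbociclib, 10 (16 adjusted over the list alone, 18 without control replicate 3) were higher after doxorubicin and 6 (11 and 15) after cisplatin, and none was lower except 1 in each comparison without control replicate 3. The list was higher than after palbociclib by a median log2 fold change of 0.98 after doxorubicin (camera adjusted p = 6.6e-17, or 0.0977 with an estimated correlation) and 0.70 after cisplatin (camera adjusted p = 6.2e-10, or 0.150 with an estimated correlation). Doxorubicin was above cisplatin by a median of 0.25 (camera adjusted p = 4.0e-06, or 0.255 with an estimated correlation), with no member called in limma and 3 higher at an unadjusted p under 0.05. SERPINE1 (ENSG00000106366, chromosome 7 of GRCh38 from 101127104 to 101139247), also called PAI-1, had 0.107 ± 0.0941 FPKM in control cells, 7.32 ± 0.616 after doxorubicin, 5.79 ± 0.493 after cisplatin and 1.48 ± 0.127 after palbociclib (SD, n = 3). SERPINE1 was higher than after palbociclib by a log2 fold change of 1.75 (standard error 0.18, limma adjusted p = 7.5e-04) after doxorubicin and 1.45 (standard error 0.18, limma adjusted p = 0.0010) after cisplatin. The EGF receptor ligand gene AREG had 1.88 ± 1.63 FPKM in control cells, 24.1 ± 4.85 after doxorubicin, 36.7 ± 10.7 after cisplatin and 12.8 ± 3.00 after palbociclib (SD, n = 3). AREG changed against palbociclib by 0.87 (limma adjusted p = 0.526, or 0.0217 without control replicate 3) and 1.43 (limma adjusted p = 0.136, or 0.0013 without control replicate 3). TIMP2 differed by 0.70 (limma adjusted p = 0.696, or 3.0e-04 without control replicate 3) and 0.72 (limma adjusted p = 0.668, or 2.1e-04 without control replicate 3). IGFBP5 had 277 ± 14.3 FPKM after doxorubicin, 479 ± 42.2 after cisplatin and 353 ± 29.0 after palbociclib (SD, n = 3) and lay on both sides of palbociclib.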

The cnetplot of DNA‐damaging agents vs. CDK4/6i showed that several pro‐inflammatory SASP, including *CXCL1*, *CXCL3*, *CXCL8*, *IL‐6*, *NF‐κB*, *TRAF1*, *TNFα*, and *TNFSF9*, were commonly upregulated among above gene sets (Fig. 3B). 

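TNFSF9, a ligand of the TNF family that acts on T cells, was nearly absent in control and palbociclib-treated cells and rose after DNA damage. The NF-κB subunit gene NFKB1 hardly changed, and the subunit gene RELA had higher means in all treated groups. TRAF1, an adaptor of TNF receptors, stayed low in every group. The paper names NF-κB among its network genes without a subunit, and NFKB1 and RELA were taken for it here. Counting both, 5 of 8 tested genes were higher after doxorubicin than after palbociclib in limma and 4 after cisplatin, 7 and 5 without control replicate 3, and 6 and 6 at the paper's cutoff of an unadjusted p of at most 0.05 and a log2 fold change of at least 0.5. The paper chose these genes on the same libraries, so the counts are not independent evidence. TNFSF9 (ENSG00000125657, chromosome 19 of GRCh38 from 6531026 to 6535924) had 0.176 ± 0.153 FPKM in control cells, 2.08 ± 0.341 after doxorubicin, 2.45 ± 0.568 after cisplatin and 0.296 ± 0.269 after palbociclib (SD, n = 3). It was higher than after palbociclib by a log2 fold change of 1.26 (standard error 0.21, limma adjusted p = 0.0078) after doxorubicin and 1.42 (standard error 0.21, limma adjusted p = 0.0027) after cisplatin, and changed by 0.13 (limma adjusted p = 0.701) after palbociclib against control. NFKB1 had 7.65 ± 0.566 FPKM in control cells, 10.0 ± 1.30 after doxorubicin, 8.00 ± 0.152 after cisplatin and 10.3 ± 0.698 after palbociclib (SD, n = 3). NFKB1 differed from palbociclib by -0.047 (limma adjusted p = 1.00) after doxorubicin and -0.33 (limma adjusted p = 0.753) after cisplatin. RELA had 17.0 ± 13.8 FPKM in control cells, 48.7 ± 3.23 after doxorubicin, 42.5 ± 3.56 after cisplatin and 34.9 ± 2.48 after palbociclib (SD, n = 3). RELA differed by 0.47 (limma adjusted p = 0.984, or 0.0068 without control replicate 3) and 0.27 (limma adjusted p = 0.999). TRAF1 had 0.120 ± 0.0794 FPKM in control cells, 0.728 ± 0.146 after doxorubicin, 0.337 ± 0.0343 after cisplatin and 0.254 ± 0.0832 after palbociclib (SD, n = 3). TRAF1 was below the minimum of 1 FPKM in at least 3 libraries, so it was not tested.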

Although ES of the overlapping GSEA plot (HALLMARK_TNF_SIGNALING_VIA_NF‐ΚB) in DNA‐damaging agent‐induced senescence was slightly higher than in CDK4/6i‐induced senescence, the rank of representative pro‐inflammatory and tumorigenic immune response genes was significantly higher in DNA‐damaging agent‐induced senescent cells (Fig. 3C). 

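All 11996 genes tested were ranked by the moderated t statistic of limma against control cells, with rank 1 for the strongest increase. Neutrophil chemokines and TNF stood near the top of the list after every agent. Their ranks were nearer the top after doxorubicin than after palbociclib. TNF ranked 11 after doxorubicin, 27 after cisplatin and 41 after palbociclib (49, 100 and 118 without control replicate 3). CXCL8 ranked 17, 39 and 67 (91, 135 and 165) in the same order. CXCL1 ranked 77, 81 and 364 (291, 324 and 739) and IL6 91, 206 and 167 (318, 579 and 434). For IL6 the rank after palbociclib lay above that after cisplatin. CSF1 ranked 123 after doxorubicin and 265 after cisplatin (268 and 481), with palbociclib again above cisplatin. The cytokine gene LIF ranked 41, 52 and 277 (133, 144 and 469), and ICAM1 118, 283 and 266 (112, 239 and 237). PLAUR ranked 276, 503 and 337 (158, 326 and 228). The fold changes behind these ranks were higher after the DNA-damaging agents than after palbociclib. TNF had 4.67, 3.99 and 2.80 on the log2 scale, CXCL1 had 2.65, 2.60 and 1.11, and CSF1 had 2.14, 1.71 and 1.31 after doxorubicin, cisplatin and palbociclib. A rank depends on how many other genes rose as well as on the gene's own change.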

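Several ligands that restrain NK cells and T cells were higher after DNA damage than after palbociclib. CEACAM1 and CEACAM5 are adhesion molecules that inhibit lymphocytes, annexin A1 (ANXA1) and TGF-β2 (TGFB2) dampen inflammation, and ENTPD1 degrades extracellular ATP. Galectin-9 (LGALS9) was raised mostly by cisplatin. Of 15 measured pro-tumorigenic factors named in the paper, 9 (13 adjusted over the list alone, 14 without control replicate 3) were higher after doxorubicin than after palbociclib in limma and 7 (10 and 13) after cisplatin (median log2 fold changes 1.10, camera adjusted p = 4.3e-17, or 0.0839 with an estimated correlation, and 0.87, camera adjusted p = 7.5e-13, or 0.0977 with an estimated correlation). The paper reports these factors on the same libraries, so this count is no independent evidence for it. Of 11 measured immune inhibitory ligands, 3 (3 adjusted over the list alone, 5 without control replicate 3) were higher after doxorubicin and 3 (5 and 7) after cisplatin than after palbociclib, and none was lower (median 0.52, camera adjusted p = 6.4e-04, or 0.164 with an estimated correlation, and 0.81, camera adjusted p = 1.1e-05, or 0.0977 with an estimated correlation). CEACAM5 (ENSG00000105388, chromosome 19 of GRCh38 from 41708585 to 41730433) had 0.104 ± 0.0964 FPKM in control cells, 3.93 ± 0.885 after doxorubicin, 4.98 ± 0.231 after cisplatin and 0.730 ± 0.124 after palbociclib (SD, n = 3). CEACAM5 was higher than after palbociclib by log2 fold changes of 1.50 (standard error 0.18, limma adjusted p = 0.0018) after doxorubicin and 1.79 (standard error 0.18, limma adjusted p = 4.3e-04) after cisplatin. CEACAM1 differed by 1.10 (limma adjusted p = 0.0226) and 0.87 (limma adjusted p = 0.0569, or 7.4e-04 without control replicate 3), and these related genes may share reads. ANXA1 differed by 0.90 (limma adjusted p = 0.0332) and 0.99 (limma adjusted p = 0.0167), TGFB2 by 0.70 (limma adjusted p = 0.291, or 0.0357 without control replicate 3) and 1.85 (limma adjusted p = 0.0028). ENTPD1 differed by 1.12 (limma adjusted p = 0.0199) and 1.15 (limma adjusted p = 0.0129). PVR, a ligand of TIGIT, had 16.8 ± 1.55 FPKM after doxorubicin, 15.9 ± 1.02 after cisplatin and 9.95 ± 0.936 after palbociclib (SD, n = 3). PVR differed by 0.70 (limma adjusted p = 0.816, or 0.0016 without control replicate 3) and 0.63 (limma adjusted p = 0.869, or 0.0029 without control replicate 3). LGALS9 was listed at 0 in all control libraries, had 0.501 ± 0.0476 FPKM after doxorubicin, 2.09 ± 0.941 after cisplatin and 0.585 ± 0.0394 after palbociclib (SD, n = 3). LGALS9 differed by -0.079 (limma adjusted p = 1.00) and 0.92 (limma adjusted p = 0.0239). CD274, which encodes PD-L1, was under the expression minimum and not tested, with 0.123 ± 0.0390 FPKM in control cells, 0.725 ± 0.0937 after doxorubicin, 0.535 ± 0.131 after cisplatin and 0.0950 ± 0.0839 after palbociclib (SD, n = 3). CD47, the highest of the ligands that did not pass, differed by -0.44 (limma adjusted p = 0.791) and -0.20 (limma adjusted p = 0.999).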

Consistent with the results from the above GSEA, the transcriptome data showed that expression of most secretory proteins and ligands associated with pro‐tumorigenic immune modulation which were categorized based on literature was upregulated in DNA‐damaging agent‐induced senescent cells than in CDK4/6i‐induced senescent cells (Fig. 3D). Real‐time qPCR further confirmed that transcripts of genes involved in the pro‐tumorigenic immune response, such as TGFβ family (*TGFβ1* and *TGFβ2*), inflammatory cytokines (*IL‐6*, *TNFα*), neutrophil chemokines (*CXCL2*, *CXCL8*), macrophage M2 polarization inducers (*CSF1* and *ANXA1*), and NK and T‐cell inhibitory ligands (*CEACAM1*, *CEACAM5*, *PVR*, and *CD274*), were more abundantly expressed in DNA‐damaging agent‐induced senescent cells (Fig. 3E). Protein levels of IL‐6 and CXCL8 in conditioned medium from DNA‐damaging agent‐induced senescent cells were also significantly higher than in that from CDK4/6i‐induced senescent cells (Fig. 3F). Taken together, these data indicate that DNA‐damaging agent‐induced senescence in breast cancer cells leads to more robust expression of various pro‐inflammatory SASP (*TGFβ1*, *TGFβ2*, and *IL‐6*, *CXCL2*, *CXCL8*, *CSF1*) and cell surface ligands (*CEACAM1*, *CEACAM5*, *PVR*, and *CD274*) that augment pro‐tumorigenic immune responses within the TME.

**Fig. 3:**
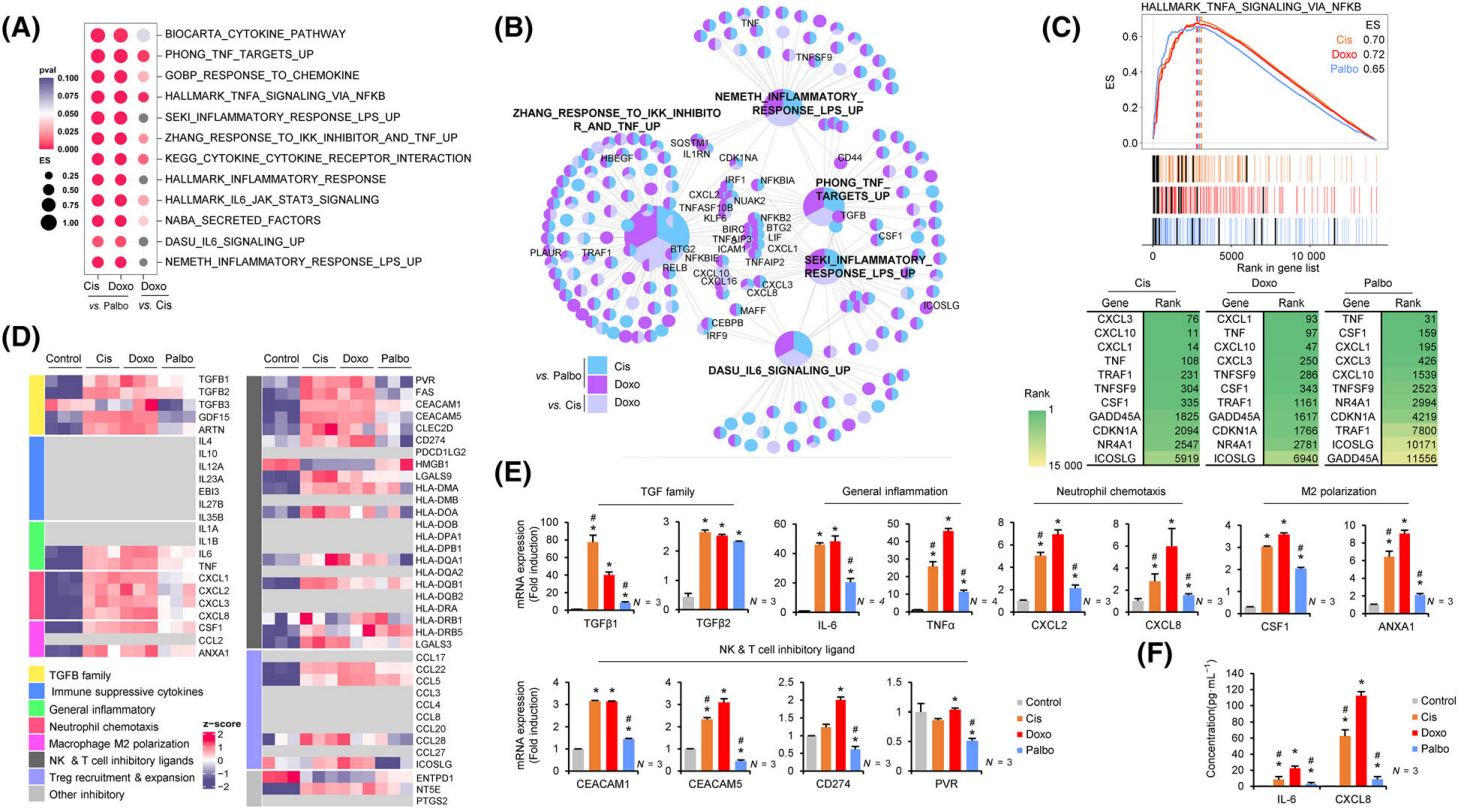
Differential expression of pro‐inflammatory SASP and ligands in DNA‐damaging agent‐induced senescent cancer cells compared to CDK4/6i‐induced senescent cancer cells. (A) A comparison of enrichment score (ES) of pro‐tumorigenic‐related gene sets among TIS groups presented as a dotplot with *P*‐value; Cis vs. Palbo, Doxo vs. Palbo, and Doxo vs. Cis. (B) A cnetplot of the gene sets selected from (A), showing significantly upregulated genes (log_2_FC ≥0.5, *P* ≤ 0.05) compared between the TIS groups; sky blue: Cis vs. Palbo; purple: Doxo vs. Palbo; and light purple: Doxo vs. Cis. The labeled genes on the cnetplot indicate pro‐tumorigenic secretome, ligands, and cytokines belonging to each gene set. (C) An overlapping GSEA presenting ES (upper panel), rank in gene list (middle panel) between TIS vs. control. Indicated genes as black bars in the middle panel arranged in tabulated form based on their rank. The green gradient indicates the ranks of the genes (bottom panel). (D) A heatmap of pro‐tumorigenic immune response‐related SASP expression, generated from the transcriptome and presented with *z*‐scores. The left panels of the heatmap indicate gene categories related to pro‐tumorigenic immune response, and the gray in the heatmap indicates unexpressed genes. (E) MCF‐7 cells were exposed to the DNA‐damaging agents and CDK4/6i and harvested after 5 days. The expression levels of mRNA encoding representative SASP, chemokines, and ligands related to pro‐tumorigenic immune responses were determined by RT‐qPCR. Data are mean ± SD of at least three (*N* ≥ 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). (F) The cells (4 × 10^5^ cells/100 mm dish) were treated and harvested after 5 days. The concentrations (pg·mL^−1^) of IL‐6 and CXCL8 were measured by ELISA in conditioned media collected from senescent and control cells. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). Cis, Cisplatin; Doxo, Doxorubicin; Palbo, Palbociclib.

### 3.4 Pro‐angiogenic factors are more abundantly expressed by DNA‐damaging agent‐induced senescent cancer cells than by CDK4/6i‐induced senescent cancer cells

Based on the finding that DNA‐damaging agent‐induced senescent cancer cells express high levels of VEGF (Fig. 2G), we investigated whether proteins secreted in the DNA‐damaging agent‐induced senescence are associated with angiogenesis. GSEA showed that gene sets related to angiogenesis, vascular endothelial cells, and hypoxia were significantly enriched in senescent cells induced by DNA‐damaging agents (Fig. 4A and Fig. S2B). Among these gene sets, the commonly regulated genes were analyzed by cnetplot (Fig. 4B), revealing that the expression ranks of these genes were significantly lower in CDK4/6i‐induced senescence (Fig. 4C). 

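As a list, factors that promote blood vessel growth were higher after the DNA-damaging agents than after palbociclib. GDF15 passed after both agents and VEGFA after doxorubicin. The angiopoietin gene ANGPT1 fell after every agent. Hypoxia genes rose against control cells in part, and few differed between agents. Of 10 measured pro-angiogenic factors, 6 (7 adjusted over the list alone, 6 without control replicate 3) were higher and 1 lower than in control cells after doxorubicin in limma, 5 (6 and 6) higher and 1 lower after cisplatin, and 0 (0 and 1) higher and 1 lower after palbociclib, where 1 was higher at an unadjusted p under 0.05. Compared with palbociclib, 3 (4 and 6) were higher after doxorubicin and 2 (4 and 4) after cisplatin. The list was higher than after palbociclib by a median log2 fold change of 0.60 after doxorubicin (camera adjusted p = 3.1e-05, or 0.257 with an estimated correlation) and 0.32 after cisplatin (camera adjusted p = 0.0106, or 0.463 with an estimated correlation). After palbociclib against control its median was 0.38, negative when libraries are centred on their medians, with the opposite sign in the test (camera adjusted p = 0.796). ANGPT1 (ENSG00000154188, chromosome 8 of GRCh38 from 107249482 to 107498055) had 1.45 ± 0.325 FPKM in control cells, 0.595 ± 0.410 after doxorubicin, 0.249 ± 0.0280 after cisplatin and 0.250 ± 0.305 after palbociclib (SD, n = 3). ANGPT1 was the factor that fell, at -0.65 (limma adjusted p = 0.0497), -0.97 (limma adjusted p = 0.0075) and -0.99 (limma adjusted p = 0.0162) after doxorubicin, cisplatin and palbociclib. Against control cells 9, 8 and 1 of the 26 hypoxia genes were higher after doxorubicin, cisplatin and palbociclib (10, 10 and 1 adjusted over the list alone), with 10, 10 and 5 higher and 6, 10 and 7 lower without control replicate 3. Their medians were 0.77, 0.59 and 0.35, of which the last 2 turn negative when libraries are centred on their medians, and the list did not stand apart from other genes (camera adjusted p = 0.294, 0.992 and 0.473, with a negative sign for cisplatin and palbociclib). The vasodilator gene ADM had 0.357 ± 0.294 FPKM in control cells, 5.30 ± 0.621 after doxorubicin, 5.68 ± 0.305 after cisplatin and 2.93 ± 0.499 after palbociclib (SD, n = 3). ADM rose by 2.23 (limma adjusted p = 3.0e-05), 2.32 (limma adjusted p = 1.9e-05) and 1.55 (limma adjusted p = 0.0011). The glucose transporter gene SLC2A1 rose by 1.92 (limma adjusted p = 0.0249), 1.91 (limma adjusted p = 0.0239) and 1.31 (limma adjusted p = 0.161). EGLN3 rose by 1.00 (limma adjusted p = 0.0058), 1.74 (limma adjusted p = 1.3e-04) and 0.66 (limma adjusted p = 0.0830). The glycolysis gene ALDOA did not pass in any comparison with control, with 0.71 (limma adjusted p = 0.415) after doxorubicin and 0.50 (limma adjusted p = 0.566, or 0.0177 at -0.50 without control replicate 3) after cisplatin.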

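VEGFA, HBEGF and SERPINE1 stood higher in the ranking against control cells after doxorubicin and cisplatin than after palbociclib. For VEGFA and HBEGF the rank after palbociclib was far from the top of the list. By the moderated t statistic of limma over 11996 genes, VEGFA ranked 885 after doxorubicin, 1744 after cisplatin and 7608 after palbociclib (397, 1129 and 8843 without control replicate 3). The EGF receptor ligand gene HBEGF ranked 309, 810 and 7296 (925, 1973 and 5757) in the same order, and the VEGF family gene PGF 752, 978 and 3346 (1971, 2419 and 3731). SERPINE1 ranked 19, 37 and 197 (96, 134 and 338) and GDF15 311, 373 and 3151 (212, 257 and 3863). ADM ranked 137, 136 and 154 (273, 273 and 270). Against control cells VEGFA changed by 2.07 (limma adjusted p = 0.0035) after doxorubicin, 1.49 (limma adjusted p = 0.0203) after cisplatin and 0.31 (limma adjusted p = 0.635) after palbociclib. Without control replicate 3, 48.98% of genes lay above 0 after palbociclib, so rank 8843 puts VEGFA below 0 there. The positive sign of 0.31 thus depends on that library.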

The heatmap of RNA‐seq data for pro and anti‐angiogenic factors revealed that levels of pro‐angiogenic factors such as *VEGFA* [16], *HBEGF* [25, 26], *PGF* [27], the *PDGF* family [28, 29, 30, 31], and the *ANGPTL* family [32, 33, 34, 35, 36] were higher in DNA‐damaging agent‐induced senescent MCF‐7 cells, while some anti‐angiogenic factors were significantly upregulated in CDK4/6i‐induced senescent cells (Fig. 4D). 

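HBEGF, a ligand of the EGF receptor, was higher after DNA damage than after palbociclib, and the platelet-derived growth factor gene PDGFB had higher means in all treated groups than in control cells. Among inhibitors of angiogenesis, TIMP3 and pigment epithelium-derived factor (SERPINF1) were higher after the DNA-damaging agents, whereas TIMP1 was similar in the 3 treated groups. Of the pro-angiogenic factors that the paper names from its heatmap, 7 were expressed enough to test. Of these, 2 were higher after doxorubicin and 1 after cisplatin than after palbociclib in limma (5 and 3 without control replicate 3). The paper reports these factors on the same libraries, so the count is no independent evidence for it. GDF15, which the paper names as pro-angiogenic from RT-qPCR, is not among the 7 and was higher after both agents. HBEGF (ENSG00000113070, chromosome 5 of GRCh38 from 140332843 to 140346603) had 0.310 ± 0.250 FPKM in control cells, 2.54 ± 0.189 after doxorubicin, 1.58 ± 0.0807 after cisplatin and 0.465 ± 0.272 after palbociclib (SD, n = 3). HBEGF was higher than after palbociclib by a log2 fold change of 1.29 (standard error 0.19, limma adjusted p = 0.0046) after doxorubicin and 0.84 (standard error 0.19, limma adjusted p = 0.0345) after cisplatin. PGF had 1.18 ± 0.336 FPKM after doxorubicin, 1.03 ± 0.206 after cisplatin and 0.460 ± 0.114 after palbociclib (SD, n = 3). PGF changed by 0.57 (limma adjusted p = 0.123, or 0.0208 without control replicate 3) and 0.47 (limma adjusted p = 0.212, or 0.0460 without control replicate 3). PDGFB had 9.20 ± 7.24 FPKM in control cells, 32.9 ± 2.41 after doxorubicin, 25.9 ± 0.423 after cisplatin and 21.2 ± 4.00 after palbociclib (SD, n = 3). PDGFB differed from palbociclib by 0.62 (limma adjusted p = 0.912, or 0.0041 without control replicate 3) and 0.29 (limma adjusted p = 0.999), PDGFA by 0.43 (limma adjusted p = 0.993) and 0.34 (limma adjusted p = 0.999). PDGFC differed by 0.033 (limma adjusted p = 1.00) and 0.066 (limma adjusted p = 0.999). ANGPTL4 had 1.88 ± 0.527 FPKM after doxorubicin, 0.986 ± 0.219 after cisplatin and 0.842 ± 0.503 after palbociclib (SD, n = 3). ANGPTL4 changed by 0.66 (limma adjusted p = 0.354, or 0.0373 without control replicate 3) and 0.14 (limma adjusted p = 0.999). Of 6 measured anti-angiogenic factors, 2 (2 adjusted over the list alone, 4 without control replicate 3) were higher after doxorubicin than after palbociclib and 2 (2 and 4) after cisplatin, and none was lower in limma, with 0 and 0 lower at an unadjusted p under 0.05 (median log2 fold changes 0.59, camera adjusted p = 0.0030, or 0.351 with an estimated correlation, and 0.57, camera adjusted p = 0.0051, or 0.366 with an estimated correlation). Against control cells 5, 5 and 4 were higher after doxorubicin, cisplatin and palbociclib. TIMP3 had 0.850 ± 0.615 FPKM in control cells, 111 ± 6.11 after doxorubicin, 131 ± 7.69 after cisplatin and 14.0 ± 1.42 after palbociclib (SD, n = 3). TIMP3 differed from palbociclib by 2.90 (limma adjusted p = 7.5e-04) and 3.14 (limma adjusted p = 2.9e-04). SERPINF1 differed by 1.47 (limma adjusted p = 0.0172) and 1.49 (limma adjusted p = 0.0122), and COL18A1, the source of endostatin, by 0.47 (limma adjusted p = 0.923, or 0.0174 without control replicate 3) and 0.42 (limma adjusted p = 0.968, or 0.0289 without control replicate 3). TIMP1 had 73.1 ± 7.48 FPKM after doxorubicin, 85.4 ± 12.9 after cisplatin and 90.2 ± 24.1 after palbociclib (SD, n = 3). TIMP1 changed by -0.27 (limma adjusted p = 0.994) and -0.056 (limma adjusted p = 0.999). COL4A3 and MMRN2 were under the expression minimum and not tested, with means of 0.116, 0.117 and 0.176 FPKM for COL4A3 and of 0.885, 0.674 and 1.30 for MMRN2 after doxorubicin, cisplatin and palbociclib.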

Real‐time qPCR analysis demonstrated that expression of pro‐angiogenic factors such as *VEGFA* and *GDF‐15* [11, 12, 16] increased significantly in DNA‐damaging agent‐induced senescent cells, whereas CDK4/6i‐induced senescent cells showed significant upregulation of anti‐angiogenic factors such as *COL4A3* [37, 38], *MMRN2* [17], *TIMP1* [39], and *TIMP2* [40], along with a consistent trend toward the decreased expression of VEGFA (Fig. 4E). To confirm the reciprocal expression pattern of *VEGFA* mRNA as a master regulator of angiogenesis between DNA‐damaging agent‐ and CDK4/6i‐induced senescent cells, we measured the levels of VEGFA protein in a conditioned medium by ELISA. Consistent with mRNA expression data, the secretion level of VEGFA in conditioned medium from CDK4/6i‐induced senescent cells was significantly lower than those in conditioned medium from non‐senescent cells (Fig. 4F). Taken together, these findings suggest that DNA‐damaging agent‐induced senescence can promote tumor angiogenesis via secretion of pro‐angiogenic factors, while CDK4/6i‐induced senescence can inhibit angiogenesis through regulation of anti‐angiogenic factors in the TME.

**Fig. 4:**
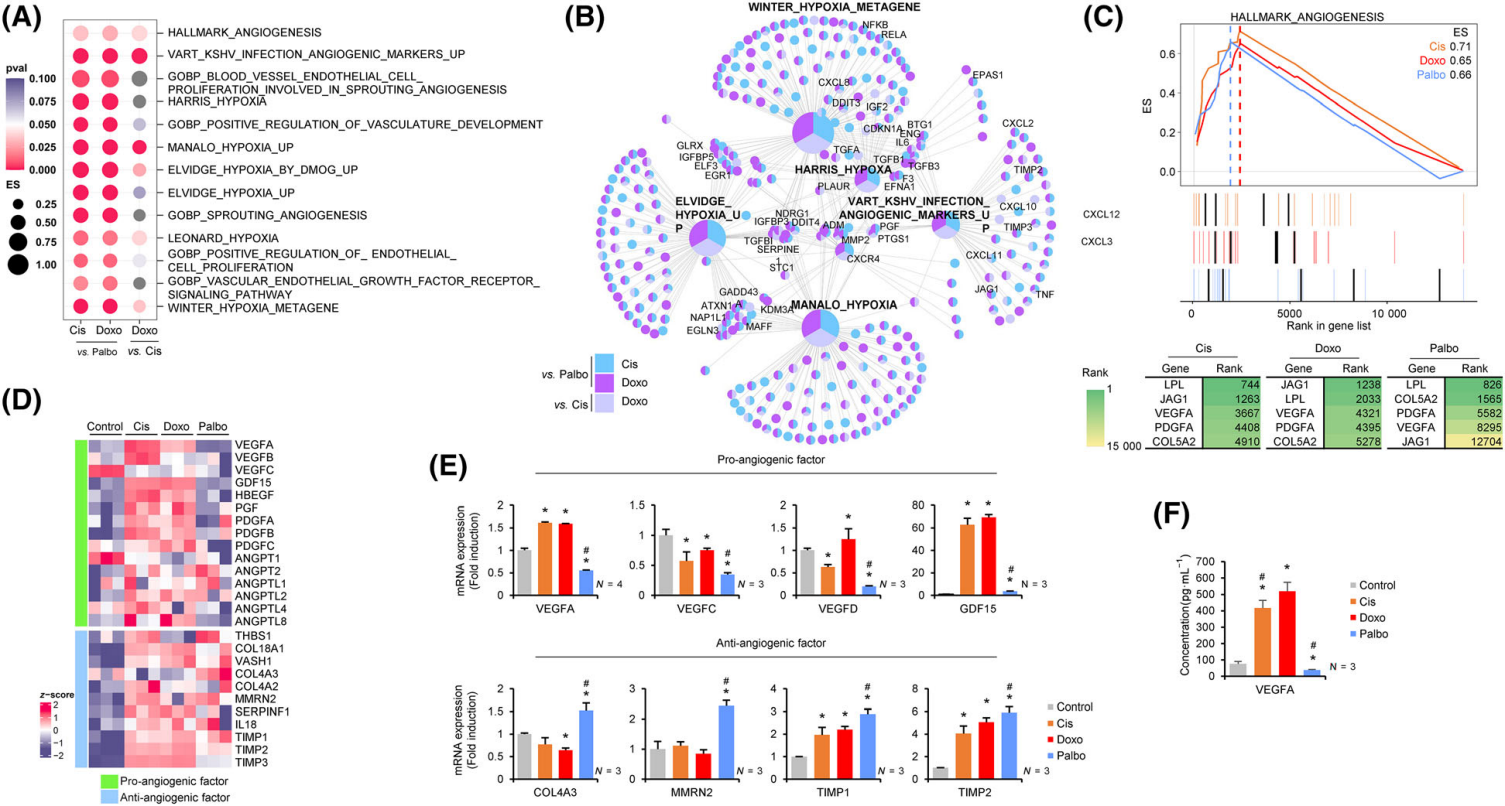
Pro‐angiogenic and anti‐angiogenic factors are enriched in DNA‐damaging agent‐ and CDK4/6i‐induced senescent cells, respectively. (A) A comparison of enrichment score (ES) of pro‐angiogenic gene sets among TIS groups presented as a dotplot with *P*‐value; Cis vs. Palbo, Doxo vs. Palbo, and Doxo vs. Cis. (B) A cnetplot of the gene sets selected from (A), showing a comparison of the significantly upregulated genes (log_2_FC ≥0.5, *P* ≤ 0.05) between TIS groups; sky blue: Cis vs. Palbo; purple: Doxo vs. Palbo; and light purple: Doxo vs. Cis. The labeled genes on the cnetplot indicate angiogenic factors belonging to each gene set. (C) An overlapping GSEA showing ES (upper panel) and rank in gene list (middle panel) between TIS vs. Control. Indicated genes are shown as black bars (middle panel) arranged in tabulated form based on rank. The green gradient indicates the ranks of the genes (bottom panel). (D) A heatmap of angiogenic factors was obtained from the transcriptome and presented as *z*‐scores. The left panels of the heatmap indicate categories of pro‐ and anti‐angiogenic factors, and the gray in the heatmap indicates unexpressed genes. (E) MCF‐7 cells were treated with the agents and harvested after 5 days. The expression levels of pro‐angiogenic and anti‐angiogenic genes were determined by RT‐qPCR. Data are mean ± SD of at least three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). (F) The cells (4 × 10^5^ cells/100 mm dish) were treated and harvested after 5 days. The concentration (pg·mL^−1^) of VEGF was measured by ELISA in conditioned media collected from senescent and control cells. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). Cis, Cisplatin; Doxo, Doxorubicin; Palbo, Palbociclib.

### 3.5 The antigen presentation and interferon signaling activities of CDK4/6i‐induced senescent cells are comparable with those of DNA‐damaging agent‐induced senescent cells

As shown in Fig. 2F, we did not find a significant difference in gene sets related to T‐cell‐mediated anti‐tumor immunity between the TIS groups. This indicates that the capacity of CDK4/6i‐induced senescence to activate anti‐tumor immunity is probably similar to that of DNA‐damaging agent‐induced senescence, despite the reduced secretion of pro‐inflammatory and pro‐angiogenic SASP in the CDK4/6i‐group. GSEA analysis of gene sets related to allograft rejection, T‐cell‐mediated cytotoxicity, and antigen presentation revealed no statistical differences between the therapeutic agents, supporting the above observations (Fig. 5A and Fig. S2C). 

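Genes of antigen presentation on MHC class I did not pass as a list between either DNA-damaging agent and palbociclib. As lists, chemokines that attract T cells were lower after cisplatin than after doxorubicin, and factors that activate NK cells and T cells were higher after doxorubicin than after either other agent. Of 19 measured genes of MHC class I antigen presentation, 0 (0 adjusted over the list alone, 1 without control replicate 3) were higher after doxorubicin and 0 (0 and 5) after cisplatin than after palbociclib in limma, with 1 and 1 higher and 0 and 0 lower at an unadjusted p under 0.05. As a list they did not pass against palbociclib (median log2 fold change -0.054, camera adjusted p = 0.327 for doxorubicin, and 0.30, camera adjusted p = 0.504 for cisplatin). Doxorubicin lay below cisplatin (median -0.24, camera adjusted p = 0.0086, or 0.591 with an estimated correlation). The 5 measured MHC class II genes did not pass as a list against palbociclib either (camera adjusted p = 0.710 for doxorubicin and 0.247 for cisplatin, with medians of -0.022 and 0.015, of which the second has the opposite sign to its test). Of 6 T-cell chemokines, 1 (2 adjusted over the list alone, 3 without control replicate 3) was lower after cisplatin than after palbociclib (median -0.16, camera adjusted p = 0.0373, or 0.304 with an estimated correlation and 0.205 without control replicate 3), 0 differed after doxorubicin with 1 higher at an unadjusted p under 0.05 (median 0.42, camera adjusted p = 0.249), and doxorubicin was above cisplatin (median 0.94, camera adjusted p = 2.6e-07, or 0.0977 with an estimated correlation). Of 9 measured NK and T-cell activating factors, 3 (4 adjusted over the list alone, 6 without control replicate 3) were higher after doxorubicin than after palbociclib (median 0.60, camera adjusted p = 4.0e-04, or 0.342 with an estimated correlation), and 0 differed after cisplatin, with 2 higher and 1 lower at an unadjusted p under 0.05 (median 0.18, camera adjusted p = 0.358), while doxorubicin was above cisplatin as a list (median 0.58, camera adjusted p = 9.3e-07, or 0.219 with an estimated correlation), with 0 (1 and 3) higher in the same terms and 3 at an unadjusted p under 0.05. RAET1L (ENSG00000155918, chromosome 6 of GRCh38 from 150018334 to 150025532), a ligand of the NK receptor NKG2D, had 0.583 ± 0.369 FPKM in control cells, 35.2 ± 3.22 after doxorubicin, 21.9 ± 1.04 after cisplatin and 13.1 ± 1.94 after palbociclib (SD, n = 3). RAET1L differed from palbociclib by a log2 fold change of 1.37 (standard error 0.26, limma adjusted p = 0.0181) after doxorubicin and 0.71 (standard error 0.26, limma adjusted p = 0.236, or 0.0018 without control replicate 3) after cisplatin. ULBP1, of the same family, had 5.27 ± 1.37 FPKM after doxorubicin, 2.89 ± 0.500 after cisplatin and 0.925 ± 0.476 after palbociclib (SD, n = 3). ULBP1 changed by 1.71 (limma adjusted p = 0.0246) and 1.04 (limma adjusted p = 0.182, or 0.0077 without control replicate 3), and MICB had -0.49 (limma adjusted p = 0.824) and -0.83 (limma adjusted p = 0.407, or 0.0222 without control replicate 3). RAET1L and the ULBP genes are paralogs that may share reads. CD74, the MHC class II chaperone, was lower after cisplatin than after palbociclib, at -0.93 (limma adjusted p = 0.0077). CANX, a chaperone of class I and the most expressed member that did not pass, differed by -0.53 (limma adjusted p = 0.855) and -0.35 (limma adjusted p = 0.982).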

The cnetplot with above gene sets revealed that senescent cancer cells induced by all three agents increased expression of antigen presentation factors (Fig. 5B). Moreover, the overlapping GSEA showed that the rank of genes related to antigen presentation (*HLA‐F*, *HLA‐B*, *HLA‐C*, *TAP1*, and *B2M*) [41, 42, 43, 44, 45, 46, 47] in the CDK4/6i‐group was slightly higher compared to that in the DNA‐damaging agent group (Fig. 5C). 

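Several genes that load and present peptides on MHC class I rose after each of the 3 agents. The immunoproteasome subunit gene PSMB9, the peptide transporter gene TAP1 and HLA-B were among the members with the largest increases. Of the 19 genes, 10 (14 adjusted over the list alone, 14 without control replicate 3) were higher than in control cells after doxorubicin in limma, 12 (14 and 14) after cisplatin and 8 (13 and 13) after palbociclib, and none was lower in any of the 3. The list was higher than other genes after doxorubicin (median log2 fold change 1.58, camera adjusted p = 0.0011, or 0.492 with an estimated correlation), cisplatin (1.60, camera adjusted p = 1.4e-04, or 0.407 with an estimated correlation) and palbociclib (1.44, camera adjusted p = 1.1e-06, or 0.309 with an estimated correlation). PSMB9 (ENSG00000240065, chromosome 6 of GRCh38 from 32844136 to 32859851) had 0.599 ± 0.434 FPKM in control cells, 12.4 ± 1.41 after doxorubicin, 16.2 ± 1.63 after cisplatin and 17.0 ± 5.41 after palbociclib (SD, n = 3). Its log2 fold change was 3.10 (standard error 0.29, limma adjusted p = 2.3e-05) after doxorubicin, 3.46 (standard error 0.29, limma adjusted p = 9.0e-06) after cisplatin and 3.49 (standard error 0.29, limma adjusted p = 2.9e-05) after palbociclib. TAP1 had 3.45 ± 2.61 FPKM in control cells, 30.4 ± 0.904 after doxorubicin, 31.7 ± 2.39 after cisplatin and 22.6 ± 0.602 after palbociclib (SD, n = 3). TAP1 changed by 3.07 (limma adjusted p = 4.9e-04), 3.13 (limma adjusted p = 4.1e-04) and 2.66 (limma adjusted p = 0.0035). TAPBP, which bridges TAP1 and class I, rose by 3.00 (limma adjusted p = 0.0193), 3.24 (limma adjusted p = 0.0127) and 2.82 (limma adjusted p = 0.0533, or 2.1e-05 at 1.49 without control replicate 3). Among MHC class II genes 4 of 5 were higher after each agent (5, 4 and 4 adjusted over the list alone, 4 each without control replicate 3), with camera adjusted p = 0.0091, or 0.266 with an estimated correlation for doxorubicin, camera adjusted p = 0.0287, or 0.342 with an estimated correlation and 0.0538 without control replicate 3 for cisplatin and camera adjusted p = 4.7e-04, or 0.164 with an estimated correlation for palbociclib. HLA-DMA rose by 1.43 (limma adjusted p = 0.0215), 1.49 (limma adjusted p = 0.0164) and 1.45 (limma adjusted p = 0.0419). HLA genes resemble each other and may share reads, which bears on their single values.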

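Class I genes and their peptide transporter stood in the upper part of the ranking after each of the 3 agents. For each of the 5 genes the rank after palbociclib was nearest the top, both with and without control replicate 3. Ranks are by limma's moderated t statistic against control cells over 11996 genes. HLA-F ranked 280 after doxorubicin, 222 after cisplatin and 101 after palbociclib (690, 537 and 268 without control replicate 3). HLA-B ranked 516, 397 and 234 (93, 54 and 40) in the same order, and HLA-C 1671, 1150 and 823 (238, 107 and 102). TAP1 ranked 432, 418 and 249 (82, 78 and 57) and B2M, the light chain of class I molecules, 457, 281 and 143 (609, 413 and 224). The fold changes did not follow the same order. HLA-B (ENSG00000234745, chromosome 6 of GRCh38 from 31353872 to 31367067) had log2 fold changes of 3.04 (limma adjusted p = 8.1e-04) after doxorubicin, 3.40 (limma adjusted p = 3.6e-04) after cisplatin and 2.90 (limma adjusted p = 0.0031) after palbociclib, and HLA-F of 2.10 (limma adjusted p = 1.9e-04), 2.37 (limma adjusted p = 7.0e-05) and 2.15 (limma adjusted p = 4.5e-04). Compared with palbociclib directly, HLA-F differed by -0.050 (limma adjusted p = 1.00) after doxorubicin and 0.22 (limma adjusted p = 0.978) after cisplatin, HLA-B by 0.14 (limma adjusted p = 1.00) and 0.50 (limma adjusted p = 0.919, or 0.0036 without control replicate 3). B2M differed by -0.12 (limma adjusted p = 1.00) and 0.32 (limma adjusted p = 0.891).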

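The chemokines CXCL9, CXCL10 and CXCL11 bind CXCR3 and draw T cells into tumors, TAP proteins carry peptides into the endoplasmic reticulum, and ERAP1 and ERAP2 trim them. All of these genes had higher mean values in each treated group than in control cells. CXCL9 and CXCL11 were lowest among treated cells after cisplatin. CXCL10 (ENSG00000169245, chromosome 4 of GRCh38 from 76021118 to 76023497) had 0.703 ± 0.231 FPKM in control cells, 21.2 ± 1.82 after doxorubicin, 8.82 ± 0.736 after cisplatin and 9.58 ± 7.65 after palbociclib (SD, n = 3). CXCL10 changed against control by 3.71 (standard error 0.58, limma adjusted p = 8.0e-04) after doxorubicin, 2.53 (limma adjusted p = 0.0083) after cisplatin and 2.19 (limma adjusted p = 0.0391) after palbociclib. CXCL11 had 0.521 ± 0.157 FPKM in control cells, 9.41 ± 1.28 after doxorubicin, 3.72 ± 1.64 after cisplatin and 9.08 ± 0.0247 after palbociclib (SD, n = 3). CXCL11 changed by 2.77 (limma adjusted p = 2.4e-05), 1.58 (limma adjusted p = 0.0012) and 2.73 (limma adjusted p = 7.5e-05). CXCL9 had 1.27 ± 0.255 FPKM after doxorubicin, 0.394 ± 0.344 after cisplatin and 1.29 ± 0.352 after palbociclib (SD, n = 3). CXCL9 changed by 1.16 (limma adjusted p = 0.0016), 0.43 (limma adjusted p = 0.127) and 1.17 (limma adjusted p = 0.0039). Against palbociclib, CXCL11 differed by -1.15 (limma adjusted p = 0.0360) after cisplatin and 0.039 (limma adjusted p = 1.00) after doxorubicin, CXCL9 by -0.74 (limma adjusted p = 0.0854, or 0.0200 without control replicate 3) and -0.0085 (limma adjusted p = 1.00). CXCL10 differed by 0.34 (limma adjusted p = 0.999) and 1.52 (limma adjusted p = 0.290). With control replicate 3 and palbociclib replicate 3 both left out, chosen after seeing the values, CXCL10 differed by -0.58 (limma adjusted p = 0.0218) and 0.60 (limma adjusted p = 0.0204). TAP2 rose against control by 1.05 (limma adjusted p = 0.0912, or 0.0167 at 0.42 without control replicate 3), 1.60 (limma adjusted p = 0.0174) and 1.03 (limma adjusted p = 0.159, or 0.0316 at 0.40 without control replicate 3) after doxorubicin, cisplatin and palbociclib. ERAP1 rose by 1.19 (limma adjusted p = 0.0082), 1.15 (limma adjusted p = 0.0096) and 1.26 (limma adjusted p = 0.0147), and ERAP2 by 1.81 (limma adjusted p = 0.0037), 1.81 (limma adjusted p = 0.0036) and 0.81 (limma adjusted p = 0.182). HLA-A had 9.01 ± 6.94 FPKM in control cells, 22.9 ± 0.758 after doxorubicin, 21.2 ± 0.171 after cisplatin and 28.0 ± 9.16 after palbociclib (SD, n = 3). HLA-A changed by 1.71 (limma adjusted p = 0.0579, or 0.0054 at 0.77 without control replicate 3), 1.60 (limma adjusted p = 0.0687, or 0.0120 at 0.66 without control replicate 3) and 1.94 (limma adjusted p = 0.0711, or 0.0020 at 1.00 without control replicate 3). HLA-C had 16.7 ± 13.5 FPKM in control cells, 69.4 ± 2.46 after doxorubicin, 104 ± 7.95 after cisplatin and 72.1 ± 3.08 after palbociclib (SD, n = 3). HLA-C changed by 2.65 (limma adjusted p = 0.0210), 3.22 (limma adjusted p = 0.0074) and 2.71 (limma adjusted p = 0.0405). As for HLA-A, control replicate 3 may enlarge these values. HLA-E rose by 1.57 (limma adjusted p = 0.0672, or 2.5e-04 at 0.65 without control replicate 3), 1.59 (limma adjusted p = 0.0625, or 1.9e-04 at 0.67 without control replicate 3) and 1.44 (limma adjusted p = 0.151, or 0.0023 at 0.52 without control replicate 3). B2M rose by 1.91 (limma adjusted p = 5.8e-04), 2.35 (limma adjusted p = 1.2e-04) and 2.03 (limma adjusted p = 0.0011). Of the 6 T-cell chemokines listed, 6 (6 adjusted over the list alone, 6 without control replicate 3) were higher than in control cells after doxorubicin in limma, 5 (5 and 5) after cisplatin and 5 (6 and 6) after palbociclib, with camera adjusted p = 1.9e-04, or 0.105 with an estimated correlation, camera adjusted p = 0.0075, or 0.212 with an estimated correlation and camera adjusted p = 8.0e-06, or 0.0977 with an estimated correlation. Of 9 NK and T-cell activating factors, 7 (7 and 7), 5 (5 and 5) and 4 (6 and 6) were higher and 0, 0 and 1 lower, with camera adjusted p = 5.8e-04, or 0.353 with an estimated correlation, camera adjusted p = 0.0320, or 0.569 with an estimated correlation and camera adjusted p = 0.0109, or 0.492 with an estimated correlation. The NKG2D ligand gene ULBP2 rose by 2.72 (limma adjusted p = 3.0e-05), 2.06 (limma adjusted p = 1.8e-04) and 1.89 (limma adjusted p = 0.0011).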

The heatmap for genes involved in activating anti‐tumor immune responses showed increased expression of T‐cell chemokines (*CXCL9*, *CXCL10*, and *CXCL11*) [48, 49, 50, 51, 52], antigen processing proteins (*TAP1*, *TAP2*, *TAPBP*, *ERAP1*, and *ERAP2*) [44, 45, 53, 54, 55, 56], and MHC class I molecules (*HLA*s and *B2M*) in both DNA‐damaging agent‐ and CDK4/6i‐induced senescent cells, indicating activation of anti‐tumor immunity in both the groups (Fig. 5D). These results are consistent with those of recent studies [57, 58]. To validate the RNA‐seq results for anti‐tumor immunity, we performed RT‐qPCR on independent experimental samples to detect representative genes (Fig. 5E). Consistent with RNA‐seq data, all three types of senescent cancer cells showed increased expression of genes related to anti‐tumor immunity. Interestingly, increased expression of *CXCL9*, *CXCL10*, *CXCL11*, *MICB*, *HLA‐B*, and *HLA‐F* was more pronounced in CDK4/6i‐induced senescent cells than in DNA‐damaging agent‐induced senescent cells. Consistent with the mRNA data, the CXCL10 protein level in the conditioned medium derived from CDK4/6i‐induced senescence exhibited comparable or slightly elevated levels in comparison with DNA‐damaging agent‐induced senescence. IFN signaling activates downstream target genes involved in antigen presentation [49, 59, 60] as well as expression of T‐cell chemokines [61, 62]. Previous studies demonstrate that intracellular antiviral defense mechanisms could be triggered during cellular senescence through endogenous retroviral activation, resulting in *IFN* expression [63, 64]. Transcriptome analysis revealed no marked expression of basal mRNA transcripts of *IFN*‐α and *IFN*‐γ in MCF‐7 cells, with no increase observed after TIS. However, there was a significant increase in mRNA transcripts of *IFN*‐β (*IFNB1*) and *IFN‐*λ (*IFNL1*, *IFNL2*, and *IFNL3*) by TIS. Furthermore, the secreted protein level of *IFN‐*λ in conditioned medium from senescent cells was significantly higher than that in conditioned medium from non‐senescent cells (Fig. 5F). These findings suggest that TIS triggers the expression of genes related to anti‐tumor immune activation. 

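Interferons of type I (IFN-α) and type II (IFN-γ) are made mainly by immune cells. Their genes were listed at 0 or near it in all groups of MCF-7 cells. IFNG (ENSG00000111537, chromosome 12 of GRCh38 from 68154768 to 68159740) was listed at 0 in every control, doxorubicin and cisplatin library, and its mean after palbociclib was 0.0295 FPKM. IFNA5 was listed at 0 in control, cisplatin and palbociclib libraries and had a mean of 0.0959 FPKM after doxorubicin. IFNA1, IFNA2 and IFNA8 were listed at 0 in all 12 libraries. None of the IFN-α genes nor IFNG reached 1 FPKM in 3 libraries, so none was tested. The paper states how many read pairs were sequenced per sample, but FPKM carry no mapped depth. No limit on expression was therefore derived here from a value of 0.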

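IFN-β and the IFN-λ family signal through STAT1 and STAT2 to antiviral genes. Transcripts of IFNB1, IFNL1, IFNL2 and IFNL3 were low in control cells and rose after all 3 agents, most after doxorubicin and least after palbociclib. All 4 genes were higher than in control cells after each agent in limma, both over all genes and adjusted over the list alone. Compared with palbociclib, 1 (4 adjusted over the list alone, 4 without control replicate 3) was higher after doxorubicin and 0 (1 and 4) after cisplatin, where 2 were higher at an unadjusted p under 0.05. The 4 genes were higher than after palbociclib as a list (median log2 fold change 1.56, camera adjusted p = 1.5e-05, or 0.109 with an estimated correlation for doxorubicin, and 1.03, camera adjusted p = 0.0054, or 0.255 with an estimated correlation for cisplatin). IFNB1 (ENSG00000171855, chromosome 9 of GRCh38 from 21077104 to 21077942) had 1.43 ± 0.445 FPKM in control cells, 56.4 ± 4.61 after doxorubicin, 26.3 ± 4.51 after cisplatin and 11.3 ± 5.04 after palbociclib (SD, n = 3). Its log2 fold change against control was 4.58 (standard error 0.35, limma adjusted p = 4.5e-06) after doxorubicin, 3.50 (standard error 0.35, limma adjusted p = 2.6e-05) after cisplatin and 2.25 (standard error 0.35, limma adjusted p = 0.0019) after palbociclib, and against palbociclib 2.32 (limma adjusted p = 0.0047) after doxorubicin and 1.24 (limma adjusted p = 0.0922, or 0.0053 without control replicate 3) after cisplatin. IFNL1 had 6.91 ± 4.73 FPKM in control cells, 217 ± 9.31 after doxorubicin, 134 ± 14.1 after cisplatin and 76.2 ± 22.2 after palbociclib (SD, n = 3). IFNL1 changed by 5.06 (limma adjusted p = 2.7e-05), 4.37 (limma adjusted p = 6.8e-05) and 3.53 (limma adjusted p = 0.0010) against control. IFNL2 had mean FPKM of 5.29 in control cells, 169 after doxorubicin, 135 after cisplatin and 66.7 after palbociclib. IFNL2 changed against control by 5.07 (limma adjusted p = 3.9e-05), 4.75 (limma adjusted p = 5.5e-05) and 3.69 (limma adjusted p = 0.0011). IFNL3 had means of 3.35 in control cells, 90.7 after doxorubicin, 60.3 after cisplatin and 30.2 after palbociclib. IFNL3 changed by 4.59 (limma adjusted p = 1.8e-05), 4.01 (limma adjusted p = 4.5e-05) and 3.00 (limma adjusted p = 0.0011). IFNL1 differed from palbociclib by 1.53 (limma adjusted p = 0.172, or 8.0e-05 without control replicate 3) after doxorubicin and 0.84 (limma adjusted p = 0.641, or 0.0036 without control replicate 3) after cisplatin. The IFNL genes are near copies of each other and may share reads, so their single values are uncertain.

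**Figure D3:**
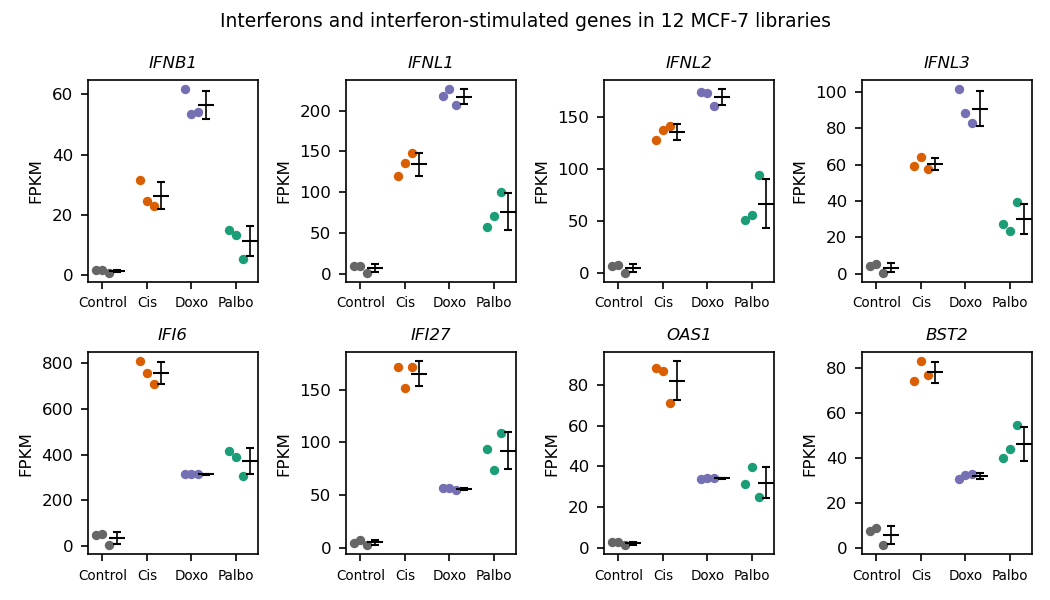
FPKM (y axis) of IFNB1, IFNL1, IFNL2, IFNL3, IFI6, IFI27, OAS1 and BST2 in control cells and after cisplatin, doxorubicin and palbociclib. Coloured points are the 3 libraries of each group and black bars the mean ± SD, which for IFI27 are 56.3 ± 1.02 after doxorubicin and 165 ± 11.7 after cisplatin. BST2 was chosen after its values were seen.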

CDK4/6i‐induced senescence also has this ability, at levels comparable to or even greater than that of DNA‐damaging agents.

**Fig. 5:**
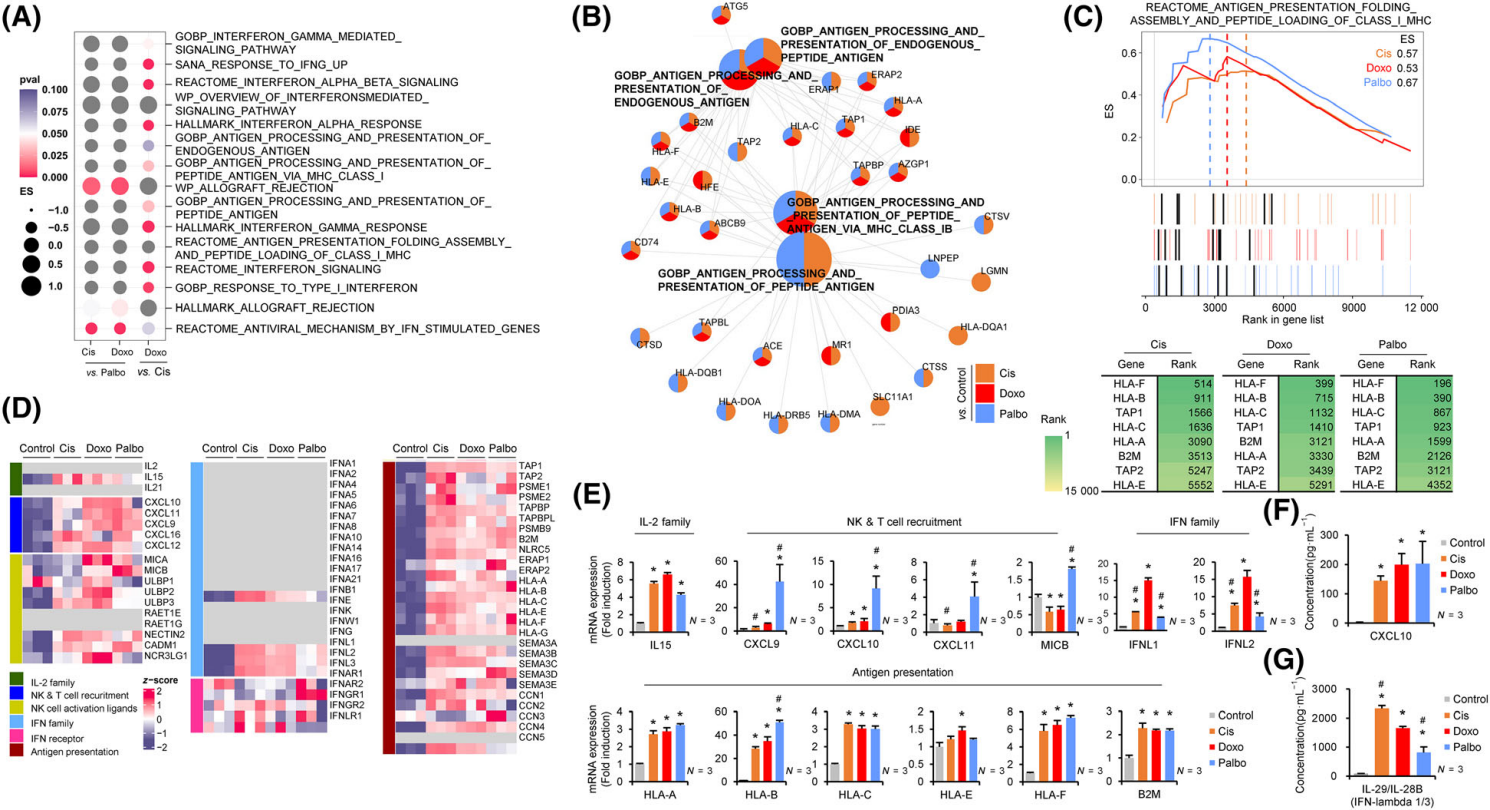
A similar antigen presentation and interferon signaling activities in DNA‐damaging agent‐ and CDK4/6i‐induced senescent cells. (A) A comparison of ES of anti‐tumorigenic immune response‐related gene sets among TIS groups with *P*‐value; Cis vs. Palbo, Doxo vs. Palbo, and Doxo vs. Cis. (B) A cnetplot of the gene sets selected from (A), showing a comparison of the significantly upregulated genes (log_2_FC ≥0.5, *P* ≤ 0.05) of TIS groups vs. Control; orange: Cis vs. Control; red: Doxo vs. Control; and blue: Doxo vs. Control. The labeled genes in the cnetplot indicate genes associated with antigen presentation within each gene set. (C) An overlapping GSEA showing ES (upper panel), rank in gene list (middle panel) between TIS vs. Control. Indicated genes as black bars (middle panel) arranged in tabulated form based on their rank. The green gradient indicates the ranks of the gens (bottom panel). (D) A heatmap of anti‐tumorigenic immune response factors was obtained from the transcriptome and presented as *z*‐scores. The left panels of the heatmap indicate the categories of anti‐tumorigenic immune response factors, and the gray in the heatmap indicates unexpressed genes. (E) MCF‐7 cells were treated with the agents and harvested after 5 days. The expression levels of anti‐tumorigenic were determined by RT‐qPCR. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated by the one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). (F, G) The cells (4 × 10^5^ cells/100 mm dish) were treated and harvested after 5 days. The concentrations (pg·mL^−1^) of CXCL10 and IFN‐λ were measured by ELISA in conditioned media collected from senescent and control cells. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). Cis, Cisplatin; Doxo, Doxorubicin; Palbo, Palbociclib.

For further confirmation of the above observations from MCF‐7 cells, another breast cancer cell line, HCC1428 (HR: positive/HER2: negative) [65], was used for TIS by DNA‐damaging agents and CDK4/6i. Similar to MCF‐7, SA‐β‐gal activity (Fig. S3A) and reduced expression of E2F target genes (Fig. S3B) showed that a comparable extent of senescence was induced by different types of agents. Increased phosphorylation of γH2AX was also observed only in senescent cells induced by DNA‐damaging agents (Fig. S3C). Increased phosphorylation of c‐Jun, Erk1/2, STAT3, and AKT after TIS and slightly stronger phosphorylation of STAT3 in CDK4/6i‐induced senescent cells compared to those of DNA‐damaging agent‐induced senescent cells was also observed in HCC1428 cells (Fig. S3D). In HCC1428 cells, DNA‐damaging agent‐induced senescence showed higher mRNA (Fig. S3E,G) and protein levels (Fig. S3H) of pro‐inflammatory SASP (*TGFβ1*, *IL‐6*, *CXCL8*, and *ANXA1*) and pro‐angiogenic factors (*VEGFA*, *VEGFB*, and *GDF15*) compared to those of CDK4/6i‐induced senescence. While consistent with data from MCF‐7, the expression level of genes related to anti‐tumor immunity such as T‐cell chemokines (*CXCL9*, *CXCL10*, and *CXCL11*) and antigen presentation (*HLA*s and *B2M*) in CDK4/6i‐induced senescent cells is similar or even higher than those of DNA‐damaging agent‐induced senescent cells (Fig. S3G), consistent with the mRNA data, in HCC1428, CXCL10 and *IFN‐*λ protein level in the conditioned medium derived from CDK4/6i‐induced senescence was also higher than those of DNA‐damaging agent‐induced senescence (Fig. S3H). In addition, senescent cancer cells by other types of DNA damaging agents (Etoposide and Carboplatin) (Fig. S4A,B) and CDK4/6i (Abemaciclib) also showed similar trends of mRNA expression pattern in pro‐inflammatory SASP (Fig. S4C), pro‐angiogenic factors (Fig. S4D), and anti‐tumor immune‐related genes (Fig. S4F).

### 3.6 DNA‐damaging agent‐induced senescence activates p53 and NF‐κB signaling significantly more strongly than CDK4/6i‐induced senescence

Since the transcriptome analysis demonstrated a definitive difference between DNA‐damaging agent‐ and CDK4/6i‐induced senescence, we wonder if the presence of distinct upstream regulators can be expected by IPA. 

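TP53 encodes the tumor suppressor p53, which is regulated largely at the protein level, and its transcript differed little between groups. ESR1, which encodes the estrogen receptor of MCF-7 cells, had a higher mean after palbociclib than after the DNA-damaging agents. PLK2, whose transcription p53 drives, had higher means after DNA damage. TP53 (ENSG00000141510, chromosome 17 of GRCh38 from 7661779 to 7687538) had 97.9 ± 71.2 FPKM in control cells, 108 ± 9.91 after doxorubicin, 122 ± 2.62 after cisplatin and 110.3 ± 20.2 after palbociclib (SD, n = 3). TP53 changed against palbociclib by -0.012 (standard error 0.62, limma adjusted p = 1.00) after doxorubicin and 0.16 (standard error 0.62, limma adjusted p = 0.999) after cisplatin. ESR1 (ENSG00000091831, chromosome 6 of GRCh38 from 151656691 to 152129619) had 64.1 ± 45.0 FPKM in control cells, 50.2 ± 3.56 after doxorubicin, 55.4 ± 0.945 after cisplatin and 82.3 ± 4.91 after palbociclib (SD, n = 3). It differed from palbociclib by log2 fold changes of -0.70 (standard error 0.59, limma adjusted p = 0.855, or 3.1e-04 without control replicate 3) after doxorubicin and -0.56 (standard error 0.59, limma adjusted p = 0.941, or 0.0012 without control replicate 3) after cisplatin, and from control cells by 0.10 (limma adjusted p = 0.913, or 6.1e-05 at -0.83 without control replicate 3), 0.24 (limma adjusted p = 0.777, or 2.3e-04 at -0.69 without control replicate 3) and 0.80 (limma adjusted p = 0.393) after doxorubicin, cisplatin and palbociclib. Fold changes between agents do not use control values. With -0.83 against control without control replicate 3 and -0.70 against palbociclib for doxorubicin, palbociclib lay slightly below control there. The positive sign of 0.80 thus depends on that library. PLK2 had 7.24 ± 5.06 FPKM in control cells, 153 ± 9.04 after doxorubicin, 119 ± 4.46 after cisplatin and 58.6 ± 12.9 after palbociclib (SD, n = 3). PLK2 changed against palbociclib by 1.39 (standard error 0.50, limma adjusted p = 0.245, or 5.2e-05 without control replicate 3) after doxorubicin and 1.04 (standard error 0.50, limma adjusted p = 0.465, or 3.3e-04 without control replicate 3) after cisplatin.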

*TP53* and *NF‐κB* complex were enriched in DNA‐damaging agents, while estrogen receptor (*ESR1*) was enriched in CDK4/6i (Fig. 6A). 

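Targets of p53 rose after doxorubicin and cisplatin and hardly after palbociclib. The growth-arrest gene BTG2 and the cell death gene BBC3, which encodes PUMA, showed this. Some genes of the estrogen response rose after each agent, among them the secreted factor TFF1 and the protease gene PRSS23. These genes did not pass as a list between either DNA-damaging agent and palbociclib. Of 33 p53 targets, 22 (26 adjusted over the list alone, 26 without control replicate 3) were higher and 1 lower than in control cells after doxorubicin in limma, 26 (28 and 27) higher and 1 lower after cisplatin, and 3 (3 and 6) higher and 1 lower after palbociclib. Compared with palbociclib, 14 (25 and 29) were higher after doxorubicin and 18 (26 and 30) after cisplatin, and none was lower. The list was higher than after palbociclib by a median log2 fold change of 1.37 after doxorubicin (camera adjusted p = 3.9e-23, or 0.150 with an estimated correlation) and 1.60 after cisplatin (camera adjusted p = 2.6e-30, or 0.113 with an estimated correlation). After palbociclib against control its median was 0.45, negative when libraries are centred on their medians, with the opposite sign in the test (camera adjusted p = 0.693). BTG2 (ENSG00000159388, chromosome 1 of GRCh38 from 203305491 to 203309602) had 6.37 ± 4.55 FPKM in control cells, 108 ± 8.48 after doxorubicin, 106 ± 2.65 after cisplatin and 15.8 ± 1.35 after palbociclib (SD, n = 3). BTG2 was higher than after palbociclib by log2 fold changes of 2.69 (standard error 0.49, limma adjusted p = 0.0142) after doxorubicin and 2.67 (standard error 0.49, limma adjusted p = 0.0110) after cisplatin. BBC3 had 6.41 ± 5.51 FPKM in control cells, 48.4 ± 5.46 after doxorubicin, 48.8 ± 1.99 after cisplatin and 5.99 ± 0.759 after palbociclib (SD, n = 3). BBC3 changed by 2.82 (limma adjusted p = 0.0287) and 2.84 (limma adjusted p = 0.0229). ZMAT3 differed by 1.86 (limma adjusted p = 0.0168) and 2.31 (limma adjusted p = 0.0033), and TP53INP1 by 1.75 (limma adjusted p = 0.0266) and 2.36 (limma adjusted p = 0.0041). BAX did not pass, at 1.11 (limma adjusted p = 0.573, or 3.7e-04 without control replicate 3) and 1.21 (limma adjusted p = 0.495, or 1.8e-04 without control replicate 3). CCNG1 fell against control, at -0.89 (limma adjusted p = 0.0440) after cisplatin and -1.19 (limma adjusted p = 0.0281) after palbociclib. Of 31 estrogen response genes, 19 (21 adjusted over the list alone, 23 without control replicate 3) were higher than in control cells after doxorubicin, 17 (22 and 21) after cisplatin and 12 (21 and 21) after palbociclib. Compared with palbociclib, 0 were higher and 0 lower after doxorubicin (1 and 1 at an unadjusted p under 0.05, 11 and 3 without control replicate 3) and 0 and 0 after cisplatin in limma (1 and 1, and 7 and 6, in the same terms). Its median was 0.17 against palbociclib after doxorubicin (camera adjusted p = 0.796) and 0.15 after cisplatin, where the test had the opposite sign (camera adjusted p = 0.446). TFF1 had 431 ± 227 FPKM in control cells, 4548 ± 195 after doxorubicin, 3451 ± 143 after cisplatin and 2897 ± 279 after palbociclib (SD, n = 3). TFF1 differed from palbociclib by 0.65 (limma adjusted p = 0.700, or 0.0030 without control replicate 3) and 0.26 (limma adjusted p = 0.999). PRSS23 differed by 1.05 (limma adjusted p = 0.152, or 6.2e-05 without control replicate 3) and 0.23 (limma adjusted p = 0.992).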

The presence of these expected upstream regulators was supported by dotplot of gene sets associated with *TP53*, *TNF/NF‐κB*, and *ESR1* (Fig. 6B, Fig. S5). The strong stabilization of p53, expression of p21^Waf1/Cip1^, phosphorylation of p65, and degradation of IκB, which were observed only in DNA‐damaging agent‐induced senescent cells, supported the results of IPA analysis in MCF‐7 and HCC1428 cell lines (Fig. 6C, Fig. S3I). Therefore, considering that DNA damage response can activate NF‐κB signaling [66, 67], somewhat exclusive p53 and NF‐κB activation in DNA‐damaging agent‐induced senescence could explain the robust expression of pro‐inflammatory and pro‐angiogenic proteins. These results suggest that p53 and NF‐κB are not essential transcription factors for the expression of anti‐tumor immune‐related proteins in TIS.

**Fig. 6:**
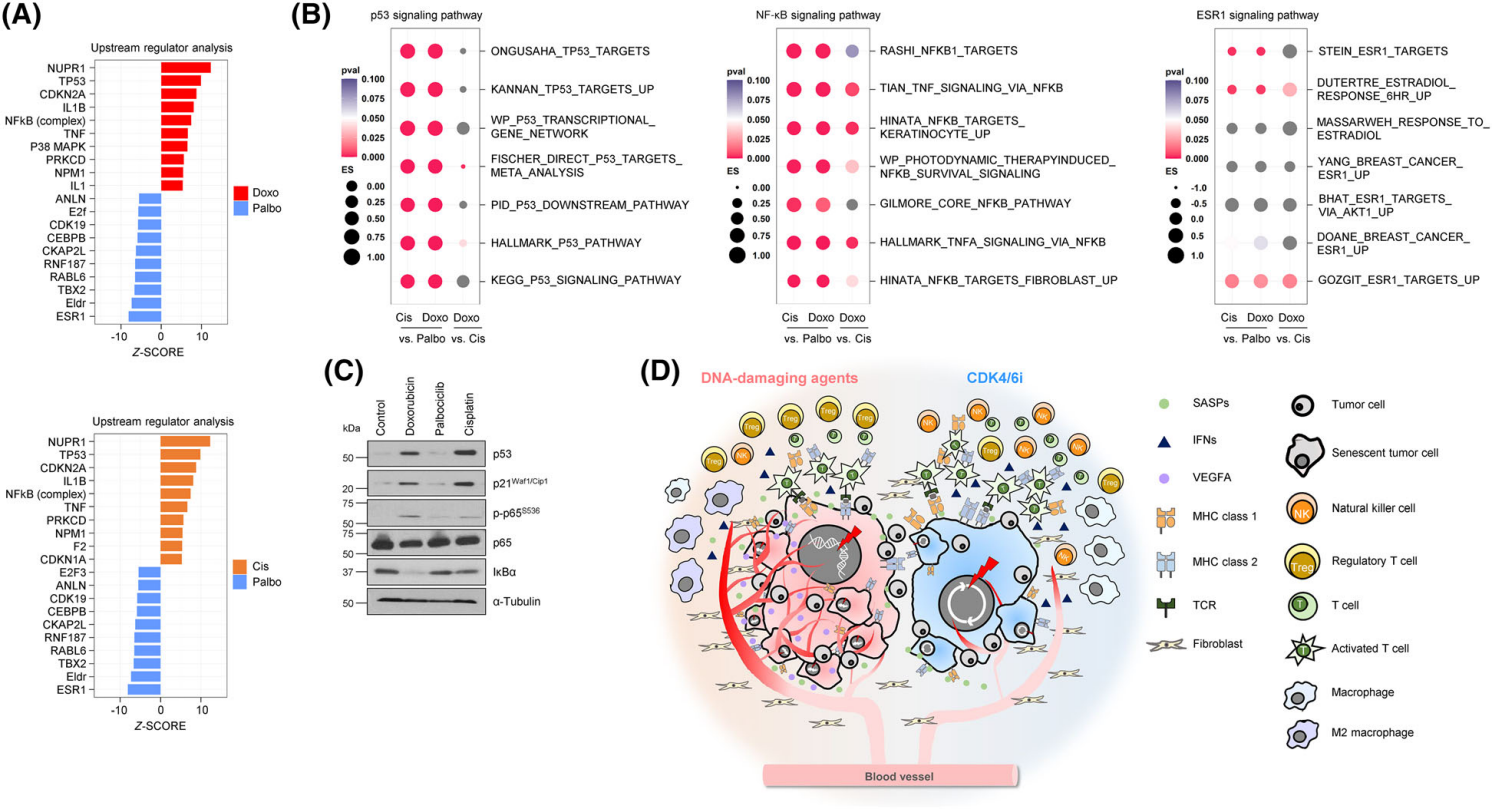
Exclusive activation of p53 and NF‐κB signaling in DNA‐damaging agent‐induced senescent cells. (A) IPA was performed to analyze upstream regulators and their expression levels were compared between TIS groups; Doxo vs. Palbo and Cis vs. Palbo. The top 10 regulators were ranked according to the *z*‐score with *P* ≤ 0.05. (B) A comparison of ES of p53, NF‐κB, and ESR1 signaling‐related gene sets among TIS groups with *P*‐value; Cis vs. Palbo, Doxo vs. Palbo, and Doxo vs. Cis. (C) MCF‐7 cells were treated with DNA‐damaging agents and CDK4/6i and harvested after 5 days. The p53, p21^Waf1/Cip1^ expression, and NF‐κB activation were determined by immunoblotting. α‐tubulin was used as a loading control. Data are representative of three (*N* = 3) independent experiments. (D) An illustration depicting the effect of DNA‐damaging agents and CDK4/6i‐induced senescence on the TME of breast cancer cells. Cis, Cisplatin; Doxo, Doxorubicin; Palbo, Palbociclib.

## 4 Discussion

In the present study, although the extent of senescence elicited by DNA‐damaging agents and CDK4/6i was similar, CDK4/6i‐induced senescent cancer cells showed significantly lower expression of well‐known pro‐inflammatory SASP such as *IL‐6*, *CXCL1*, *CXCL8*, and *TGF‐β*. In a previous study, Coppe et al. demonstrated that overexpression of p16^INK4A^ induces premature cellular senescence without expression of SASP [18]. However, unlike the results of Coppe et al., other studies showed that CDK4/6i‐induced senescent cells expressed various SASP. Guan et al. observed that CDK4/6i (Palbociclib)‐induced senescent MEFs exhibited a more robust pro‐inflammatory gene expression profile than fibroblasts triggered to enter senescence by exposure to UV light or MMC; in addition, there was no DNA damage and p53 activation [19]. By contrast, Wang et al. demonstrated that CDK4/6i‐induced senescence in BJ fibroblasts was dependent on p53 activity, with no increase of NF‐κB activity or NF‐κB‐driven SASP molecules such as *IL‐6*, *CXCL1*, or *CCL5* [68]. However, in contrast with Wang et al study [68], we found increased expression of γH2AX and p21^Waf1/Cip1^ proteins, and strong enrichment of gene sets related to p53 activation, in cells exposed to DNA‐damaging agents only. Therefore, our results clearly suggest that CDK4/6i elicit cancer cell senescence without robust DNA damage or activation of p53 signaling. Since several studies show that DNA damage signals can activate NF‐κB and vice versa [67, 69], the stronger expression of a pro‐inflammatory SASP can be explained, in part, by NF‐κB activation by DNA‐damaging agents.

Increased expression of VEGF is a common characteristic of senescent human and mouse fibroblasts [18]. A recent study showed that combined treatment of a MAPK inhibitor (Trametinib) and Palbociclib induced senescence and these senescent pancreatic ductal adenocarcinoma cells showed increased secretion of pro‐angiogenic factors (VEGF, PDGFA/B, and FGF2) and MMPs (MMP2/3/7/9/10) [70]. However, in the present study, CDK4/6i‐induced senescence showed a decrease in VEGF expression. In addition, expression of other pro‐angiogenic factors was significantly lower in senescent breast cancer cells induced by CDK4/6i, whereas DNA‐damaging agent‐induced senescence increased expression of pro‐tumorigenic factors, including VEGF. Therefore, TIS after chemotherapy with conventional genotoxic agents may augment the survival and progression of non‐senescent residual cancer cells by promoting angiogenesis. In addition, considering the role of VEGF in inhibiting anti‐tumor immunity, senescent cancer cells induced by DNA‐damaging agents can promote a more potent pro‐tumorigenic immune microenvironment than CDK4/6i. Nevertheless, while some studies suggest that pro‐inflammatory and pro‐angiogenic SASP can enhance immune surveillance by NK cells [71], and improve the delivery of chemotherapeutic drugs [70], respectively, more research is needed to determine which types of chemotherapeutic agents (DNA‐damaging agents vs. CDK4/6i) can induce cancer cell senescence with more robust anti‐tumor immunomodulating capabilities.

If all the features of CDK4/6i‐induced senescence are less potent than those of DNA‐damaging agents, the implications of this study may not be significant. The most interesting point of this study is that CDK4/6i‐induced senescence still maintains the expression of SASP and ligands associated with anti‐tumor immunity. To elicit robust anti‐tumor immune responses, proper recruitment and tumor recognition of cytotoxic T cells are important. During CDK4/6i‐induced TIS, expression of genes related to antigen processing and presentation by MHC‐I (*HLA*, *B2M*, *TAP1*, and *ERAP1*), and those related to chemokines involved in T‐cell chemotaxis (*CXCL9*, *10*, *11*), was similar or even higher in senescence induced by CDK4/6i than DNA damaging agents. The results of a recent study showed that induction of senescence in cancer cells by various agents (Doxorubicin, Palbociclib, and Nutlin‐3A) increased expression of classical MHC‐I family and genes related to antigen processing [57] are consistent with our results. In addition, to the best of our knowledge, this is the first report to show that processes related to antigen presentation and T‐cell chemokine expression are activated more strongly by senescence induced by CDK4/6i than by senescence induced by DNA‐damaging agents.

According to our findings, activation of the NF‐κB pathway, as indicated by the phosphorylation of NF‐κB and the degradation of IκBα, was more prominent in senescent cells induced by DNA‐damaging agents. Conversely, the activation of STAT3, as assessed by its phosphorylation status, was comparatively higher in senescent cells induced by CDK4/6i. The differential activation of these signaling pathways could explain the distinct expression patterns of SASP and ligands induced by DNA‐damaging agents and CDK4/6i. The concept suggested by previous studies showing that pro‐ and anti‐tumorigenic SASP can be regulated separately by different signal pathways [72] can be applied to the results of the present study, although further studies are needed to identify which signal pathway is the main regulator for anti‐tumorigenic immunity during TIS.

Recent studies have shown that senescent cancer cells are highly immunogenic, and that immunization with senescent cancer cells [19], or nanovesicles [73] secreted by these cells, elicits strong anti‐tumor immune surveillance. From this point of view, further research comparing the induction of cancer cell senescence by different agents, and identifying the most potent immunogenic senescence inducers, will facilitate the development of more powerful therapeutic cancer vaccines based on senescent cancer cells. Nonetheless, experiments with mouse models, and analysis of human cancer samples treated with the above agents, need to be performed to validate our observation that DNA‐damaging agents and CDK4/6i‐induced senescence could have the potential to regulate the TME in different ways. Moreover, CDK4/6i are typically administered in conjunction with anti‐hormonal therapy, such as AI, in clinical practice for breast cancer treatment. Therefore, our results do not exclude the possibility that the reduced estrogen levels following AI treatment could influence the process of TIS by CDK4/6i in the cancer tissue of patients. Additionally, it should be noted that the results of the current study are limited to HR‐positive and HER2‐negative breast cancer cells and may need to be extended to other types of tumors.

## 5 Conclusion

We show that the SASP composition is highly dependent on the type of senescence inducer. CDK4/6i‐induced senescent cancer cells clearly showed less prominent expression of SASP and ligands associated with inflammation and angiogenesis, while comparable or even higher expression of SASP and ligands associated with anti‐tumor immunity compared to DNA‐damaging agent‐induced senescent cancer cells. These differences can elicit more favorable TME for cancer immune surveillance, potentially leading to better treatment outcomes (Fig. 6D). Taken together, our study provides a framework for a better understanding of TME modulation by TIS and may offer valuable insights into designing more effective senescence inducers as a therapeutic strategy.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

DHL and MI performed the experiments, analyzed the data, and wrote the manuscript; JHC, YJP YHK, and SM participated in experiments and data interpretation; TJP and YWC designed the study, involved in supervision, project administration, interpretation, editing, and funding acquisition. All authors approved the final version of the manuscript.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13541.

## Supporting information

**Fig. S1.** Effects on cell viability and CDK4/6i‐induced senescence with AI treatment. (A) MCF‐7 cells were treated with AI (Anastrozole and Letrozole) in a dose‐dependent manner for 5 days. Representative images are shown with a scale bar of 100 μm. Cell viability was measured after 5 days of AI treatment. (B) SA‐β‐gal staining was performed on MCF‐7 cells treated with Palbociclib (2 μm) or a combination of Palbociclib and AI (Anastrozole and Letrozole; 2.5, 5, 10, 20, and 30 μm). Representative images are shown with a scale bar of 200 μm, and the percentage of stained cells was quantified and presented as a bar graph. The *P*‐value was calculated using one‐way ANOVA. ***P < 0.001.
**Fig. S2.** Comparison of gene set enrichment analysis (GSEA) between control and TIS for immune responses and angiogenesis. The comparison of enrichment score (ES), obtained from GSEA, between control and therapy‐induced senescence (TIS) with gene sets related to (A) pro‐tumorigenic immune response, (B) angiogenesis, and (C) anti‐tumorigenic immune response; cutoff *P* ≤ 0.05.
**Fig. S3.** Differential expression of pro‐inflammatory SASP, pro‐angiogenic factors, and anti‐tumor immune‐related genes between DNA‐damaging agent‐ and CDK4/6i‐induced senescence in HCC1428 breast cancer cells. (A) HCC1428 cells were treated with DNA‐damaging agents (Cisplatin 5 μm and Doxorubicin 250 nm) and CDK4/6i (Palbociclib 5 μm) for 5 days and then SA‐β gal staining was performed. Representative images of SA‐β gal‐positive cells are shown with a scale bar of 200 μm. The percentage of stained cells was quantified and presented as a bar graph. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. ***P < 0.001. (B) mRNA expression level of cell cycle‐related genes in senescent HCC1428 cells was measured by RT‐qPCR. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 and **P < 0.01, and ***P < 0.001. (C, D) The cells were harvested after 5 days of drug treatment and proteins were detected with immunoblotting. Data are representative of three (*N* = 3) independent experiments. (E–G) The cells were harvested after 5 days of drug treatment, and proteins and mRNA expression levels were measured by performing RT‐qPCR. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. TIS vs. Control; *P < 0.05, **P < 0.01, ***P < 0.001. Cis vs. Doxo and Palbo vs. Doxo; ^#^ *P* < 0.05. (H) The cells (4 × 10^5^ cells/100 mm dish) were treated and harvested after 5 days. The concentrations (pg·mL^−1^) of IL‐6, CXCL8, VEGFA, CXCL10, and IFN‐λ were measured by ELISA in conditioned media collected from senescent and control cells. Data are mean ± SD of three (*N* = 3) independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05 (TIS vs. Control) and ^#^ *P* < 0.05 (Cis vs. Doxo, Palbo vs. Doxo). (I) The drug‐treated HCC1428 cells were harvested after 5 days and p53, p21^Waf1/Cip1^ expression, and NF‐κB activation were determined by immunoblotting. β‐actin was used as a loading control. Data are representative of three (*N* = 3) independent experiments.
**Fig. S4.** Differential expression of pro‐inflammatory SASP, pro‐angiogenic factors, and anti‐tumor immune‐related genes in senescence induced by DNA‐damaging agents (Etoposide and Carboplatin) compared to CDK4/6i (Abemaciclib). (A) MCF‐7 cells were treated with DNA‐damaging agents (Etoposide 1 μm for 5 days and Carboplatin 75 μm for 5 days) and SA‐β gal staining was performed. Representative images of SA‐β gal‐positive cells are shown with a scale bar of 200 μm. The percentage of stained cells was quantified and presented as a bar graph. Data are mean ± SD of three independent experiments. The *P*‐value was calculated using one‐way ANOVA. ***P < 0.001. (B) Protein expression was determined by immunoblotting. β‐actin was used as a loading control. (C–E) MCF‐7 cells were treated with DNA‐damaging agents and CDK4/6i (Abemaciclib 1 μm for 5 days). The cells were harvested and subjected to RT‐qPCR for mRNA expression levels. Data are mean ± SD of three independent experiments. The *P*‐value was calculated using one‐way ANOVA. *P < 0.05, **P < 0.01, and ***P < 0.001 (TIS vs. Control).
**Fig. S5.** Comparison of gene set enrichment analysis (GSEA) between control and TIS for p53, NF‐κB, and ESR1 signaling pathway. The comparison of enrichment score (ES), obtained from GSEA, between control and therapy‐induced senescence (TIS) with gene sets related to (A) p53 signaling pathway, (B) NF‐κB signaling pathway, and (C) ESR1 signaling pathway; cutoff *P* ≤ 0.05.

**Table S1.** List of Primer Sequences.

## Data Availability

The data analyzed in this study are included either in this article or in additional files. Datasets for RNA‐seq have been deposited in GEO under accession No. GSE229264. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE229264.

# Supplementary material for: CDK4/6 inhibitors induce breast cancer senescence with enhanced anti‐tumor immunogenic properties compared with DNA‐damaging agents
**Source:** Mol Oncol. 2023 Nov 2;18(1):216–32. doi: 10.1002/1878-0261.13541

Fig. S1. Effects on cell viability and CDK4/6i-induced senescence with AI treatment

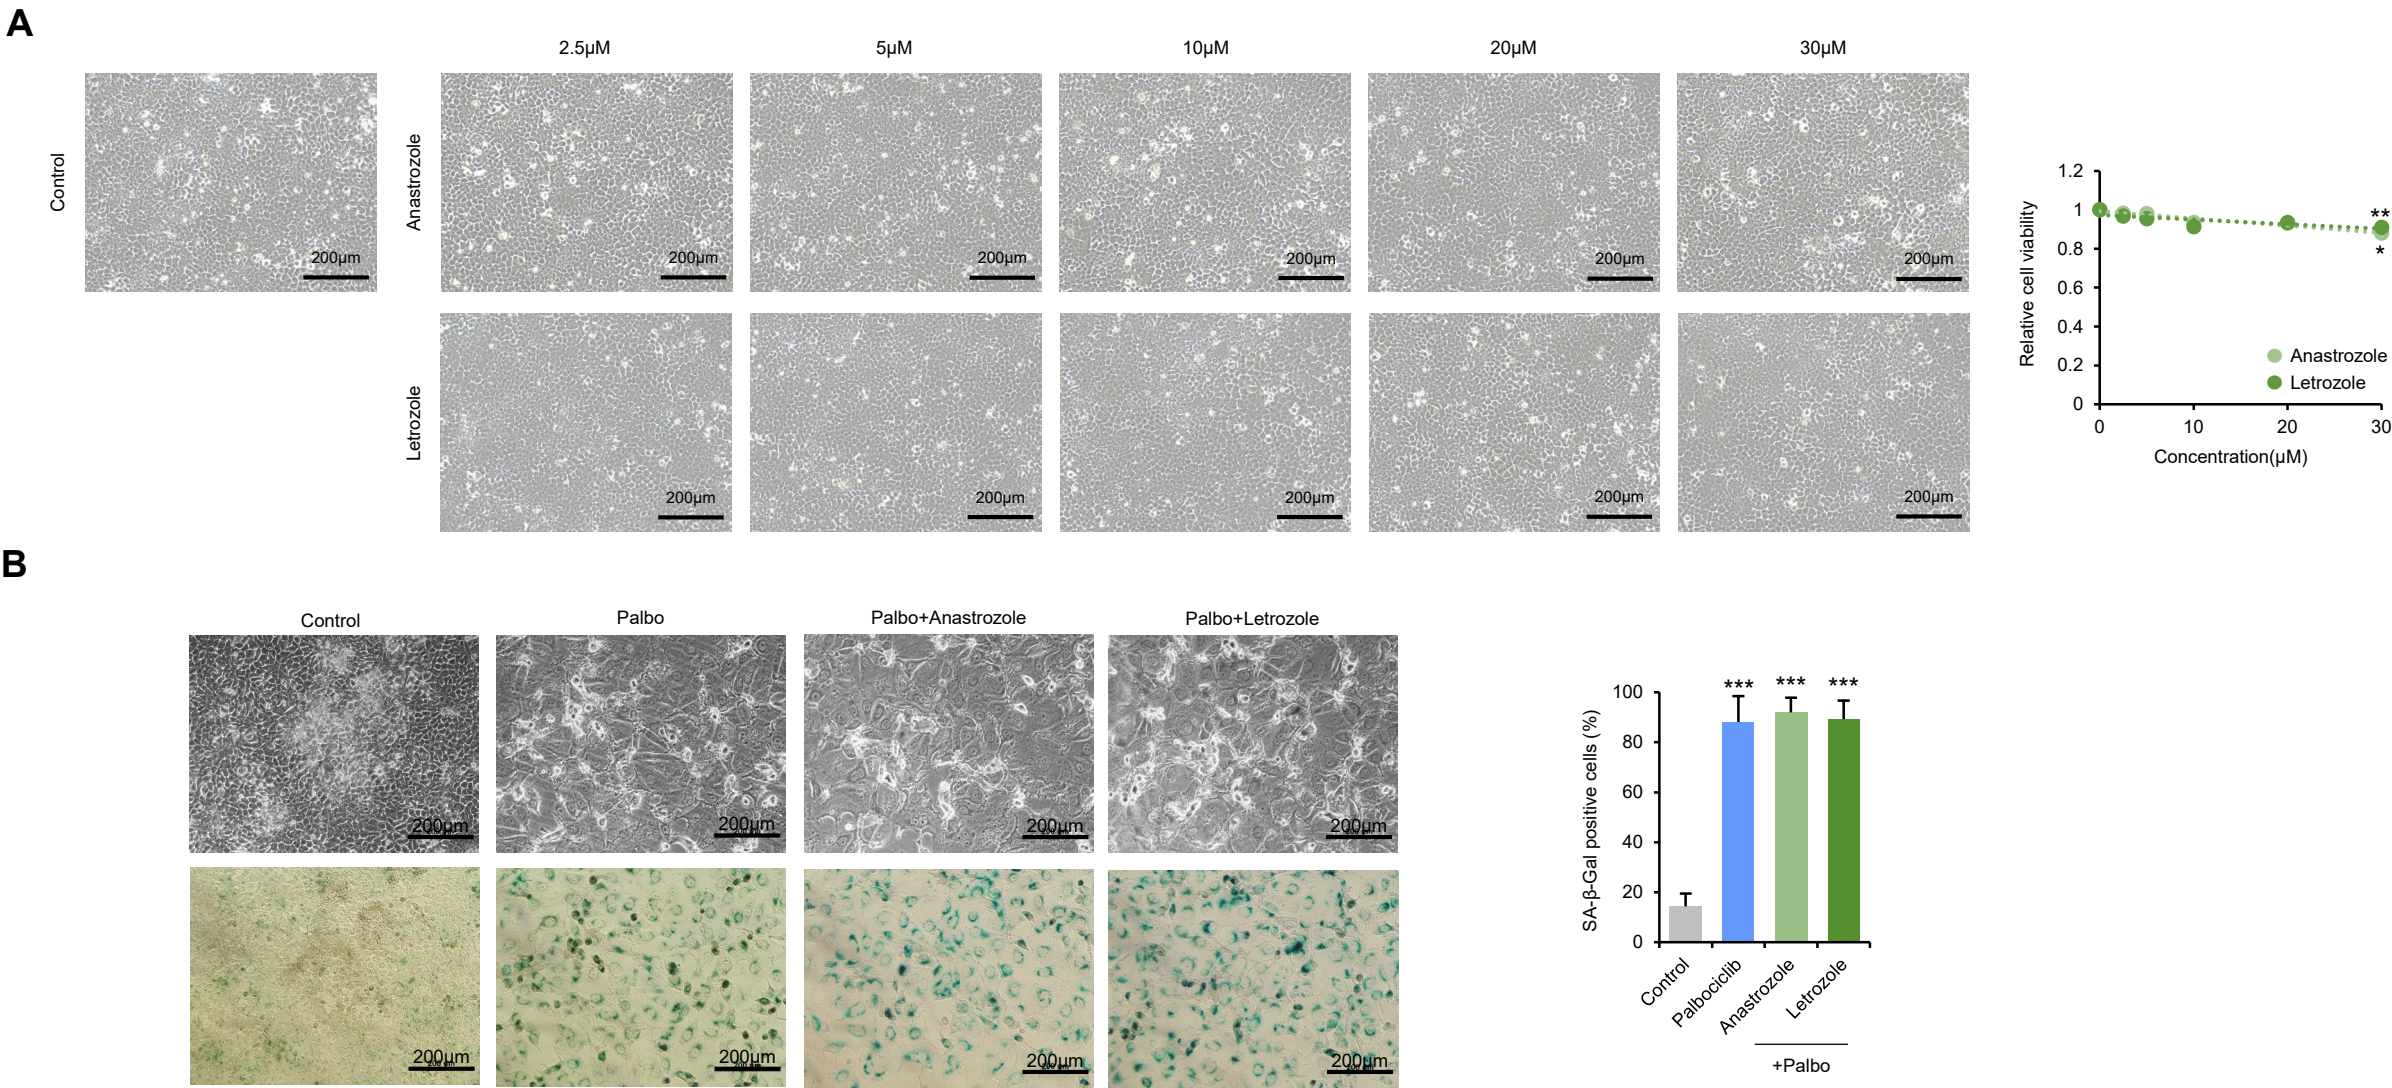

Fig. S2. Comparison of GSEA between control and TIS for immune responses and angiogenesis

A

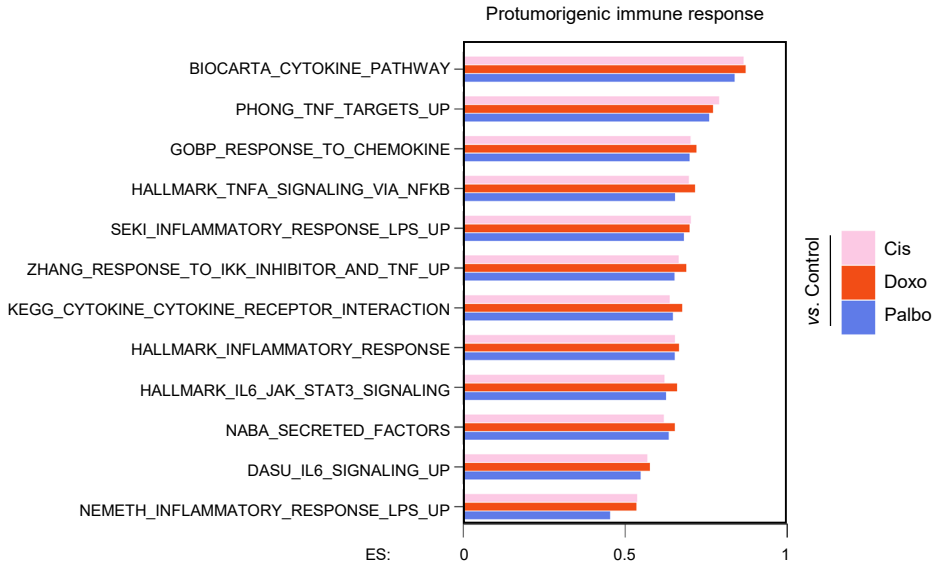

B

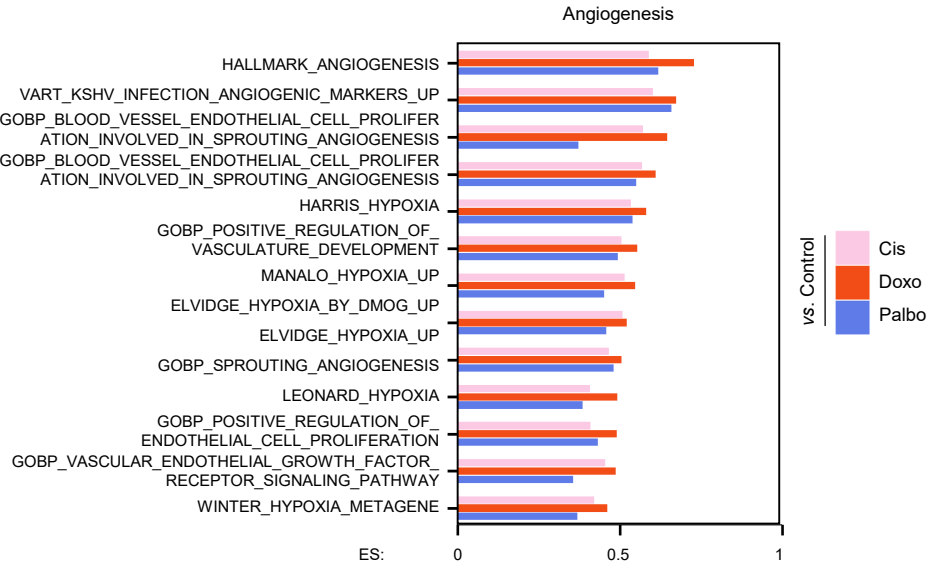

C

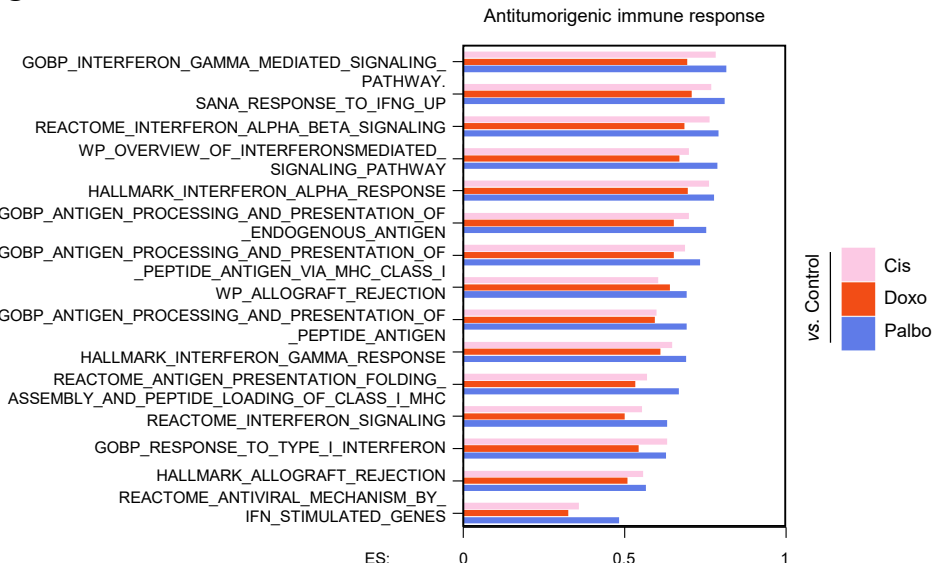

Fig. S3. Differential expression of pro-inflammatory SASP, pro-angiogenic factors, and anti-tumor immune-related genes between DNA-damaging agent- and CDK4/6i-induced senescence in HCC1428 breast cancer cells

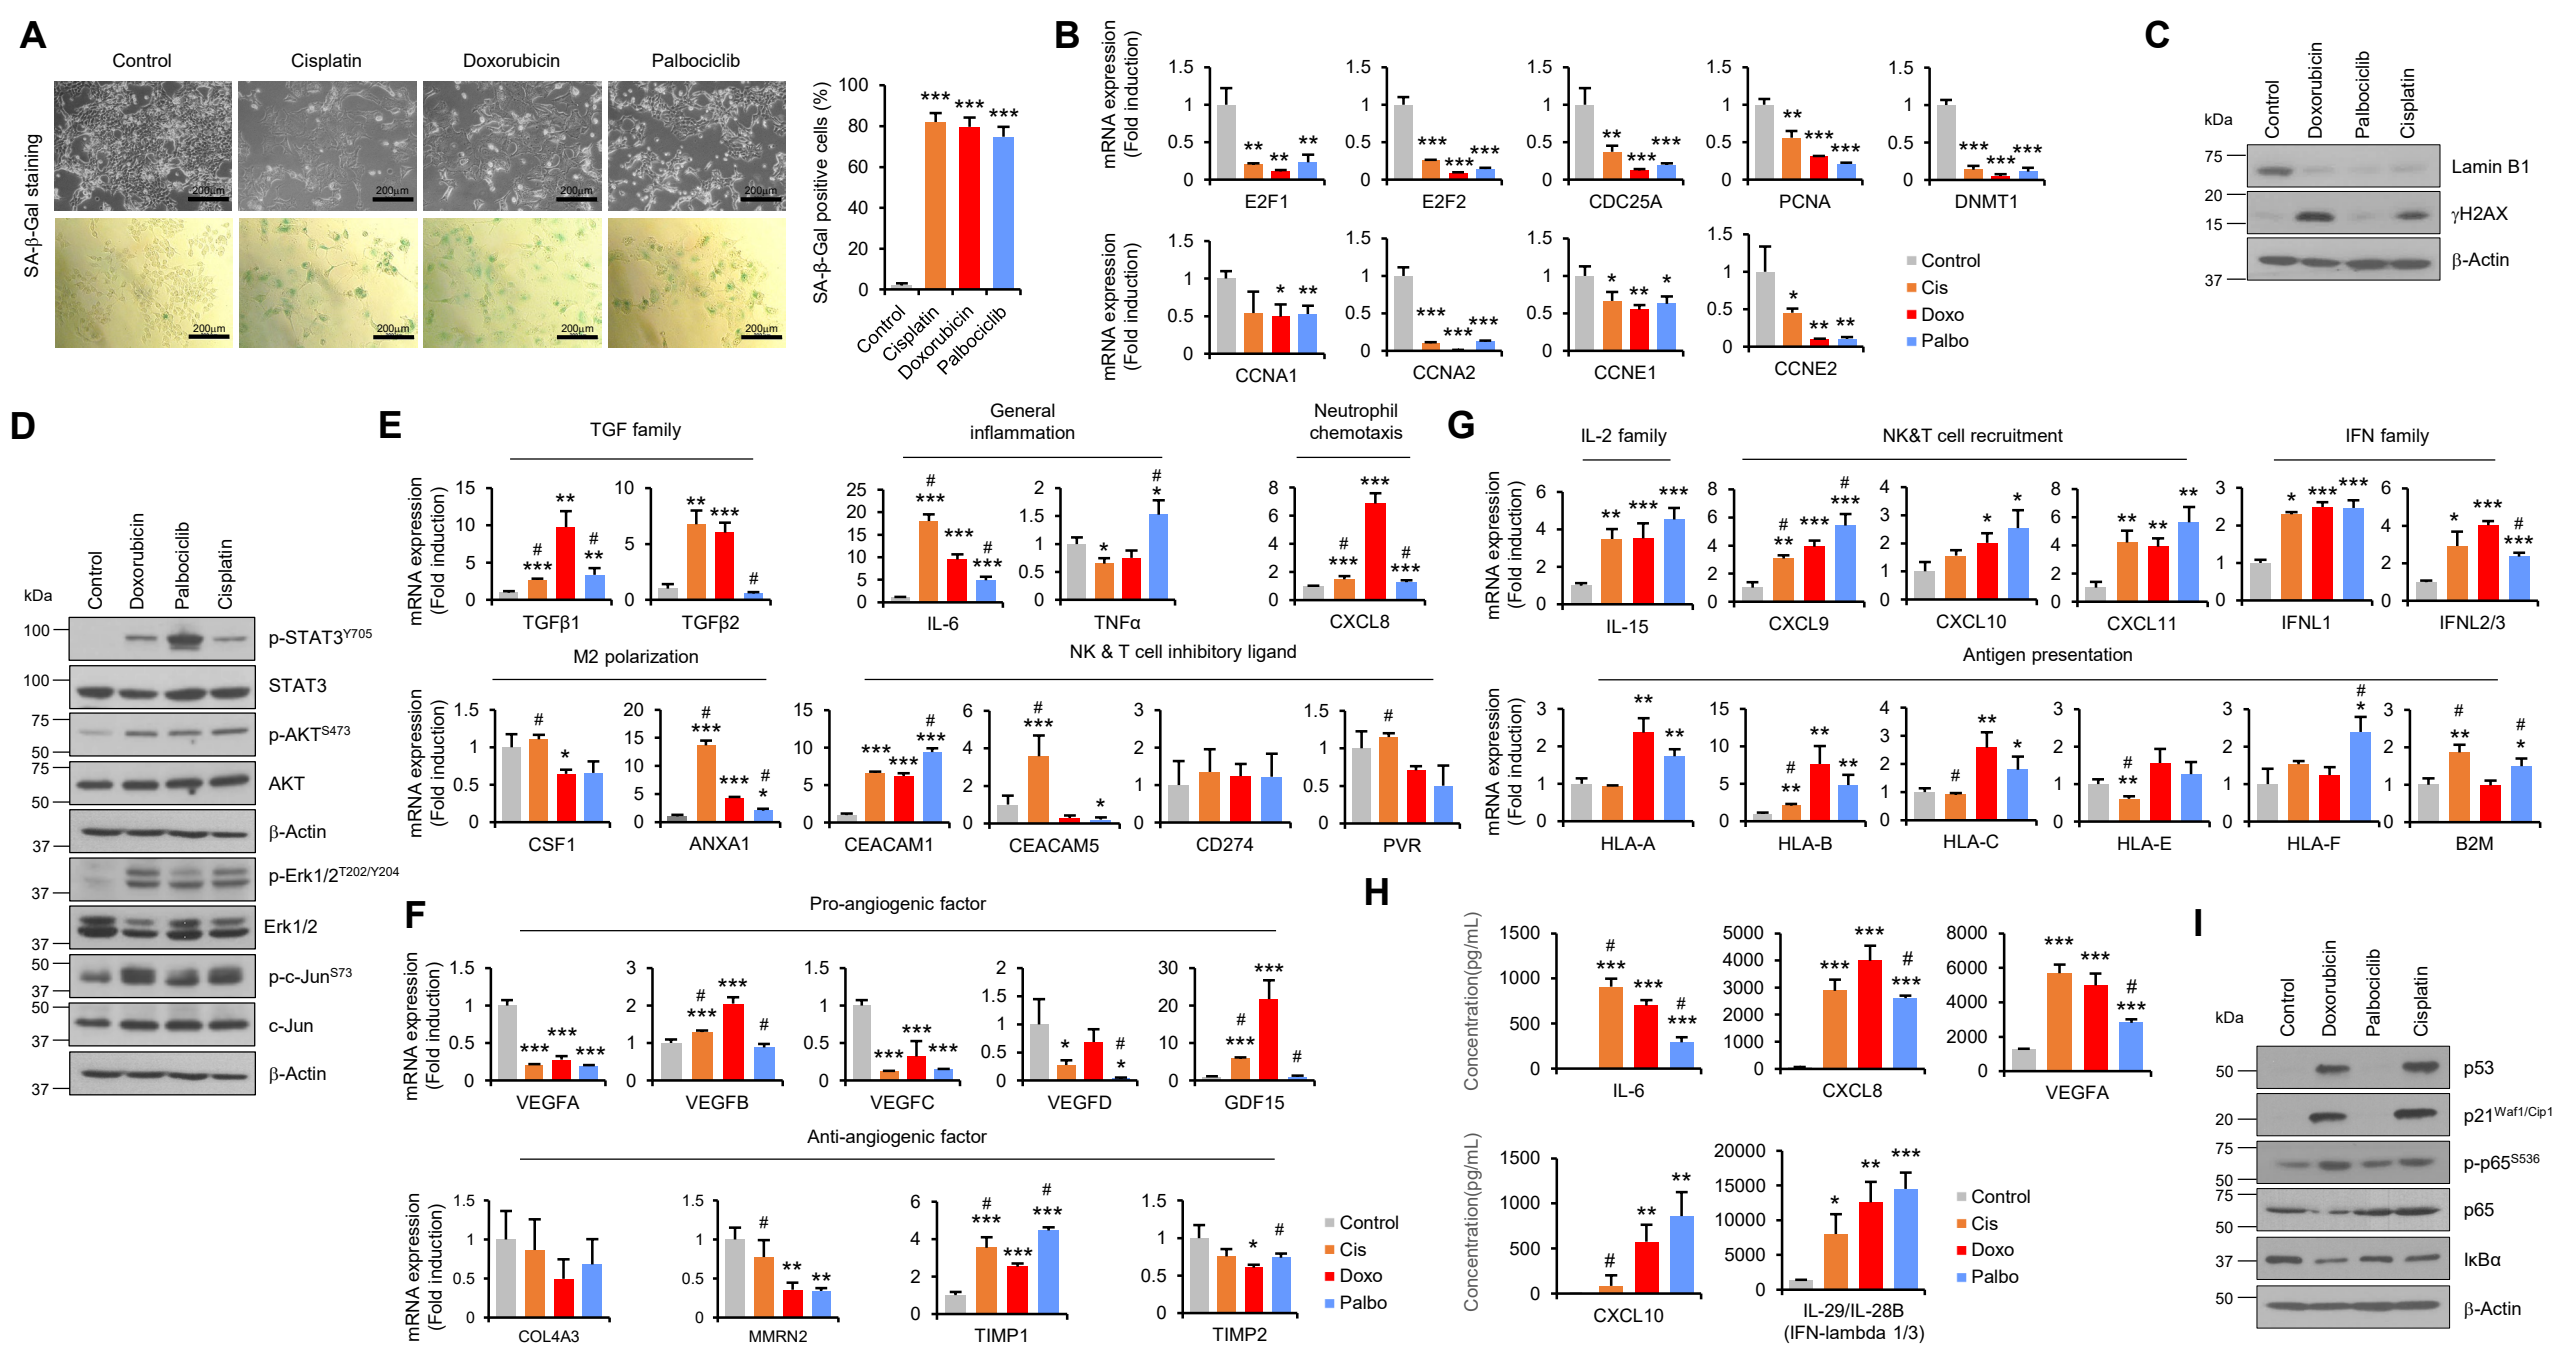

Fig. S4. Differential expression of pro-inflammatory SASP, pro-angiogenic factors, and anti-tumor immune-related genes in senescence induced by DNA-damaging agents (Etoposide and Carboplatin) compared to CDK4/6i (Abemaciclib)

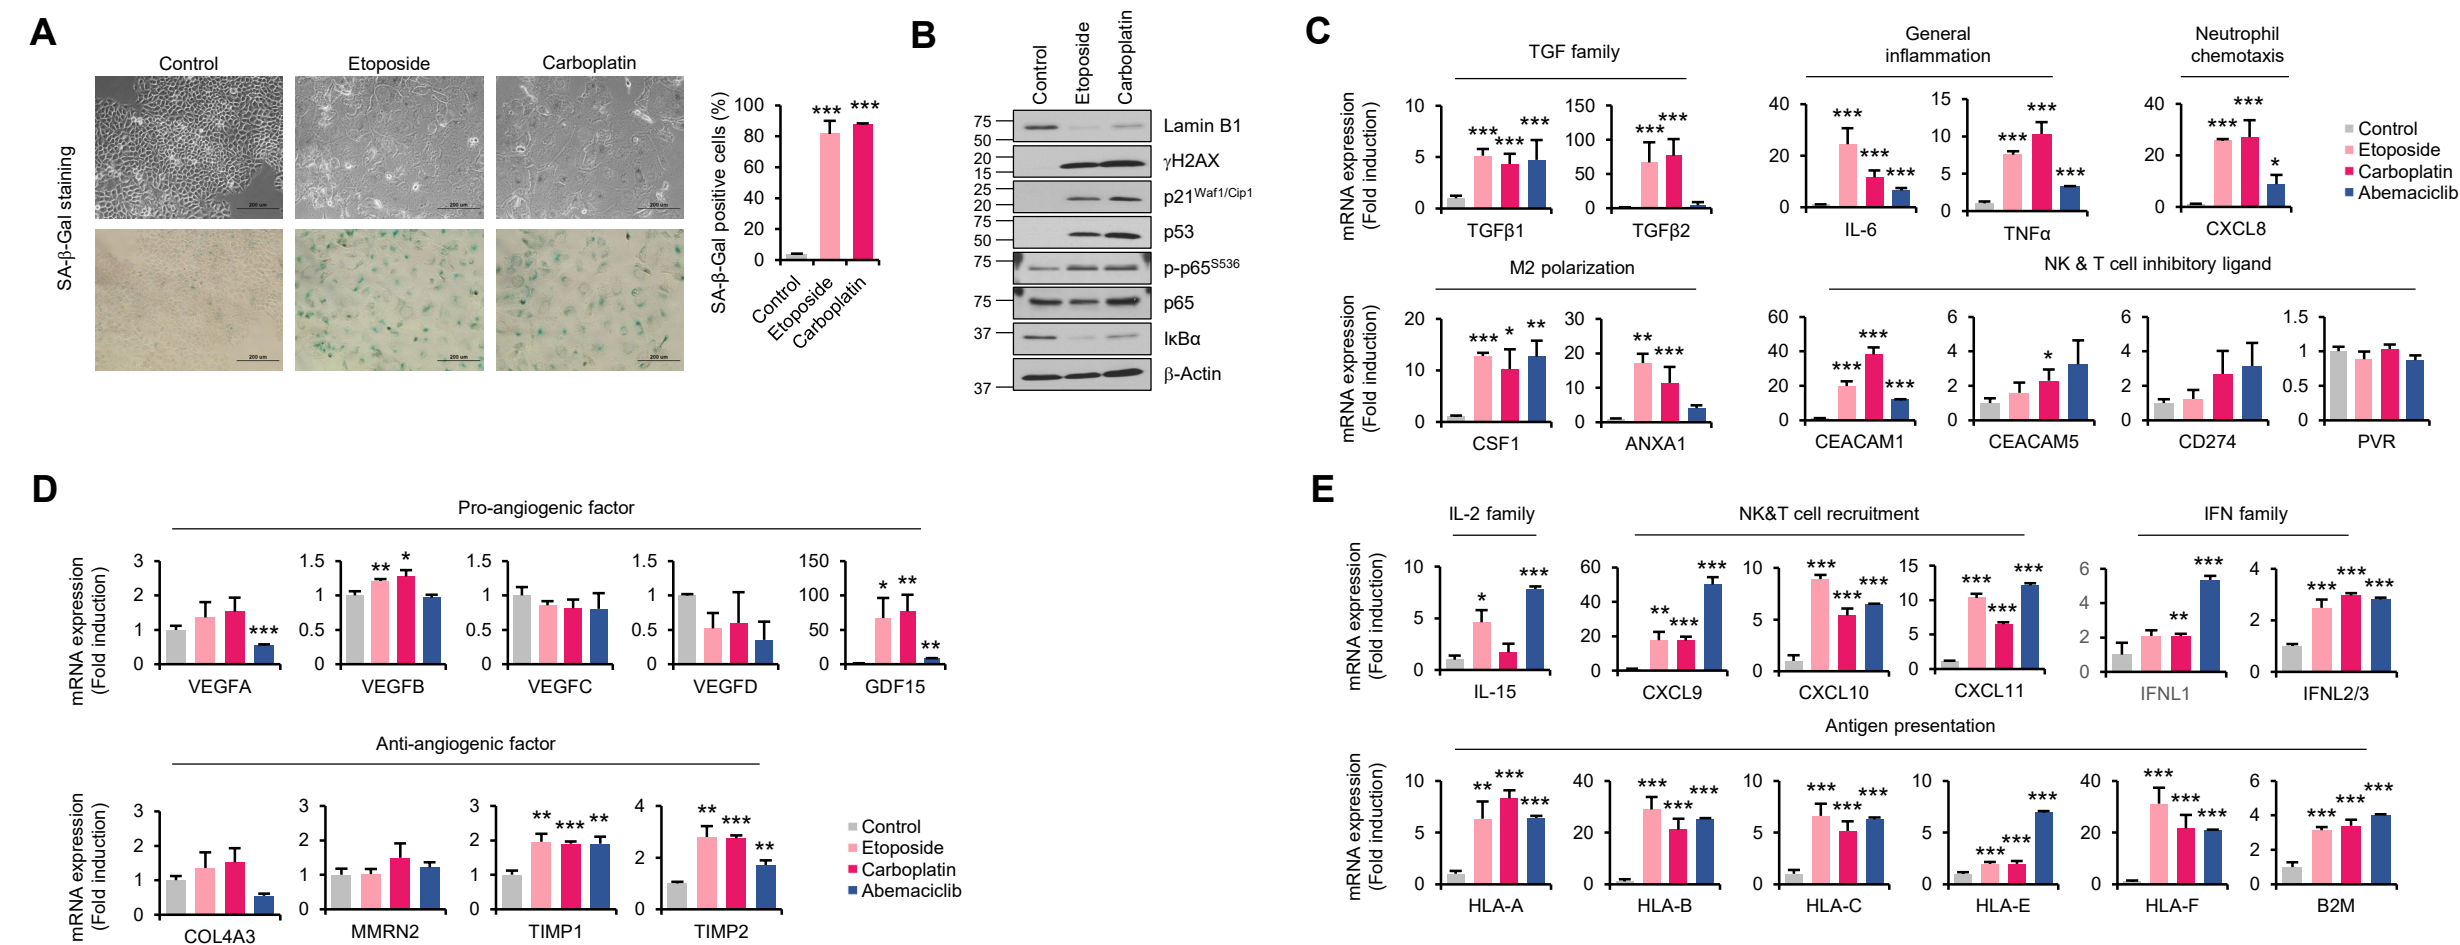

Fig. S5. Comparison of GSEA between control and TIS for p53, NF-κB, and ESR1 signaling pathway

A

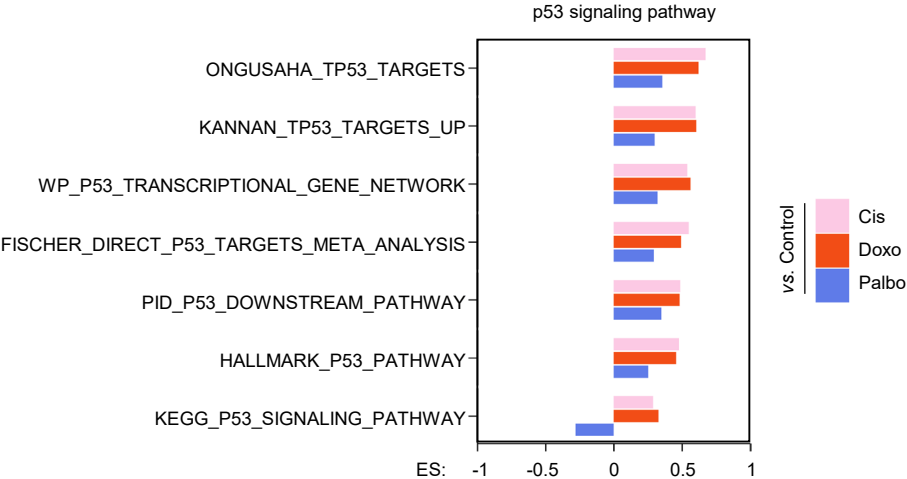

B

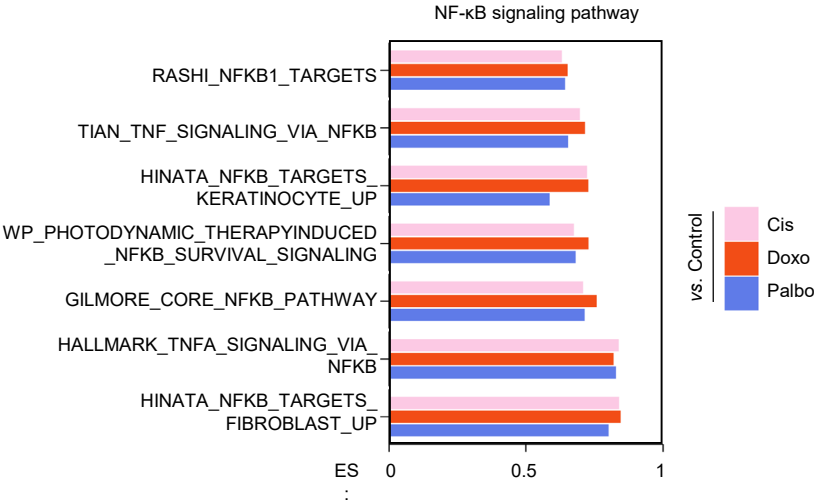

C

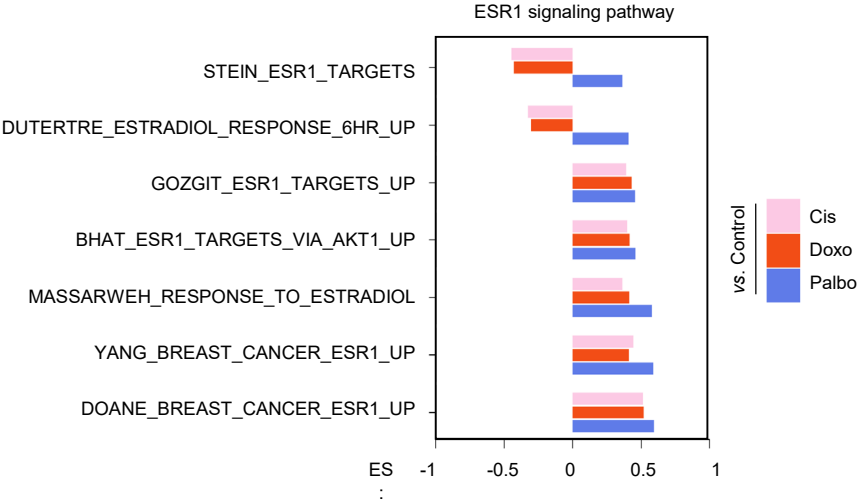

**Supplement:** Supplementary file 1 — Fig. S1. Effects on cell viability and CDK4/6i‐induced senescence with AI treatment. (A) MCF‐7 cells were treated with AI (Anastrozole and Letrozole) in a dose‐dependent manner for 5 days. Representative images are shown with a scale bar of 100 μm. Cell viability was measured after 5 days of AI treatment. (B) SA‐β‐gal staining was performed on MCF‐7 cells treated with Palbociclib (2 μm) or a combination of Palbociclib and AI (Anastrozole and Letrozole; 2.5, 5, 10, 20, and 30 μm). Representative images are shown with a scale bar of 200 μm, and the percentage of stained cells was quantified and presented as a bar graph. The P‐value was calculated using one‐way ANOVA. ***P < 0.001. Fig. S2. Comparison of gene set enrichment analysis (GSEA) between control and TIS for immune responses and angiogenesis. The comparison of enrichment score (ES), obtained from GSEA, between control and therapy‐induced senescence (TIS) with gene sets related to (A) pro‐tumorigenic immune response, (B) angiogenesis, and (C) anti‐tumorigenic immune response; cutoff P ≤ 0.05. Fig. S3. Differential expression of pro‐inflammatory SASP, pro‐angiogenic factors, and anti‐tumor immune‐related genes between DNA‐damaging agent‐ and CDK4/6i‐induced senescence in HCC1428 breast cancer cells. (A) HCC1428 cells were treated with DNA‐damaging agents (Cisplatin 5 μm and Doxorubicin 250 nm) and CDK4/6i (Palbociclib 5 μm) for 5 days and then SA‐β gal staining was performed. Representative images of SA‐β gal‐positive cells are shown with a scale bar of 200 μm. The percentage of stained cells was quantified and presented as a bar graph. Data are mean ± SD of three (N = 3) independent experiments. The P‐value was calculated using one‐way ANOVA. ***P < 0.001. (B) mRNA expression level of cell cycle‐related genes in senescent HCC1428 cells was measured by RT‐qPCR. Data are mean ± SD of three (N = 3) independent experiments. The P‐value was calculated using one‐way ANOVA. *P < 0.05 and **P < 0.01, and ***P < 0.001.

# Supplementary material for: CDK4/6 inhibitors induce breast cancer senescence with enhanced anti‐tumor immunogenic properties compared with DNA‐damaging agents
**Source:** Mol Oncol. 2023 Nov 2;18(1):216–32. doi: 10.1002/1878-0261.13541
**Supplement:** Supplementary file 2 — Table S1. List of Primer Sequences.

**Table S1: List of Primer Sequences**

| **Gene** | **Primers** |
| --- | --- |
| ANXA1 | Forward 5^′^-GATTCAGATGCCAGGGCCT-3^′^  Reverse 5^′^-GTGATTATTCCACATGTAATTGGTG-3^′^ |
| B2M | Forward 5^′^-TGCTGTCTCCATGTTTGATGTATCT-3^′^  Reverse 5^′^- TCTCTGCTCCCCACCTCTAAGT-3^′^ |
| CCL22 | Forward 5^′^-TAGGCTCTTCATTGGCTCAG-3^′^  Reverse 5^′^-ATTACGTCCGTTACCGTCTG-3^′^ |
| CCNA1 | Forward 5^′^-GCACACTCAAGTCAGACCTGCA-3^′^  Reverse 5^′^-ATCACATCTGTGCCAAGACTGGA-3^′^ |
| CCNA2 | Forward 5^′^-CTCTACACAGTCACGGGACAAAG-3^′^  Reverse 5^′^-CTGTGGTGCTTTGAGGTAGGTC-3^′^ |
| CCNE1 | Forward 5^′^-TGTGTCCTGGATGTTGACTGCC-3^′^  Reverse 5^′^-CTCTATGTCGCACCACTGATACC-3^′^ |
| CCNE2 | Forward 5^′^-CTTACGTCACTGATGGTGCTTGC-3^′^  Reverse 5^′^-CTTGGAGAAAGAGATTTAGCCAGG-3^′^ |
| CD274 | Forward 5^′^-GGCATCCAAGATACAAACTCAA-3^′^  Reverse 5^′^-CAGAAGTTCCAATGCTGGATTA-3^′^ |
| CDC25A | Forward 5^′^-TCTGGACAGCTCCTCTCGTCAT-3^′^  Reverse 5^′^-ACTTCCAGGTGGAGACTCCTCT-3^′^ |
| CEACAM1 | Forward 5^′^-CAGTCACCTTGAATGTCACCTATG-3^′^  Reverse 5^′^-GTTCCATTGATAAGCCAGGAGTAC-3^′^ |
| CEACAM5 | Forward 5^′^-AGGCCAATAACTCAGCCAGT-3^′^  Reverse 5^′^-GGGTTTGGAGTTGTTGCTGG-3^′^ |
| COL4A3 | Forward 5^′^-CCCGAGAGATACGCAGGTG-3^′^  Reverse 5^′^-AGTGCTGCCCAAATCTCCTCTG-3^′^ |
| CSF1 | Forward 5^′^-CCAGGAACAGTTGAAAGATCCA-3^′^  Reverse 5^′^-TTATCTCTGAAGCGCATGGTGT-3^′^ |
| CXCL1 | Forward 5^′^-AGCTTGCCTCAATCCTGCAT-3^′^  Reverse 5^′^-CCTCTGCAGCTGTGTCTCTC-3^′^ |
| CXCL11 | Forward 5^′^-TGGGATTTAGGCATCGTTGT-3^′^  Reverse 5^′^-CCTGGGGTAAAAGCAGTGAA-3^′^ |
| CXCL12 | Forward 5^′^-TGCCAGAGCCAACGTCAAG-3^′^  Reverse 5^′^-CAGCCGGGCTACAATCTGAA-3^′^ |
| CXCL2 | Forward 5^′^-TGCAGGGAATTCACCTCAAG-3^′^  Reverse 5^′^-TGAGACAAGCTTTCTGCCCA-3^′^ |
| CXCL8 | Forward 5^′^-ATGACTTCCAAGCTGGCCGTGGCT-3^′^  Reverse 5^′^-TCTCAGCCCTCTTCAAAAACTTCT-3^′^ |
| DNMT1 | Forward 5^′^-AGGTGGAGAGTTATGACGAGGC-3^′^  Reverse 5^′^-GGTAGAATGCCTGATGGTCTGC-3^′^ |
| E2F1 | Forward 5^′^-GGACCTGGAAACTGACCATCAG-3^′^  Reverse 5^′^- CAGTGAGGTCTCATAGCGTGAC-3^′^ |
| E2F2 | Forward 5^′^-CTCTCTGAGCTTCAAGCACCTG-3^′^  Reverse 5^′^-CTTGACGGCAATCACTGTCTGC-3^′^ |
| GDF15 | Forward 5^′^-CCGAAGACTCCAGATTCCGA-3^′^  Reverse 5^′^-CCCGAGAGATACGCAGGTG-3^′^ |
| HLA-A | Forward: 5′-ACCCTCGTCCTGCTACTCTC-3′  Reverse: 5′-CTGTCTCCTCGTCCCAATACT-3′ |
| HLA-B | Forward 5′-CAGTTCGTGAGGTTCGACAG-3′  Reverse 5′-CAGCCGTACATGCTCTGGA-3′ |
| HLA-C | Forward 5′-GGACAAGAGCAGAGATACACG-3′  Reverse 5′-CAAGGACAGCTAGGACAACC-3′ |
| HLA-E | Forward 5^′^-CGGCTACTACAATCAGAGCGAG-3^′^  Reverse 5^′^-AATCCTTGC CGTCGTAGGCGAA-3^′^ |
| HLA-F | Forward 5^′^-GGCAGAGGAATATGCAGAGGAGTT-3^′^  Reverse 5^′^-GGCAGAGGAATATGCAGAGGAGTT-3^′^ |
| IL11 | Forward 5^′^-GGACCACAACCTGGATTCCCTG-3^′^  Reverse 5^′^-AGTAGGTCCGCTCGCAGCCTT-3^′^ |
| IL15 | Forward 5^′^-ATGCTACTTTATATACGGAAA-3^′^  Reverse 5^′^-AGAAGACAAACTGTTGTTTGC-3^′^ |
| IL6 | Forward 5^′^-AAGCCAGAGCTGTGCAGATGAGTA-3^′^  Reverse 5^′^-TGTCCTGCAGCCACTGGTTC-3^′^ |
| MICB | Forward 5^′^-ACCTTGGCTATGAACGTCACA-3^′^  Reverse 5^′^-CCCTCTGAGACCTCGCTGCA-3^′^ |
| MMRN2 | Forward 5^′^-CAGAAAGACCTGGAAGCTCC-3^′^  Reverse 5^′^-GAAAAGCTGGCATAGAAGGC-3^′^ |
| PCNA | Forward 5^′^-CAAGTAATGTCGATAAAGAGGAGG-3^′^  Reverse 5^′^-GTGTCACCGTTGAAGAGAGTGG-3^′^ |
| PVR | Forward 5^′^-CCAACATGGAGGTGACGCAT-3^′^  Reverse 5^′^-GGCAGGTGTAGTTGCCTTCA-3^′^ |
| TGFβ1 | Forward 5^′^-TGCAGTTTTCCAGCAATGAG-3^′^  Reverse 5^′^-TGCGCTTGAGATCTTCAAA-3^′^ |
| TIMP1 | Forward 5^′^-AGTGCTGCCCAAATCTCCTCTG-3^′^  Reverse 5^′^-TGCAGTTTTCCAGCAATGAG-3^′^ |
| TIMP2 | Forward 5^′^-ATGCACATCACC CTCTGTGA-3^′^  Reverse 5^′^-CTCTGTGACCCAGTCCATCC-3^′^ |
| VEGFA | Forward 5^′^-TTGCCT TGCTGCTCTACCTCCA-3^′^  Reverse 5^′^-GATGGCAGTAGCTGCGCTGATA-3^′^ |
| VEGFB | Forward 5^′^-TATATCCCAGTGGGGGAACA-3^′^  Reverse 5^′^-GACAAGGGATGGCAGAAGAG-3^′^ |
| VEGFC | Forward 5^′^-TGCCAGCAACACTACCACAG-3^′^  Reverse 5^′^-GTGATTATTCCACATGTAATTGGTG-3^′^ |
| VEGFD | Forward 5^′^-CTCGCAACGATCTTCGTCAAA-3^′^  Reverse 5^′^-CTGGAACAGAAGACCACTCTCATC-3^′^ |
| β-Actin | Forward 5^′^-CCCTGGCACCCAGCAC-3^′^  Reverse 5^′^-GCCGATCCACACGGAGTAC-3^′^ |

How the deposited data were processed for this re-analysis (not part of the article)

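RNA of MCF-7 cells was sequenced from 12 libraries, 3 each of control cells and of cells treated with doxorubicin, cisplatin or palbociclib. The paper describes 2 µM palbociclib and 5 days, and the sample labels 1 µM and 4 days. The labels' notes name STAR 2.5, Cufflinks 2.2.1 and hg38, whereas the paper's methods name AltAnalyze and edgeR on read counts. The authors deposited 1 table of FPKM for each of 19815 protein-coding genes and 12 libraries, and 3 tables that compare each agent with control by a log2 ratio of group means, a p-value and a q-value. In these 3 tables genes that the authors did not test are listed with a p of 1, and ratios are infinite or beyond the usual range where a mean is 0 or a residue near 0. The gene positions in the table are not those of the current build, since 719 of 19531 listed starts (3.68%) lay within 1000 bases of the GRCh38 start, so positions were taken from GENCODE release 44 by Ensembl identifier.

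The paper states how many read pairs were sequenced per sample. The FPKM carry no read depth, so counting error and mapped depth per library are unknown, and 3 libraries per group limit the precision. Their sums over genes ran from 181316 to 766616 per library. No scaling was applied to them. Because these values are FPKM and not counts, they were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (linear model, 1 mean per group over all 12 libraries, empirical Bayes with a mean-variance trend), and genes with at least 1 FPKM in at least 3 libraries (11996) were tested. The 6 comparisons between groups were contrasts of this fit, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. Standard errors are those of the fitted fold change. Among the 19815 genes of the table, 20 symbols stand on 2 lines each and were kept apart by Ensembl identifier. A value above 0 in any library was listed for 16914 genes. The 4 columns of group means were not used, since the values per library were.

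Lists of genes were tested with camera of limma at an inter-gene correlation of 0.01, adjusted over all 180 tests (30 lists with at least 3 measured genes, 6 comparisons), and again with a correlation estimated from the residuals of each list. The 34 lists were S phase and DNA replication, G2/M and mitosis, DNA repair, senescence-associated, p53 targets, NF-κB targets, secreted SASP factors, pro-tumorigenic factors named in the paper, immune inhibitory ligands, pro-angiogenic factors, anti-angiogenic factors, hypoxia, MHC class I antigen presentation, MHC class II, T-cell chemokines, NK and T-cell activating factors, interferon genes, type I interferon response, interferon-gamma response, estrogen response, extracellular matrix, lysosome, cholesterol synthesis, unfolded protein and integrated stress response, oxidative phosphorylation, MYC and ribosome biogenesis, replication-dependent histones, luminal epithelial markers, fibroblast markers, endothelial markers, leukocyte markers, basal epithelial and keratinocyte markers, mitochondrially encoded transcripts and paper genes. The paper drew its gene sets from MSigDB, which was not available here. The lists stand in for those sets and were written from textbook knowledge. A list result here is therefore not a result for the paper's set. Genes that the paper names were taken from the paper, which chose them on these libraries.

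Genes named in the text are those the paper's text or Table S1 names, the 8 with the largest fold change in each direction of a comparison among changed genes whose groups do not overlap and whose mean is at least 1 FPKM, the 4 changed members of a list with the largest fold change in a comparison and its highest-expressed member that did not pass, the 2 most expressed members of lists of other cell types, and ACTB and GAPDH. The paper's own values had been seen.

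Similarity between libraries was Pearson's r of log2 values, averaged over pairs of libraries within and between groups, with no test. Fold changes of comparisons that share libraries were set beside 100 simulations of unchanged groups against the same shared libraries. Groups were also compared over all 10 splits of the 6 libraries of a comparison.

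The alternatives were median centring, limma without a trend, no filter on low values, 1 FPKM in every library of a group, pseudocounts of 0.1 and 0.01, only the 6 libraries compared, the replicate number as a block, the paper's cutoff for networks (unadjusted p at most 0.05, log2 fold change of at least 0.5), an added log2 fold change of at least 1, each library left out in turn, fgsea 1.28.0 with 10000 permutations, Spearman's rho, the 2000 most variable genes and z-scores. Added later were 2 libraries left out together, a lowess of each library's values against transcript GC content with a span of 0.3 (11909 genes) and the estimated correlation without control replicate 3.

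The test was tested on simulated data, with 100 genes changed by 1 and 100 by 2 on the log2 scale in each comparison. With all 12 libraries it recovered 7 to 13% of changes of 1 on the log2 scale and 50 to 60% of changes of 2, with 1 to 5 other genes called, and without control replicate 3 63 to 82% and 96 to 99%, with 5 to 12. Each simulated gene had 1 spread in all groups, whereas control replicate 3 stood apart in the data. The rates may therefore not hold for comparisons between treated groups. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.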

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

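The test of a few genes taking most of the values was chosen only after the result was seen, and the test of the ratio between MTRNR2L8 and MTRNR2L12 was planned.

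The 10 genes listed here rose in all 3 treated groups, and the paper does not discuss them. The lowest mean of a treated group was above the value of every control library for each. Set against the control mean, it was 117 FPKM against 3.01 for PODXL, a sialomucin, 44.4 FPKM against 1.63 for KRT17, 30.4 FPKM against 0.842 for SERPINA3, 17.1 FPKM against 0.569 for ADORA1, 14.0 FPKM against 0.850 for TIMP3, 12.4 FPKM against 0.200 for the tight junction gene CLDN1 and 9.38 FPKM against 0.0784 for the secreted factor OLFML3. MTRNR2L12 had 59210.0 FPKM against 263, MTRNR2L8 had 2102 FPKM against 15.1 and MTRNR2L1 had 389 FPKM against 17.9. Groups of 3 libraries are too small for a test of single outlying libraries, and none was made.

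MTRNR2L12 and MTRNR2L8 are nuclear copies of mitochondrial 16S ribosomal RNA. If MTRNR2L12, which took 27.5% of the FPKM sum in palbociclib replicate 3, had lowered all other values, the median log2 value there would be lower, but it differed by 0.029 from the palbociclib library with the smallest share, and over the 9 treated libraries the median ran from 3.67 to 3.82, against 3.78 and 3.69 in control replicates 1 and 2. This argues against a few genes displacing the rest as an account of changes in other genes. Mitochondrial reads counted on the nuclear copies cannot be told apart from transcription of the copies. The SD over 12 libraries of the log2 ratio of MTRNR2L8 to MTRNR2L12 was 0.74, between the bounds set in advance. Most of this spread lay in the controls. The ratio was -4.21, -2.82 and -3.30 in control replicates 1, 2 and 3, where MTRNR2L8 had 40.3, 1.88 and 3.22 FPKM. Over the 9 treated libraries it ran from -5.29 to -4.65, for which no bound was set. Mitochondrially encoded transcripts were not analysed here. A rise of mitochondrial RNA in treated cells may explain the values and stays open as an untested hypothesis.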

How the results depend on the processing

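Leaving out control replicate 3 and palbociclib replicate 3 together, removing each library's trend with GC content, leaving out control replicate 3 under an estimated correlation, and the alternatives tried for the agreement of fold changes are tests chosen only after the result was seen.

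Genes changed numbered 2997, 3230, 1005, 307, 386 and 27 for doxorubicin, cisplatin and palbociclib against control, doxorubicin and cisplatin against palbociclib, and doxorubicin against cisplatin. In that order, the paper's cutoff gave 4792, 4936, 3065, 1341, 1385 and 354, a looser threshold by construction. Only the 6 libraries compared gave 1127, 1127, 208, 2664, 2567 and 876, where control replicate 3 no longer enters the spread of the last 3. With 1 library left out the counts ran over 1710 to 6250, 1907 to 6304, 441 to 4081, 110 to 3427, 161 to 3444 and 1 to 352, and without control replicate 3 they were 6250, 6304, 4081, 3427, 3444 and 352, and without control replicate 1 4701, 4946, 2286, 292, 398 and 17. Leaving out 1 treated library lowered the counts of its own comparisons. A group left with 2 libraries is taken to vary like the others. With control replicate 3 and palbociclib replicate 3 both out they were 7148, 7185, 4783, 3398, 3902 and 783, and with the GC trend removed 5228, 5348, 3182, 1372, 1552 and 83.

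Median centring gave 4504 and 2054 for doxorubicin and palbociclib against control and 777 and 935 for doxorubicin and cisplatin against palbociclib. A pseudocount of 0.1 gave 86, 197 and 0 for the last 3 comparisons and 0.01 gave 27, 106 and 1. No filter on low values gave 529 for doxorubicin against palbociclib and 97 for doxorubicin against cisplatin. The last comparison had 3 in limma without a trend and 11 with a replicate block. The cause was not tested for these. The other counts under these alternatives, with 1 FPKM in every library of a group and with a log2 fold change of at least 1 stayed within 1.5 times. For doxorubicin against cisplatin, though, only 2 of the 27 genes kept their call under median centring, among 24 called.

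Same-numbered libraries were checked for pairing over 18 pairs, whose r of deviations from group means ran from -0.087 to 0.36, with 3 above 0.1. The labels do not pair the libraries, and the replicate block gave 2863, 2997, 851, 206, 315 and 11 changed genes.

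Of 180 list tests 128 passed, and 0 passed with a correlation estimated from the residuals of each list (101 when control replicate 3 was also left out). Other alternatives gave 133 (median centring), 121 (fgsea), 127 (replicate block), 126 (GC trend removed), 131 (both libraries out) and 121 to 135 (1 library out). The higher r between the DNA-damaging agents than between these and palbociclib was a difference of 0.0319. It was 0.0861 over the 2000 most variable genes and 0.545 with z-scores, the cause of which was not tested, and 0.0247 to 0.0357 with 1 library out. The 4 agreements of fold changes stayed within the spread in all alternatives tried.

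Of 327 fold changes of named genes, 70 passed without control replicate 3 but not with all 12 libraries with the sign they had, 4 more did so with the opposite sign, and none lost its call. With any other library out 8 to 47 lost it and 0 to 11 gained it. Median centring lost 45 and gained 31, pseudocounts of 0.1 and 0.01 lost 58 and 82, limma without a trend lost 14 and the replicate block lost 19 and gained 1. With the GC trend removed 21 lost and 39 gained a call with the sign they had, and 1 gained one with the opposite sign.

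Changes of sign into a call occurred for 5 fold changes, none of which passed with all 12 libraries. Without control replicate 3, against control, ALDOA was -0.50 (limma adjusted p = 0.0177) after cisplatin, ESR1 -0.69 (limma adjusted p = 2.3e-04) after cisplatin and -0.83 (limma adjusted p = 6.1e-05) after doxorubicin, and LMNB1 -1.07 (limma adjusted p = 8.0e-04) after palbociclib. With each library left out in turn these ran over -0.50 to 1.10, -0.69 to 0.72, -0.83 to 0.58 and -1.07 to 0.96. With palbociclib replicate 3 also out of the fit without control replicate 3 they were -0.50 (limma adjusted p = 0.0036), -0.69 (limma adjusted p = 7.2e-05), -0.83 (limma adjusted p = 1.8e-05) and -1.03 (limma adjusted p = 0.0013), and CXCL10 was -0.58 (limma adjusted p = 0.0218) for cisplatin against palbociclib. With the GC trend removed ESR1 was -0.62 (limma adjusted p = 0.0426) after doxorubicin. The cause was not tested.

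FPKM do not give the depth of a library, so counting error is unknown. Genes listed at 0 numbered 6418 in palbociclib replicate 3 and 4739 to 5622 in the other libraries. The low end of FPKM times transcript length, relative to control replicate 1, was 0.83 and 0.18 in control replicates 2 and 3. It was 2.42 to 5.35 after cisplatin, 4.10 to 4.46 after doxorubicin and 1.48, 3.00 and 8.97 after palbociclib. The cause was not tested, and values near 1 FPKM may differ in precision between libraries.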

Differences from the paper's values

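The counts with control replicate 3 and palbociclib replicate 3 both left out, or with the GC trend removed, were chosen only after the values were seen, and the other alternatives were planned.

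The paper reports 8832 differentially expressed genes for its heatmap without naming a threshold for them, and 3731 genes were changed here in at least 1 of the 6 comparisons. Of the alternatives set before the data were examined, the count came within 1.5 times the paper's at the paper's cutoff for networks (6003) and without control replicate 3 (8132). It did not under median centring (5474), limma without a trend (3672), no filter on low values (4125), 1 FPKM in every library of a group (3663), a pseudocount of 0.1 (3031) or 0.01 (2778), only the 6 libraries compared (4145), the replicate block (3504), a log2 fold change of at least 1 (3206), or with any other single library left out (2723 to 5582). With control replicate 3 and palbociclib replicate 3 both left out it was 9002, and with the GC trend removed 6555 of 11909 genes, 2 settings chosen after seeing the values that also come within 1.5 times. The paper does not list the genes of its heatmap in the text, so how many of them these settings drop was not counted.

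The paper shows about 2000 genes as higher after cisplatin than after palbociclib (Fig. 2D, read by eye, threshold not stated in the text), and 245 were higher here. Only the fits without control replicate 3 (2305) and of the 6 libraries compared (1709) came within 1.5 times, and the other alternatives did not (35 to 851). With control replicate 3 and palbociclib replicate 3 both left out, chosen after seeing the values, 2573 were higher. The paper shows about 3700 as lower (Fig. 2D, read by eye), and 141 were lower here, with no alternative within 1.5 times (42 to 1329, the last with both libraries left out).

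For doxorubicin against palbociclib the paper shows about 2000 higher genes (Fig. 2D, read by eye), and 235 were higher here. The fits without control replicate 3 (2253) and of the 6 libraries compared (1761) came within 1.5 times, and the other alternatives did not (13 to 864). With both of those libraries left out, chosen after seeing the values, 2214 were higher. The paper shows about 3600 lower genes (Fig. 2D, read by eye), and 72 were lower here, with no alternative within 1.5 times (9 to 1184, the last with both left out).

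For doxorubicin against cisplatin the paper shows about 670 higher and about 1100 lower genes (Fig. 2D, read by eye), and 13 were higher and 14 lower here. No alternative came within 1.5 times (0 to 418 higher, 0 to 458 lower).

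The paper names TRAF1 among genes higher after DNA-damaging agents than after palbociclib. Of the 8 tested genes of that network, with NFKB1 and RELA taken for the paper's NF-κB, 5 were called higher after doxorubicin and 4 after cisplatin, among them TNFSF9 in both, 7 and 5 without control replicate 3, and 6 and 6 at the paper's cutoff. TRAF1 was under the expression minimum and was called higher only without the filter on low values, after doxorubicin (log2 fold change 0.46, limma adjusted p = 0.0107) and not after cisplatin (0.094, limma adjusted p = 0.806). CD274 was also called higher only without that filter, at 0.66 (limma adjusted p = 0.0019) after doxorubicin and 0.49 (limma adjusted p = 0.0080) after cisplatin.

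The paper names pro-inflammatory and pro-angiogenic factors as higher after DNA-damaging agents. Of its pro-inflammatory factors, 6 of 9 were called higher after doxorubicin and 3 of 9 after cisplatin than after palbociclib, and at the paper's cutoff 9 and 7 were. Without control replicate 3 the numbers were 9 and 8. Of the pro-angiogenic factors that the paper names from its heatmap, 2 of 7 tested and 1 of 7 were called. The numbers were 4 and 2 at the paper's cutoff and 5 and 3 without control replicate 3. The fold changes of all 7 were above 0 in both comparisons. GDF15, which the paper names as pro-angiogenic from RT-qPCR, is not among the 7 and was called higher after both agents.

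From its heatmap the paper states that some anti-angiogenic factors are upregulated after palbociclib, without a stated reference. The title of its Fig. 4 sets them against pro-angiogenic factors after DNA damage. Of 6 anti-angiogenic factors tested here, 4 were higher after palbociclib than in control cells in limma, which agrees, as were 5 after doxorubicin and 5 after cisplatin (6, 6 and 5 adjusted over the list alone, 5, 6 and 5 without control replicate 3). Between agents, 2 were higher after doxorubicin and 2 after cisplatin than after palbociclib in limma (2 and 2 adjusted over the list alone, 4 and 4 without control replicate 3), and none was lower, nor at an unadjusted p under 0.05. The paper names 4 such factors from RT-qPCR (Fig. 4E), whose legend marks treated against control cells and palbociclib against doxorubicin. Of these 4, TIMP1 had RNA-seq log2 fold changes against palbociclib of -0.27 (limma adjusted p = 0.994) after doxorubicin and -0.056 (limma adjusted p = 0.999) after cisplatin. TIMP2 had 0.70 (limma adjusted p = 0.696, or 3.0e-04 without control replicate 3) and 0.72 (limma adjusted p = 0.668, or 2.1e-04 without control replicate 3). COL4A3 and MMRN2 were under the expression minimum. Without the filter on low values COL4A3 had -0.078 (limma adjusted p = 0.694) after doxorubicin and -0.074 (limma adjusted p = 0.772) after cisplatin, and MMRN2 -0.24 (limma adjusted p = 0.840) and -0.46 (limma adjusted p = 0.579). TIMP1, COL4A3 and MMRN2 thus had the direction of that figure title by fold change and did not pass. The RNA-seq change of each of the 4 genes after palbociclib against control is not given here.

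The paper finds no difference between DNA-damaging agents and palbociclib in its gene set of the interferon-alpha response. The list used here stands in for that set and was tested in another way. Of 42 type I interferon response genes here, 1 was higher and 0 lower after cisplatin than after palbociclib in limma (9 higher adjusted over the list alone, 31 without control replicate 3), and the list as a whole was higher (median 0.61, camera adjusted p = 2.3e-10, or 0.257 with an estimated correlation). After doxorubicin the list did not pass against palbociclib (median -0.13, camera adjusted p = 0.274), and it was lower than after cisplatin (median -0.77, camera adjusted p = 2.1e-24, or 0.105 with an estimated correlation).

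The paper reports that hypoxia and extracellular matrix gene sets are higher after the DNA-damaging agents. The lists used here stand in for those sets and were tested in another way, so a different outcome does not contradict the paper. The hypoxia list was higher after doxorubicin (median 0.36, camera adjusted p = 0.0060, or 0.672 with an estimated correlation) and did not pass after cisplatin (0.13, camera adjusted p = 0.246). The extracellular matrix list passed in neither (medians 0.14 and 0.21, camera adjusted p = 0.449 and 0.907).

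The paper's upstream analysis gives a lower estrogen receptor activity after DNA damage than after palbociclib. The estrogen response list used here stands in for the targets and gene sets of the paper and is not the same. Here the estrogen response list passed in neither comparison (medians 0.17 and 0.15, camera adjusted p = 0.796 and 0.446, the last with a negative sign), and ESR1 itself had log2 fold changes of -0.70 (limma adjusted p = 0.855, or 3.1e-04 without control replicate 3) after doxorubicin and -0.56 (limma adjusted p = 0.941, or 0.0012 without control replicate 3) after cisplatin.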

Other observations

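The tests of GC content, of depth and of treated cells under a control label in control replicate 3 were chosen only after the result was seen, and the other tests of this part were planned.

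Of 22 measured replication-dependent histone genes, 21, 21 and 12 were lower than in control cells after doxorubicin, cisplatin and palbociclib in limma (21, 21 and 20 adjusted over the list alone, 22, 22 and 22 without control replicate 3), and none was higher. Compared with palbociclib, 0 and 11 were lower after doxorubicin and cisplatin (15 and 19 adjusted over the list alone, 19 and 20 without control replicate 3), with 16 and 19 lower at an unadjusted p under 0.05 (medians -1.29 and -1.86, camera adjusted p = 1.9e-15 and 5.2e-27, or 0.186 and 0.0977 with an estimated correlation). Histone paralogs share reads, and most of their mRNA lacks a poly(A) tail, so these values also depend on how the RNA was selected.

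Genes of the unfolded protein and integrated stress response fell as a list after palbociclib and were higher after the DNA-damaging agents than after palbociclib. Of the 18 genes, 4, 4 and 1 were higher and 2, 4 and 6 lower than in control cells after doxorubicin, cisplatin and palbociclib in limma (6, 4 and 3 higher and 3, 5 and 8 lower adjusted over the list alone, and 6, 4 and 3 higher and 7, 9 and 11 lower without control replicate 3). The medians were 0.35, 0.20 and -1.21, of which the first 2 are negative when libraries are centred on their medians and have the opposite sign to their tests (camera adjusted p = 0.522, 0.0407 and 1.2e-09, or 0.909, 0.701 and 0.247 with an estimated correlation, and 0.556, 0.0538 and 7.9e-06 without control replicate 3). Compared with palbociclib, 6 and 3 were higher after doxorubicin and cisplatin (10 and 8 adjusted over the list alone, 13 and 12 without control replicate 3) and none was lower apart from 1 after cisplatin without control replicate 3 (medians 1.34 and 0.86, camera adjusted p = 1.6e-10 and 7.5e-06, or 0.223 and 0.358 with an estimated correlation). SLC7A11, which imports cystine, had 23.6 ± 1.28 FPKM after doxorubicin, 11.6 ± 1.58 after cisplatin and 2.84 ± 0.263 after palbociclib (SD, n = 3), with log2 fold changes against palbociclib of 2.68 (limma adjusted p = 7.5e-04) and 1.71 (limma adjusted p = 0.0058).

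Of 25 lysosomal genes, 9, 9 and 2 were higher after doxorubicin, cisplatin and palbociclib in limma (16, 14 and 2 adjusted over the list alone, 17, 15 and 9 without control replicate 3), with medians of 1.32, 1.23 and 1.05 (camera adjusted p = 0.0125, 0.0228 and 0.0296, or 0.693, 0.723 and 0.731 with an estimated correlation). Compared with palbociclib, 0 and 0 passed after doxorubicin and cisplatin (0 and 0 adjusted over the list alone, 0 and 0 at an unadjusted p under 0.05, 11 and 8 without control replicate 3), with medians of 0.34 and 0.28 (camera adjusted p = 0.117 and 0.269, or 0.838 and 0.866 with an estimated correlation, and 0.0015 and 0.0078 without control replicate 3).

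Of 28 genes of oxidative phosphorylation, 4, 5 and 2 were lower after doxorubicin, cisplatin and palbociclib in limma (4, 4 and 2 adjusted over the list alone, 21, 21 and 14 without control replicate 3) and none was higher, with medians of -0.40, -0.29 and -0.17 (camera adjusted p = 6.7e-09, 8.2e-08 and 2.1e-08, or 0.223, 0.255 and 0.240 with an estimated correlation). The mitochondrially encoded members of the respiratory chain were not analysed here.

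None of 23 genes of cholesterol synthesis and none of 22 genes of ribosome biogenesis passed against control in limma, also when adjusted over the list alone. At an unadjusted p under 0.05, 2, 0 and 0 cholesterol genes were higher after doxorubicin, cisplatin and palbociclib and none was lower, and 0, 1 and 2 ribosome biogenesis genes were higher and 1, 1 and 0 lower. Without control replicate 3, 4, 0 and 0 cholesterol genes were higher and 7, 10 and 7 lower, and 0, 0 and 0 ribosome biogenesis genes were higher and 11, 9 and 9 lower. Their medians were 0.35, 0.025 and 0.17 for cholesterol synthesis (camera adjusted p = 0.274, 0.0140 and 0.0228, or 0.852, 0.603 and 0.615 with an estimated correlation) and 0.22, 0.42 and 0.49 for ribosome biogenesis (camera adjusted p = 0.0822, 0.177 and 0.576, or 0.815, 0.860 and 0.927 with an estimated correlation, and 0.0012, 0.0036 and 0.0163 without control replicate 3), positive where the tests were negative, and negative when libraries are centred on their medians.

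Of 10 luminal epithelial markers, 1, 2 and 0 were higher after doxorubicin, cisplatin and palbociclib in limma (1, 1 and 0 adjusted over the list alone, 3, 3 and 2 higher and 3, 3 and 2 lower without control replicate 3, 3, 3 and 3 higher at an unadjusted p under 0.05), and the list passed in none of the 3 (medians 1.33, 1.34 and 1.15, camera adjusted p = 0.719, 0.639 and 0.381, or 0.935, 0.917 and 0.866 with an estimated correlation). Of 5 measured basal and keratinocyte markers, 3, 3 and 2 were higher (3, 3 and 3 adjusted over the list alone, 3, 3 and 3 higher and 1, 0 and 0 lower without control replicate 3), with medians of 1.49, 1.64 and 1.26 (camera adjusted p = 0.164, 0.0578 and 0.0629, or 0.648, 0.537 and 0.548 with an estimated correlation, and 0.0856, 0.0374 and 0.0498 without control replicate 3). Compared with palbociclib, 2 and 1 were higher and 1 and 0 lower after doxorubicin and cisplatin (2 and 2 higher and 1 and 1 lower without control replicate 3). Among these markers ACTA2 had 2.39 ± 1.73 FPKM in control cells, 28.3 ± 1.50 after doxorubicin, 47.3 ± 1.87 after cisplatin and 3.12 ± 0.766 after palbociclib (SD, n = 3).

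Of the 64 tested genes that the paper names, 43, 43 and 30 were higher and 3, 3 and 0 lower than in control cells after doxorubicin, cisplatin and palbociclib in limma (50, 48 and 36 higher adjusted over the list alone, 49, 48 and 38 higher and 9, 9 and 6 lower without control replicate 3), and 16 and 11 were higher and 0 and 1 lower after doxorubicin and cisplatin than after palbociclib (22 and 17 higher adjusted over the list alone, 33 and 31 higher and 8 and 11 lower without control replicate 3, medians 0.55 and 0.45, camera adjusted p = 9.8e-08 and 4.4e-04, or 0.403 and 0.603 with an estimated correlation). The paper reports on these genes from the same libraries, so the counts are no independent evidence for it.

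Most markers of other cell types were below the expression minimum. Of 12 leukocyte markers 0 reached the expression minimum, with CSF1R at a mean of 0.193 FPKM and ITGAM at 0.162 over all libraries. Of 10 fibroblast markers 1 did, with COL1A1 at 8.45 and COL3A1 at 0.196, and of 9 endothelial markers 1, with EGFL7 at 21.3 and ESAM at 0.641. ACTB had means of 2385, 3854, 4068 and 4036 FPKM and GAPDH of 2210.3, 2081, 1369 and 1976 in control cells and after doxorubicin, cisplatin and palbociclib.

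Control replicate 3 had lower values for GC-rich genes than the other controls. The paper states the read pairs sequenced per sample, but the mapped depth of this library is unknown. FPKM are scaled to depth, so lower depth would not by itself shift well-expressed genes according to GC content. The tables therefore argue against lower depth as the whole cause of the lower values in this library. They do not tell whether its depth was lower. Among 6357 genes with at least 10 FPKM in both other controls, its median difference from them was -3.12 (quartiles -3.52 and -2.75) in the fifth of highest GC content and -0.54 (quartiles -1.04 and -0.15) in the lowest, -2.58 apart in log2. A GC bias of the library is consistent with a correlation of -0.641 between a gene's difference from the other controls and its transcript GC content. The tables also argue against treated cells under a control label. Of 154 genes that all 3 agents changed the same way by a log2 fold change of at least 2 without this library, at most 14.9% lay nearer the mean of an agent than the mean of the other controls in it after GC correction, whereas most would in a library of treated cells. Its r with the other controls was 0.838 and 0.841, and with treated libraries at most 0.798, and it had 31.8 FPKM of MTRNR2L12, against at least 12967 in every treated library. Over all 3157 genes that the agents changed the same way, small changes included, the planned test gave 32.0% nearer the treated mean, between the bounds set in advance. A wrong label of a sample from outside these treatments stays open. No biological explanation was tested, since the labels give no condition that sets this library apart.

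Genes of the type I interferon response were lower after doxorubicin than after cisplatin, and 2 technical explanations were tested. Removal of each library's GC trend left a median log2 fold change of -0.75, and with each of the 6 libraries left out in turn the median nearest 0 was -0.73, so both tests argue against GC content or 1 library as the whole cause. A difference between the agents may explain the pattern, as a hypothesis found and tested on the same libraries.

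With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Every other split mixes libraries of both groups, so a difference between them widens the spread and lowers the calls. Few calls in the other splits therefore do not measure how often chance would give the real count. The real counts are those of the fit of all 12 libraries. The counts of changed genes were 2997 for doxorubicin against control (highest other split 0), 3230 for cisplatin against control (highest other 0), 1005 for palbociclib against control (highest other 1), 307 for doxorubicin against palbociclib (highest other 0), 386 for cisplatin against palbociclib (highest other 1) and 27 for doxorubicin against cisplatin (highest other 0), each reached by 1 of the splits, the real one.

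The authors deposited their own tests of each agent against control. Over the genes in both tables, limma calls here numbered 2920 for doxorubicin, 3137 for cisplatin and 968 for palbociclib, of which 2237, 2399 and 818 were also higher and 441, 499 and 73 also lower at the authors' q of at most 0.05, and 0 went in the opposite direction. Without control replicate 3 the shared calls were 3141 and 1318, 3249 and 1325, and 1779 and 655. Fold changes correlated with the authors' at r = 0.805, 0.732 and 0.831. Both sets of values come from the same libraries.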
